# Polynucleotide phosphorylase promotes the stability and function of Hfq-binding sRNAs by degrading target mRNA-derived fragments

**DOI:** 10.1093/nar/gkz616

**Published:** 2019-07-22

**Authors:** Todd A Cameron, Lisa M Matz, Dhriti Sinha, Nicholas R De Lay

## Abstract

In many Gram-negative and some Gram-positive bacteria, small regulatory RNAs (sRNAs) that bind the RNA chaperone Hfq have a pivotal role in modulating virulence, stress responses, metabolism and biofilm formation. These sRNAs recognize transcripts through base-pairing, and sRNA–mRNA annealing consequently alters the translation and/or stability of transcripts leading to changes in gene expression. We have previously found that the highly conserved 3′-to-5′ exoribonuclease polynucleotide phosphorylase (PNPase) has an indispensable role in paradoxically stabilizing Hfq-bound sRNAs and promoting their function in gene regulation in *Escherichia coli*. Here, we report that PNPase contributes to the degradation of specific short mRNA fragments, the majority of which bind Hfq and are derived from targets of sRNAs. Specifically, we found that these mRNA-derived fragments accumulate in the absence of PNPase or its exoribonuclease activity and interact with PNPase. Additionally, we show that mutations in *hfq* or in the seed pairing region of some sRNAs eliminated the requirement of PNPase for their stability. Altogether, our results are consistent with a model that PNPase degrades mRNA-derived fragments that could otherwise deplete cells of Hfq-binding sRNAs through pairing-mediated decay.

## INTRODUCTION

Small regulatory RNAs (sRNAs) are crucial modulators of cellular function and homeostasis in bacteria. Most sRNAs range in size from 50 to 250 nucleotides and can regulate the expression of hundreds of genes in response to specific signals (1). Typically non-coding sRNAs function by binding to and modifying the behavior of regulatory proteins or by directly base-pairing with RNA targets to modulate transcript stability and/or translation (2). Although sRNAs were classically characterized for their roles in facilitating bacterial stress response, subsequent research found that sRNAs control a myriad of physiological processes including biofilm formation (3,4), metabolism (5,6), motility (7,8) and virulence (9,10).

In *Escherichia coli* and other Gram-negative bacteria, one of the largest and most well-studied classes of sRNAs are those dependent on the sRNA chaperone protein Hfq. In addition to binding and protecting unpaired sRNAs from degradation, Hfq binds to mRNA targets and facilitates annealing between sRNA and mRNA (11–15). The torus-shaped Hfq hexamer has three RNA-binding surfaces, one on the rim and one each on the opposing distal and proximal faces. Each face of Hfq has affinity for distinct RNA motifs: the proximal face binds to poly-U rich sequences (16,17), the distal face binds to sequences containing an (AAN)_n_ motif (18,19), and the rim binds to AU-rich sequences (20–22). Hfq-dependent sRNAs are further categorized according to which faces these riboregulators interact with. Class I sRNAs bind the rim and proximal face of Hfq and their mRNA targets bind the distal face; in contrast, Class II sRNAs bind the distal and proximal faces and their mRNA targets bind the rim (23). Therefore, in order for an sRNA to regulate a particular mRNA sequence, the mRNA must possess both a base-pairing region at least partially complementary to the sRNA as well as the Hfq-binding motif that is not utilized by its cognate sRNA.

Pairing between an Hfq-dependent sRNA and its target can result in a variety of regulatory outcomes. In some cases, pairing remodels the 5′ UTR secondary structure so that the ribosome binding site (RBS) of the target mRNA is more easily accessible to the ribosome, resulting in positive regulation (24). However, sRNA–mRNA pairing more often leads to negative regulation by blocking the ribosomal 30S subunit from accessing the RBS and/or by destabilizing the target transcript (25–28). Decay of an sRNA–mRNA pair is typically initiated via an endoribonucleolytic cleavage by RNase E and is finalized by exoribonucleases that further degrade the resulting RNA fragments.

It was recently shown that the 3′-to-5′ phosphorolytic exoribonuclease PNPase is also important for Hfq-dependent sRNA function. Deletion of the gene encoding PNPase (*pnp*) paradoxically destabilizes sRNAs and reduces sRNA-mediated gene regulation, but the exact mechanism of this role has not yet been determined (29–32). PNPase has many other functions in the cell including roles in processing structured mRNA, rRNA, and tRNA and also performs general mRNA decay both independent of and in conjunction with RNase E (33). Although PNPase is a potent RNase that can degrade free sRNAs in vitro, it also forms a stable complex with Hfq and sRNAs together suggesting that the PNPase–sRNA–Hfq complex could have a role in facilitating sRNA-mediated gene regulation (31).

In this article, we present new data that provides insights into the molecular mechanism by which PNPase promotes sRNA stability and function. We show that loss of PNPase results in up-regulation of more than one hundred small mRNA-derived fragments and provide evidence that PNPase is directly responsible for their degradation. Many of these mRNA-derived fragments bind Hfq and originate from transcripts that base-pair with sRNAs, indicating that they are potentially generated by and capable of sRNA–mRNA base-pairing. Finally, we demonstrate that disruption of either target mRNA binding to Hfq or sRNA–mRNA pairing results in suppression of sRNA instability in the absence of PNPase. Based on these results, we suggest a new model wherein PNPase facilitates sRNA stability and function by actively degrading mRNA fragments, some of which would otherwise associate with Hfq and base-pair with additional sRNA molecules leading to sRNA depletion.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions

All strains and plasmids used in this study are derivatives of *E. coli* K-12 strain MG1655 (*rph-1*) and are listed in the Supplementary Table S1. Primers and probes used for strain construction are listed in the Supplementary Table S2. Strain construction is described in the Supplementary Materials and Methods. Strains were grown in liquid medium or agar plates containing Lennox lysogeny broth (LB) supplemented with antibiotics (25 μg/ml kanamycin; 25 μg/ml chloramphenicol; 100 μg/ml ampicillin) when appropriate and grown aerobically at 37°C. Overnight cultures were diluted 1:200 fold in LB medium and grown until desired densities were reached. Growth was determined by measuring the optical densities of liquid cultures at 600 nm (OD_600_).

### RNA sample collection

Overnight cultures were diluted into fresh LB and grown with shaking to the indicated OD_600_ before collecting samples. Where indicated, RyhB or CyaR was first induced for 15 min prior to initial collection; RyhB was induced by addition of 2,2′-dipyridyl (Sigma) to cultures at a final concentration of 250 μM and CyaR was induced by addition of cAMP (Sigma) to a final concentration of 5 mM. For RNA stability curves, rifampicin (Fisher Scientific) was added at 16 min post-induction to a final concentration of 250 μg/ml, then additional samples were collected at either 1, 2, 4 and 6 min or 2, 5, 10 and 15 min after rifampicin addition.

### RNA extraction

Samples of 700 μl were withdrawn directly from cultures and collected into 2 ml tubes containing 100 μl of 8× lysis buffer (92 μl dH_2_O, 160 μl 3M NaOAc, 1200 μl 10% SDS, 48 μl 0.5 M EDTA) and 800 μl of 5:1 phenol:chloroform (pH 4.1, Fisher Scientific) pre-warmed to 65°C. Samples were processed at 65°C for five min with intermittent shaking, then centrifuged at 4°C. The aqueous layer was transferred to a new Eppendorf tube and extracted once or twice with 25:24:1 phenol:chloroform:isoamyl alcohol (pH 6.7, Fisher Scientific) or with pure chloroform (Fisher Scientific). Total RNA was alcohol-precipitated from the final aqueous fraction and suspended in Tris-EDTA (TE) buffer or DEPC-treated water. The final RNA concentration was quantified using a Nano Drop 2000 spectrophotometer (Thermo Fisher Scientific).

### Immunoprecipitations

For Hfq immunoprecipitations, overnight cultures were diluted into 25 ml of fresh LB medium and grown to an OD_600_ of 1.0. Cells were pelleted, washed, and frozen as described previously (31). Immunoprecipitations were performed as previously described (12) using anti-Hfq antiserum obtained from Dr Susan Gottesman (NCI). For PNPase immunoprecipitations, overnight cultures were diluted into 60 ml of fresh LB medium and grown with shaking. Upon reaching an OD_600_ of 0.85, RyhB was induced for 15 min by addition of 2,2′-dipyridyl to cultures at a final concentration of 250 μM. Cultures were collected on ice after 15 min at a final OD_600_ of 0.96–1.04. All further manipulations were performed at 4°C. Cultures were pelleted and washed twice with Tris-buffered saline (TBS; 50 mM Tris, 150 mM NaCl, pH of 7.4). Pellets were flash-frozen, then suspended in 500 μl of TBS containing 5 μl of HALT protease inhibitor (Thermo Fisher Scientific) and 2 μl of Superase RNase inhibitor (Ambion) and mixed with an equal volume of 0.1 mm glass beads. Samples were vortexed for 10 min, alternating between vortexing and ice incubation every 30 s. After addition of 500 μl of TBS, each sample was vortexed for an additional 30 s followed by centrifugation for 30 min at 18 000 × g. The soluble fraction was transferred to a new tube, and TBS plus 5 μl of Superase was added to bring the volume to 1.0 ml. Of this, 50 μl was retained as the input fraction. The remaining sample was incubated with 75 μl of anti-FLAG M2 agarose resin for 2 h with mixing. Resin was washed three times with 1.5 ml of TBS, and bound proteins were subsequently eluted by incubation with 150 μg/ml of 3xFLAG peptide (Millipore Sigma) in 250 μl of TBS for 30 min with mixing. Samples were pelleted after the addition of 250 μl of TBS, and the supernatant was retained as the output fraction. RNA was isolated from input and output fractions by hot phenol/chloroform extraction as described above.

### Northern blots

For polyacrylamide gels, 3 μg of each RNA sample was prepared with formamide loading buffer and loaded on 10% polyacrylamide Tris-borate-EDTA (TBE)-urea gels and electrophoresed at 60–85 V unless noted otherwise. The RNA was then transferred to a Zeta-Probe GT membrane (Bio-Rad) using a Trans-Blot SD semidry transfer apparatus (Bio-rad) following the manufacturer's guidelines. For agarose gels, 10 μg of each sample was prepared with formaldehyde and formamide loading buffer and loaded on 1.2% agarose 3-(*N*-morpholino)propanesulfonic (MOPS) gels. Gels were electrophoresed at 65 V and transferred to Zeta-Probe GT membrane by overnight capillary transfer. After transfer, membranes were UV-crosslinked and hybridized overnight with 100 ng/ml of 5′ biotinylated DNA probes (Supplementary Table S2) in ULTRAhyb (Ambion) hybridization buffer at 42°C. Blots were developed using the BrightStar BioDetect kit protocol (Ambion).

### Analysis of blots

Blots were imaged with a ChemiDoc MP imager (Bio-Rad) and quantified using Image Lab (Bio-Rad). Data analysis and half-life calculations of RNA stability time course experiments were conducted using R (R Foundation for Statistical Computing, Vienna, Austria https://www.R-project.org) and visualized using the ggplot2 package (https://ggplot2.tidyverse.org). To plot decay curves for each sample, the average intensity of each replicate time course was normalized, and the individual time points were each plotted as a fraction of the average normalized *T*_0_ value. Half-lives and standard error were derived from the best-fit exponential decay curves of the combined replicate data.

### Library preparation and RNA sequencing

Total RNA samples collected from cultures at an OD_600_ of 1.0 were subjected to DNase treatment (DNase Turbo; Ambion) following the manufacturer's protocol. Sample mixtures (total reaction volume of 100 μl) were incubated for 1 h at 37°C and the reaction was stopped by addition of 100 μl of DEPC-treated water and 200 μl of neutral phenol–chloroform–isoamyl alcohol (Fisher Scientific). DNase-treated RNA samples were phenol extracted, alcohol precipitated, and RNA concentration was measured. 5 μg of DNase-treated RNA was subjected to ribosomal RNA removal (RiboZero™ rRNA Removal for Gram-negative Bacteria, Illumina). For mRNA sequencing, libraries were constructed by Macrogen (Rockville, MD) from the rRNA-depleted samples using the Illumina TruSeq Stranded Total RNA library kit. For short RNA sequencing of total RNA and RNA immunoprecipitated with Hfq, rRNA-depleted samples were subjected to RNA fragmentation using the Ambion RNA fragmentation kit (AM8740) followed by RNA 5′ polyphosphatase treatment (Epicenter), which was performed to facilitate 5′ adapter ligation. Libraries were generated by Macrogen (Rockville, MD, USA) using the TruSeq Small RNA library kit (Illumina). All high throughput RNA sequencing was performed using 100 bp paired end read sequencing with an Illumina HiSeq2000 sequencer.

### RNA sequencing analysis

High throughput RNA sequencing data were preprocessed for alignment with Cutadapt (34) to remove Illumina sequencing adapters and low-quality bases (Phred < 20) from the ends of reads. Trimmed read pairs were then aligned to the NCBI RefSeq NC_000913.3 for *E. coli* MG1655 using BWA-MEM (35), and the resulting SAM files were converted to BAM files using SAMtools (36). Aligned reads were assigned to individual genes and quantified using the annotated genome using featureCounts (37), and differential expression analysis among samples was performed with DESeq2 (38). Read coverage was calculated and graphed using a custom R script (RCoverage, available at https://github.com/ta-cameron/RCoverage). These analyses were performed in part using high-performance computing resources of the Texas Advanced Computing Center (TACC) at The University of Texas at Austin.

Up-regulated mRNA fragments were detected using a custom analysis in R. In brief, read coverage of the WT and Δ*pnp* replicates was first calculated genome-wide over 5 nt intervals, then analyzed by DESeq2 to identify up-regulated 5 nt segments with adjusted *P*-values <0.05. All contiguous significant segments totaling 60 nt or greater were combined, resulting in 463 significantly up-regulated fragments. *Z*-scores were calculated for each fragment by comparing in the Δ*pnp* strain expression of the fragment versus expression within flanking 350 nt regions extending 150–500 nt from the fragment on each side. Z-scores were also calculated for any overlapping genes, if present. To reduce the initial fragment hits to those most likely to be biologically relevant, the initial fragment hits were further filtered for a minimum log_2_ fold change of 1.5, average Δ*pnp* coverage of at least 300, and the smallest expression *Z*-score >1, resulting in 106 distinctly expressed fragments. Fragments were annotated relative to genes and the furthest known operon boundaries (39,40); operons lacking data were approximated by extending 75 nt from the beginning of the first gene and the end of the last gene. Fragments further than 75 nt from an operon boundary were considered intergenic regions (IGR). Fragments overlapping within 20 nt of the start codon were considered to overlap the RBS and fragments otherwise wholly within genes were assigned to CDS. All other fragments within operons were assigned as 5′ UTR or 3′ UTR relative to the nearest gene in the operon. For comparison with RIL-seq sRNA–mRNA hits, each fragment was compared with each reported RIL-seq sRNA–mRNA interaction to identify fragments of mRNAs that are known targets of sRNAs. For evaluation of RIL-seq hit enrichment, 10,000 fragments with lengths and compositions identical to the detected fragments were randomly generated among all *E. coli* MG1655 genes not associated with the detected fragments, which were then annotated and evaluated as described above.

## RESULTS

### mRNA-derived fragments accumulate in the absence of PNPase

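For mRNA-seq, 2 libraries (replicates A and B) were sequenced from the wild-type strain KR10000 and 2 from its Δ*pnp* derivative NRD999, both grown to an OD600 of 1 at 37°C. Ribosomal RNA was depleted from total RNA, and the libraries were built with a stranded kit that loses most short RNAs. The authors trimmed adapters and low-quality bases with Cutadapt, aligned the read pairs to the MG1655 genome with BWA-MEM, and counted the pairs on each annotated gene by strand with featureCounts (version 1.6.2). The deposited table holds these counts without normalization for 4498 genes, listed by locus tag, of which 4488 were matched to a gene symbol. A pair that aligns equally well to several copies of a gene can be placed on only one of them, so the counts of single tRNA and rRNA genes are uncertain. The counts on genes came to 4961108 and 4831195 in the wild-type libraries and to 4616470 and 4799921 in the Δ*pnp* libraries. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 3.92 in the wild-type and 6.17 in the Δ*pnp* strain. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test on these 4 libraries alone, over the genes that passed edgeR's filter with a minimum count of 10. A gene was called differentially expressed at the thresholds of the paper, an absolute log2 fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Standard errors were obtained from the test itself, as the absolute log2 fold change divided by the square root of its F statistic. The deleted gene *pnp* (b3164) had 8209 and 7841 counts in the wild-type libraries and 1 and 2 counts in the Δ*pnp* libraries, so that it was at least 3227-fold lower in the Δ*pnp* strain.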

To elucidate the mechanism by which PNPase stabilizes sRNAs, we first examined the impact of deletion of *pnp*, the gene encoding PNPase, on *E. coli* gene expression by performing high throughput RNA sequencing of mRNAs isolated from the wild-type *E. coli* K-12 MG1655 strain KR10000 (*rph*^+^) or a derived Δ*pnp* strain (NRD999) grown to late log phase (OD_600_ of 1.0). 

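Of 3779 genes tested in the mRNA-seq libraries, 96 were differentially expressed between the strains, 83 higher and 13 lower in the Δ*pnp* strain. The median absolute log2 fold change of these genes was 1.75. Among the genes with the largest rise, the neighbouring tRNA genes *metW*, *metZ* and *metV* had log2 fold changes of 3.61 (standard error 0.11, adjusted p = 3.5e-06 from edgeR's quasi-likelihood test), 3.37 (standard error 0.082) and 3.14 (standard error 0.20). These 3 genes and *metY* are near-identical copies by their names and equal length of 77 bases (their sequences were not at hand), so the counting could have split reads between them. The sRNA gene *sraG*, with 3 and 2 counts in the wild-type libraries and 188 and 192 in the Δ*pnp* libraries, was at least 52.5-fold higher, and the pseudogene *yqfE* was at least 4.15-fold higher. *sraG* (3311225 to 3311398) lies beside the deleted *pnp* (3309033 to 3311168) and was not tested in short RNA-seq or the co-IP. The counts cannot separate an effect of the deletion at this site from one of the loss of PNPase. After *pnp*, the largest falls were those of *rbsC*, with a log2 fold change of -2.36 (standard error 0.30, adjusted p = 0.00064), *fruB* (-2.33, standard error 0.32), *fruK* (-2.11, standard error 0.24) and the pseudogene *ydfE* (-2.03, standard error 0.38). With each library left out in turn, between 72 and 86 of the 96 genes still changed by at least 1.5 on the log2 scale in the same direction. When the test was limited to genes with a mean of at least 50 counts, 36 genes were called, 30 of them among the 96, and with library totals alone 190 were called, 96.8% of them higher in the Δ*pnp* strain.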

Comparison of the transcriptome of the wild-type and the derived Δ*pnp* strain identified 76 genes that were differentially expressed between these strains, i.e. 15 genes were significantly down-regulated and 61 genes were significantly up-regulated in the Δ*pnp* strain relative to the parental strain (Figure 1A, Supplementary Supplementary Table S3); genes were considered statistically significant if they had a log_2_ fold change of at least 1.5 and a false discovery rate (FDR) adjusted *P*-value <0.05. Approximately 25% of those genes that are significantly altered in expression upon deletion of *pnp* encode mRNAs that have previously been shown to be regulated by Hfq-dependent sRNAs.

**Figure 1.**
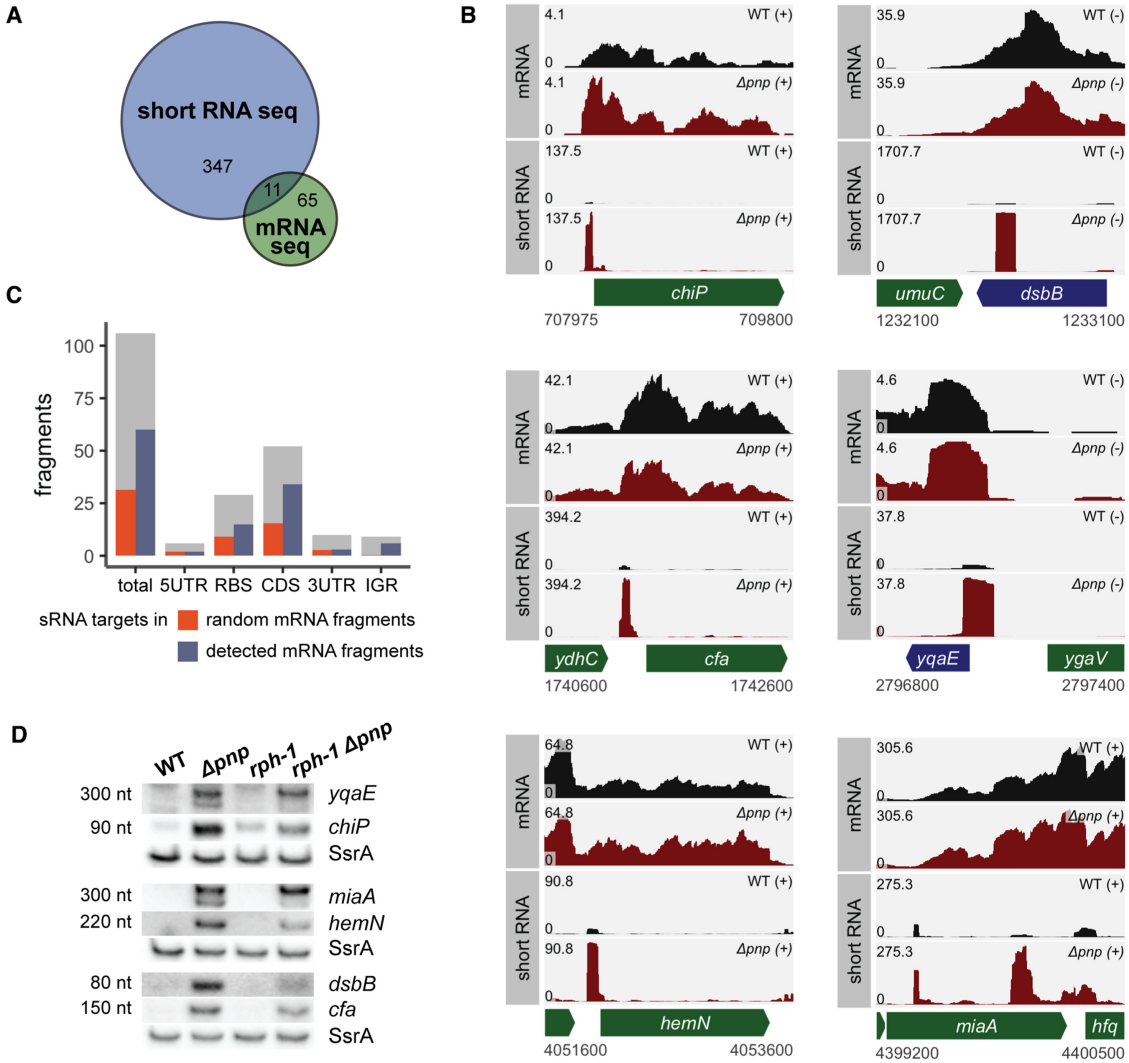
PNPase is critical for the decay of specific mRNA-derived fragments. (**A**) A Venn diagram indicating the number of common and uniquely identified differentially regulated genes between the short RNA-seq and mRNA-seq data sets. Numbers represent genes identified by DESeq2 as significantly differentially expressed with a log_2_ fold-change in expression of at least 1.5 when comparing the WT (KR10000) and Δ*pnp* (NRD999) strains. (**B**) RNA-seq read coverage of mRNA and short RNA library preparations of WT (KR10000; black) and Δ*pnp* (NRD999; red) strains. In the absence of PNPase, numerous short RNA fragments accumulate, including those corresponding to the *chiP* RBS, *dsbB* CDS, *cfa* 5′ UTR, *yqaE* RBS, *hemN* 5′ UTR, and *miaA* CDS. Coverage represents depth per million paired-end fragments and was averaged between two normalized replicates. (**C**) 106 short RNA fragments accumulating in the Δ*pnp* strain were computationally identified. Gray bars indicate the number of RNA fragments corresponding to each gene feature type (5′ UTR, RBS, CDS, 3′ UTR, IGR). Blue bars represent the number of identified fragments that are associated with RNAs shown to interact with Hfq-binding sRNAs in prior RIL-seq experiments (41). Orange bars indicate how many RNA fragments would be expected to associate with mRNAs previously shown to interact with Hfq-binding sRNAs in RIL-seq experiments if RNA fragments were chosen at random from the *E. coli* K12-MG1655 transcriptome. (**D**) Northern blots probed for the presence of the RNA fragments shown in B in the wild-type (KR10000), Δ*pnp* (NRD999), *rph-1* (NRD1138), and *rph-1* Δ*pnp* (NRD1139) strains grown to OD_600_ 1.0. SsrA served as a loading control. An expanded view of the northern blots is shown in Supplementary Figure S1.

In preparing the mRNA-seq libraries, most sequences shorter than 150 nt were eliminated by the Illumina TruSeq Stranded Total RNA library kit protocol. 

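The short RNA-seq libraries of total RNA, which also served as the input of the Hfq co-immunoprecipitation, were made from 2 replicates of the wild-type and 2 of the Δ*pnp* strain at an OD600 of 1. The paper names these strains KR10000 (*rph*+) and NRD999, whereas the sample labels give both strains of these libraries the *rph-1* allele. The libraries were therefore grouped by *pnp* genotype and fraction, on which both sources say the same. The authors processed the reads as for mRNA-seq, with the strand setting reversed, and deposited unnormalized counts of read pairs per gene. Read pairs on genes numbered 19205323 and 16996278 in the wild-type and 22409069 and 22601802 in the Δ*pnp* libraries. Ribosomal RNA genes took 45.4% and 64.4% of the wild-type counts and tRNA genes 33.9% and 12.2%. Protein-coding genes made up 15.6% and 16.5% of the counts in the wild-type libraries and 30.4% and 29.1% in the Δ*pnp* libraries. Because of this difference in composition, scaling by library totals alone moved the median log2 fold change of all genes from 0.00 to 1.05, and changes are given relative to TMM normalization. The counting covers annotated genes only, so a fragment from a UTR outside the annotated interval of its gene adds nothing to that gene's count. Replicates differed by a chi-square per degree of freedom of 846.2 in the wild-type and 111.1 in the Δ*pnp* strain, and the biological coefficient of variation was 0.27, against 0.091 in mRNA-seq. The *pnp* gene had 4857 and 4451 counts in the wild-type libraries and 67 and 66 in the Δ*pnp* libraries, a log2 fold change of -7.49 (standard error 0.38).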

In order to assess the impact of the *pnp* deletion on the levels of smaller transcripts including mRNA fragments and most sRNAs involved in Hfq-mediated gene regulation, an alternative short RNA-seq library preparation was employed. In this protocol, rRNA-depleted RNA samples were fragmented to a relatively uniform size by metal ion hydrolysis prior to library construction using the Illumina TruSeq Small RNA library kit. With this approach, subsequently referred to as ‘short RNA-seq’, comparison of the transcriptomes of the wild-type and the derived Δ*pnp* strains identified 358 genes that were significantly differentially expressed (194 up-regulated and 164 down-regulated transcripts), most of which had not been identified in the initial mRNA-seq analysis (Figure 1A, Supplementary Table S3).

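In the deposited counts of the short RNA-seq libraries, 227 of 4139 genes tested were differentially expressed, 111 higher and 116 lower in the Δ*pnp* strain. The largest rise among genes with more than 3 counts in at least 1 library of each strain was that of *astA*, with a log2 fold change of 4.66 (standard error 0.83, adjusted p = 0.015 from edgeR's quasi-likelihood test), although its 2 wild-type libraries had 29 and 3 counts and the log2 fold change ranged from 3.52 to 6.89 with 1 library left out. The log2 fold change of *paaF* was 4.09 (standard error 0.54). The genes *yfdO*, *ymgA* and *yiaW* had no more than 2 counts in either wild-type library and were at least 2.59-fold, 12.3-fold and 3.15-fold higher. Below *pnp*, the largest falls were those of *cadB* (-4.18, standard error 0.53), *cadA* (-3.86, standard error 0.37), *rdlB* (-3.74, standard error 0.68) and *napG* (-3.56, standard error 0.37). *rdlB* had 2449 counts in the first wild-type library and 399 in the second, and its log2 fold change was -2.10 without the first. With each library left out in turn, between 197 and 224 of the 227 genes kept a change of at least 1.5 in the same direction. The number of genes called moved most with library totals alone, to 1100, of which 97% were higher in the Δ*pnp* strain.

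Of the 3729 genes tested in both mRNA-seq and short RNA-seq, 91 were called in mRNA-seq and 180 in short RNA-seq, and 9 were called in both, where 4.39 would be called in both by chance (Fisher's exact test, two-sided, p = 0.040, which is also its adjusted value over the 2 overlaps tested). Of these 9 genes, *astB*, *mdtP*, *metV*, *pnp* and *yphG* changed in the same direction, and *fdnG*, *napD*, *napG* and *ymgA* in opposite directions. The test counts calls in either direction, so it does not measure agreement. The call of *pnp* in both assays was fixed by its deletion, and the overlap was not tested without it. Whether the overlap passed 0.05 depended on the setting, since with DESeq2 8 genes were called in both (Fisher's exact test, p = 0.055).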

Subsequent analysis further revealed numerous short RNA fragments ∼75–150 nt in length that were highly up-regulated in the absence of PNPase (Figure 1B, Supplementary Figure S1). A systematic global search was conducted to identify short transcripts enriched in the absence of PNPase. Of the 106 RNA regions identified by this analysis, nearly all were small fragments of known or predicted transcripts with the vast majority (>75%) originating wholly from within the CDS or overlapping the RBS of a protein-coding gene (Figure 1C, gray bars). These RNA fragments were then cross-referenced with previously published RIL-seq data that designated putative sRNA targets genome-wide (41), and approximately 57% of the RNA fragments were derived from transcripts previously identified as sRNA targets (Figure 1C, blue bars). This is 2-times higher than the discovery rate of RIL-seq hits found among randomly selected fragments of the same composition (Figure 1C, orange bars) suggesting that the RNA fragments identified in our analysis were indeed enriched for those with potential sRNA interactions. 

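The fragments were found by the authors in read coverage, whereas the deposited counts give a value per gene. Of the 106 fragments listed in Table S4, 81 are classified there as lying in the CDS or overlapping the RBS. The gene in the identifier of 102 fragments was matched to the counts, giving 101 genes, and 4 fragments (from *sroA* and the insertion sequence genes *insI-1*, *insH-2* and *insH-9*) were not matched. Of the matched fragments, 78 share bases with the annotated interval of their gene and 24 lie outside it. In short RNA-seq, 100 of these genes were tested, 88 had a positive log2 fold change, and the median was 0.87. Of the 100 genes, 21 were called higher and 1, *pnp*, lower in the Δ*pnp* strain. Adjusted over the list alone, 23 were called higher and 1 lower. The list was chosen by the authors for a rise in these same libraries, so neither this count nor the set tests that follow are independent evidence. As a set, the genes were shifted upwards against all other genes (camera with a correlation of 0.01, p = 3.9e-13, adjusted p = 1.6e-12 over the 4 comparisons in which the set was tested), and the shift held under fry (p = 0.011, adjusted p = 0.021). With only the genes of CDS and RBS fragments, the median was 0.96. Genes whose fragment overlaps the counted interval had a median log2 fold change of 0.98 (77 genes) and those whose fragment lies outside it 0.11 (23 genes).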

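Fragments are listed in Table S4 for *yqaE* (b2666), *chiP* (b0681), *miaA* (b4171), *hemN* (b3867), *dsbB* (b1185) and *cfa* (b1661), with coordinates on the chromosome of MG1655 (assembly ASM584v2). The *yqaE* fragment lies on the minus strand from 2797016 to 2797090, and 13 of its bases fall within the annotated gene (2796870 to 2797028). In TMM-normalized CPM (read pairs scaled to a common library size), *yqaE* had 31.3 ± 6.10 (SD, n = 2) in the Δ*pnp* and 5.82 ± 3.13 (SD, n = 2) in the wild-type input libraries, a log2 fold change of 2.44 (standard error 0.41, adjusted p = 0.013 from edgeR's quasi-likelihood test). The *chiP* fragment, on the plus strand from 708266 to 708445, shares 112 bases with the gene (708334 to 709740), whose CPM were 28.2 ± 4.42 (SD, n = 2) against 2.33 ± 1.70 (SD, n = 2), a log2 fold change of 3.58 (standard error 0.48, adjusted p = 0.0062). The *dsbB* fragment lies wholly within its gene (1232500 to 1233030, minus strand), from 1232581 to 1232670. Its gene had 39454 and 53305 counts in the Δ*pnp* libraries and 813 and 2696 in the wild-type libraries, a log2 fold change of 3.30 (standard error 0.64, adjusted p = 0.019), which ranged from 2.63 to 4.59 with 1 library left out.

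The change of the other 3 genes did not pass the thresholds in the gene counts. The *miaA* fragment, from 4399891 to 4400230 on the plus strand, shares 312 bases with the gene (4399252 to 4400202), whose log2 fold change was 1.50 (standard error 0.46, adjusted p = 0.091). The 2 wild-type libraries differed, with 3263 and 1199 counts, and without the first of them the log2 fold change was 2.23. With each library left out in turn, it ranged from 1.02 to 2.23. The *hemN* fragment, from 4051941 to 4052055 on the plus strand, has 11 bases in the gene (4052045 to 4053418), and the gene had a log2 fold change of 0.94 (standard error 0.27, adjusted p = 0.076). With library totals alone, both *miaA* (2.52) and *hemN* (1.99) passed the thresholds. The *cfa* fragment, from 1741211 to 1741350 on the plus strand, lies upstream of the annotated gene (1741413 to 1742561), so its reads are not in the count of *cfa*, which had a log2 fold change of 0.17 (standard error 0.29, adjusted p = 0.76) and -0.08 without the first wild-type library.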

Among the mRNA-derived fragments that were enriched with potential sRNA interactions were fragments containing the *yqaE* RBS, *chiP* RBS, *miaA* 3′ UTR, *hemN* 5′ UTR, *dsbB* coding sequence (CDS) and *cfa* 5′ UTR (Figure 1B).

To validate these RNA-seq results, we first tested whether we could detect these fragments by northern blot analysis in total RNA samples isolated from the wild-type *E. coli* strain and Δ*pnp* mutant. The *yqaE* RBS, *chiP* RBS, *miaA* 3′ UTR, *hemN* 5′ UTR, *dsbB* CDS and *cfa* 5′ UTR fragments were readily detected at the predicted sizes based upon the RNA-seq analysis (Figure 1D). While these mRNA-derived fragments accumulated in the Δ*pnp* strain, the corresponding full-length mRNA was not substantially increased in this strain as determined by mRNA-seq (Figure 1B) or northern blot analyses (Supplementary Figure S1B). 

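In the mRNA-seq counts, none of these 6 genes was called higher in the Δ*pnp* strain, although 4 of the 6 changes had an adjusted p under 0.05 from edgeR's quasi-likelihood test. The log2 fold changes were -0.12 for *yqaE* (standard error 0.25), 0.64 for *chiP* (standard error 0.31), 0.24 for *miaA* (standard error 0.046), 0.35 for *hemN* (standard error 0.072), -0.33 for *dsbB* (standard error 0.087) and -1.004 for *cfa* (standard error 0.081). The adjusted p was 0.74 for *yqaE*, 0.13 for *chiP*, 0.0038 for *miaA*, 0.0058 for *hemN*, 0.017 for *dsbB* and 7.4e-05 for *cfa*. The depth limits the value of *yqaE*, which had between 23 and 27 counts per library, and its log2 fold change turned to 0.20 with library totals alone, a scaling that moved the median of all genes in mRNA-seq to 0.36. For *miaA*, the CPM were 849.8 ± 10.1 (SD, n = 2) in the Δ*pnp* and 717.2 ± 14.7 (SD, n = 2) in the wild-type libraries. The difference between the assays was not tested, since their libraries were prepared with different kits. The paper proposes that efficient decay of these fragments requires PNPase.

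**Figure D1:**
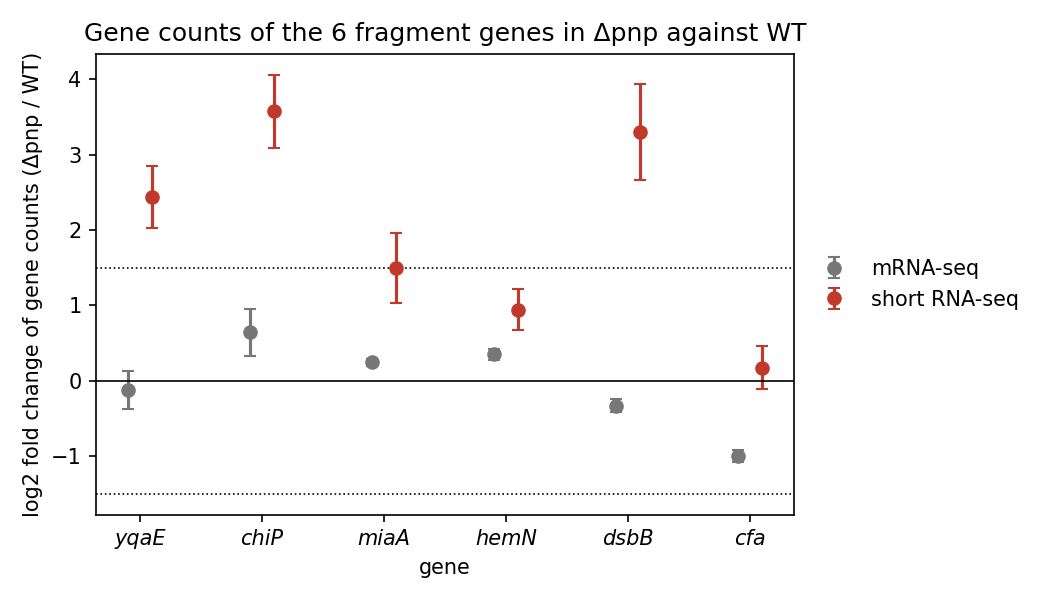
Log2 fold change (Δ*pnp* over wild-type) of the gene counts of *yqaE*, *chiP*, *miaA*, *hemN*, *dsbB* and *cfa* in mRNA-seq (grey) and short RNA-seq (red), from 2 libraries per strain. Points are edgeR estimates, bars their standard errors, and dotted lines the threshold of 1.5; in short RNA-seq *chiP*, *dsbB* and *yqaE* lie at 3.58, 3.30 and 2.44, and in mRNA-seq the 6 genes lie between -1.004 and 0.64.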

For three fragments, *yqaE* RBS, *miaA* 3′ UTR and *cfa* 5′ UTR, additional intermediate-length transcripts were also detected in the Δ*pnp* strains by northern blot (Supplementary Figure S1B). Of all 106 fragments, only one, a fragment from the 3′ UTR of *pnp* and likely an artifact of the *pnp* deletion, was also identified as significantly differentially expressed in the mRNA-seq results (Supplementary Tables S3 and S4). Together these results suggest that efficient decay of these mRNA fragments, most of which are produced from transcripts regulated by Hfq-binding sRNAs, requires the presence of PNPase.

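Among the genes of the 106 fragments, 96 were tested in mRNA-seq and 1, *pnp*, was called, with no gene called higher. At an unadjusted p under 0.05, 58 of the 96 genes differed. Adjusted over the list alone, the count was also 1. The fragment of *pnp* in Table S4 runs from 3308951 to 3309040 on the minus strand and has 8 bases in the annotated gene (3309033 to 3311168). The median log2 fold change of the 96 genes was -0.056, also with *pnp* set at its lower bound, against 0.037 for all genes tested, and 45 of the 96 were positive. As a set, they did not stand apart from the other genes under limma's camera (adjusted p = 0.42 over 4 comparisons), and under fry they were shifted downwards (adjusted p = 0.021), or upwards with library totals alone (adjusted p = 0.012), which moved the median of all genes to 0.36. The set tests in mRNA-seq were added to those planned. The set includes the deleted gene *pnp* and was not tested without it, so the downward direction under fry may owe in part to the deletion itself. The sign of this small median depended on the processing, with 0.025 over genes with a mean of at least 50 counts.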

Next we investigated whether these fragments were affected by mutations in other proteins with roles in sRNA-mediated gene regulation (RNase PH, RNase E and Hfq). Previously we demonstrated a synergistic decrease in sRNA stability by the *pnp* deletion and a null mutation in *rph* (*rph-1*), the gene encoding RNase PH (32). Although the two homologous proteins share a common catalytic core domain, RNase PH lacks the RNA-binding KH and S1 domains of PNPase and has a more limited impact on sRNA stability compared to PNPase (32). We examined whether the *rph-1* mutation impacted the levels of these fragments, and as shown in Figure 1D, introduction of the *rph-1* allele had a minor impact on the levels of most of the mRNA-derived fragments. Likewise, a C-terminal truncation in RNase E (*rne-131*), which removes portions of the protein that interact with PNPase and Hfq, did not impact the generation of most fragments (Supplementary Figure S1A). However, deletion of Hfq eliminated, decreased, or altered the sizes of bands observed for the *yqaE* RBS, *chiP* RBS, *miaA* 3′ UTR and *cfa* 5′ UTR fragments, suggesting a role for Hfq in either their generation or stabilization (Supplementary Figure S1A).

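For the Hfq co-IP, RNA bound to Hfq was immunoprecipitated from samples collected in parallel with the input, and 2 libraries per strain were prepared and counted in the same way as the short RNA-seq input. The counts on genes came to 24211489 and 22588285 in the wild-type co-IP libraries and to 19910978 and 17865841 in the Δ*pnp* co-IP libraries. Protein-coding genes took 50.5% and 54.3% of the wild-type counts and 74.2% and 72.4% of the Δ*pnp* counts. Genes annotated as noncoding RNAs took 16.5% and 17.1% in the wild-type and 10.8% and 12.7% in the Δ*pnp* libraries. As in the input, the library totals alone would raise the median log2 fold change of all genes, here to 1.03. Strains were compared within the co-IP libraries, co-IP and input within each strain, and a fit over all 8 libraries tested whether the effect of the *pnp* deletion differed between the fractions. The co-IP replicates differed by a chi-square per degree of freedom of 214.9 in the wild-type and 189.9 in the Δ*pnp* strain, and the biological coefficient of variation was 0.19. The *pnp* gene had 5528 and 7019 counts in the wild-type and 133 and 148 in the Δ*pnp* co-IP libraries, a log2 fold change of -6.18 (standard error 0.29).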

In order to assess how a *pnp* deletion impacts the population of RNA that interacts with Hfq, short RNA-seq was also performed on Hfq co-immunoprecipitation (co-IP) fractions collected in parallel with the total RNA samples. 

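In the Hfq co-IP, 580 of 4322 genes tested were differentially expressed between the strains, 293 higher and 287 lower in the Δ*pnp* strain. Of the 4127 genes tested in both fractions, 159 were called in both, or 70.4% of the 226 genes called in the input, and 158 of these changed in the same direction (two-sided Fisher's exact test, p = 3.5e-95, against 29.7 genes in both by chance). The input and co-IP share no library, but they were collected in parallel, so variation between cultures can be common to both. Of the 111 genes higher in the input of the Δ*pnp* strain, 106 were also higher in its co-IP, 70 by at least 1.5 on the log2 scale, and 69 were called. Of the 116 genes lower in the input, 115 were tested in the co-IP, 114 were lower there and 89 fell by at least 1.5. The largest rise in the co-IP among genes with more than 3 counts in at least 1 library of each strain was that of *rttR*, with a log2 fold change of 5.78 (standard error 0.39, adjusted p = 5.0e-05 from edgeR's quasi-likelihood test), and *yicT*, *nrdI*, *kilR* and *yaiS*, with 0 counts in the wild-type libraries, were at least 2.15-fold to 2.83-fold higher. The largest falls after *pnp* were those of *nrfD* (-4.30, standard error 0.28), *ibsA* (-4.12, standard error 0.67), *garR* (-4.04, standard error 0.31) and *hyi* (-3.91, standard error 0.44). *ibsA* had 5 and 1 counts in the Δ*pnp* co-IP libraries. The effect of the deletion differed between co-IP and input in 5 of 4349 genes by the interaction term. All 5 had a lower change in the co-IP. With the replicate number as a block, 0 genes were called by the interaction, and these 5 had an adjusted p of 0.069. Without the block, 508 genes had an unadjusted p under 0.05, of which 263 had a higher change in the co-IP. With library totals alone, 1346 genes were called in the co-IP, 94.1% of them higher, and 726 in both fractions.

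**Figure D2:**
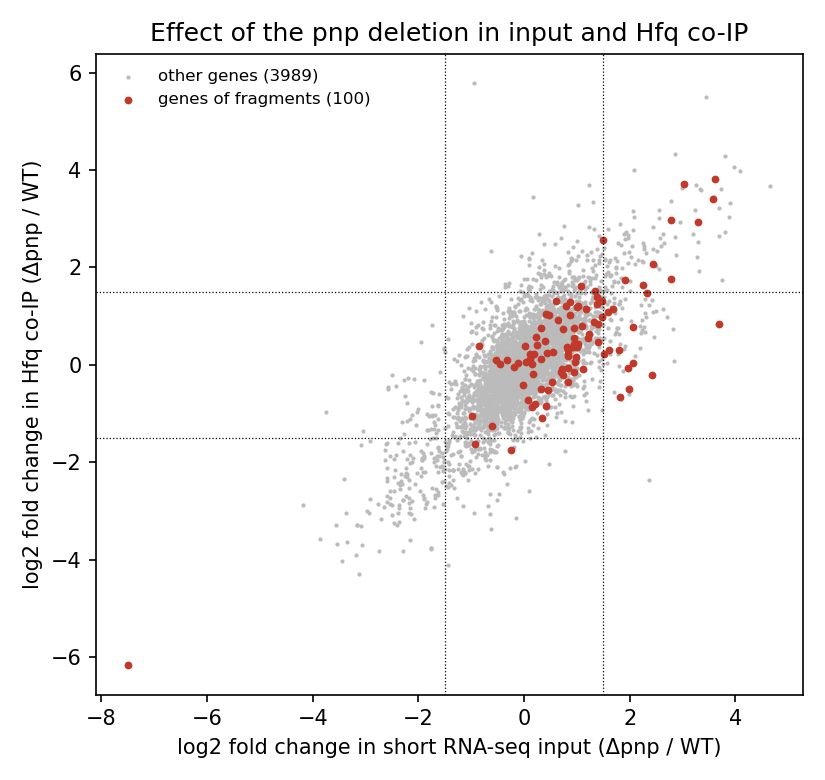
Log2 fold change of the gene counts (Δ*pnp* over wild-type) in the short RNA-seq input (x axis) against the Hfq co-IP (y axis), with 100 genes of fragments in red and 3989 other genes in grey; the 38 genes with at most 3 counts in every library of a strain are left out. Dotted lines mark 1.5 in either direction; *pnp* lies at -7.49 and -6.18, and *yqaE*, *chiP* and *dsbB* lie above 1.5 in both fractions.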

Comparisons of the short RNA-seq total RNA and RNA that co-IPed with Hfq between the wild-type and Δ*pnp* strains indicated that most genes enriched in the total RNA samples for the Δ*pnp* strain were also highly enriched in the Hfq immunoprecipitant (Figure 2A). Of the 106 mRNA-derived fragments, 75 were present in the Hfq co-IP fraction as determined by visual inspection of read coverage (Supplementary Table S4) including the *yqaE, chiP, miaA, hemN, dsbB* and *cfa* fragments examined above (Figure 2B). Comparison between the normalized coverage depth of the input and Hfq co-IP fractions of the Δ*pnp* strain revealed that five of these six fragments (excluding *hemN*) were enriched by approximately 14- to 34-fold in the Hfq co-IP fraction. 

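At the level of whole genes, the co-IP was compared with the input of the Δ*pnp* strain for the same 6 genes. The log2 fold change of co-IP over input was 3.98 for *yqaE* (standard error 0.23, adjusted p = 0.00011 from edgeR's quasi-likelihood test), 3.35 for *dsbB* (standard error 0.40, adjusted p = 0.0013) and 2.36 for *miaA* (standard error 0.29, adjusted p = 0.0014). *chiP*, at 1.40 (standard error 0.23), and *cfa*, at 1.13 (standard error 0.17), were below the threshold of 1.5. *hemN* was lower in the co-IP, at -0.69 (standard error 0.16). These ratios are relative to TMM normalization. Library totals alone, which moved the median of all genes to 1.06, gave 2.45 for *chiP*, 2.19 for *cfa* and 0.36 for *hemN*. With TMM, the wild-type ratio was 4.36 for *yqaE*, 3.72 for *dsbB*, 1.31 for *miaA*, 1.59 for *chiP*, 1.52 for *cfa* and -0.10 for *hemN*. All but that of *miaA* were higher than in the Δ*pnp* strain, and none of the 6 genes was called by the interaction term. The gene-level ratios therefore do not by themselves point to fragments that accumulate without PNPase. The gene count of *cfa* leaves out its fragment, and those of *yqaE*, *chiP* and *hemN* include only the bases within the gene, so that these values differ in kind from the coverage of the fragments. In the Δ*pnp* strain compared with the wild-type, the CPM in the co-IP were 1044 ± 28.2 (SD, n = 2) against 248.4 ± 81.2 (SD, n = 2) for *yqaE* and 157.4 ± 33.9 (SD, n = 2) against 14.8 ± 3.69 (SD, n = 2) for *chiP*. *dsbB* had 1138496 and 547258 counts in the Δ*pnp* co-IP libraries and 22562 and 109781 in the wild-type co-IP libraries, a spread between the wild-type libraries that left its log2 fold change between 2.20 and 4.52 with 1 library left out.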

In total, 49 fragments were present at similar or increased levels in the Hfq co-IP, and 26 fragments were notably enriched (log_2_ fold change > 1.5) in the Hfq fraction in comparison to the input transcriptome. Moreover, the median Hfq co-IP enrichment of fragments whose sequence directly overlapped the target sequences obtained by RIL-seq was ∼4.3-fold over the input, far higher than for fragments not identified by RIL-seq either because the transcript was not identified as a target of an sRNA or the fragment was not within the precise boundaries of the sRNA-target sequence obtained by RIL-seq (Supplementary Figure S2A and Supplementary Table S4).

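Of the 4340 genes tested for co-IP over input in the Δ*pnp* strain, 442 were higher and 328 lower in the co-IP. The largest falls were those of the tRNA genes *serV*, *leuU*, *leuW*, *serX* and *thrW*, with log2 fold changes between -7.95 and -7.79. *yqeL*, *yigG*, *micC* and *ydiT*, at or under 3 counts in both input libraries, were at least 7.40-fold, 15.1-fold, 4.91-fold and 3.22-fold higher in the co-IP, and *yjeV* had a log2 fold change of 4.09 (standard error 0.50), with 14 and 3 counts in the input libraries. Among the genes of fragments, 101 were tested, 12 were called higher and 21 lower in the co-IP, and the median log2 fold change was -0.54, also with *micC* at its lower bound. The same numbers were called when adjusted over the list alone. Scaling by library totals alone gave 34 higher and 2 lower with a median of 0.52, which is -0.55 relative to the median of all genes. The genes called higher were *yqaE*, *dsbB*, *sbmA*, *aceK*, *ompX*, *shiA*, *cycA*, *glmZ*, *miaA*, *sppA*, *nlpD* and *micC*. The fragments were selected for high coverage in the input of the Δ*pnp* strain, the libraries that form the denominator here, and a gene count also holds the rest of the transcript. In the co-IP of the Δ*pnp* strain against that of the wild-type, 12 of the 101 genes were called higher and 3 lower, with a median of 0.36. There the set was shifted upwards, with an adjusted p of 0.0063 from limma's camera and of 0.021 from fry. For co-IP over input in the Δ*pnp* strain, both tests gave a downward direction, with an adjusted p of 0.096 from camera and of 0.065 from fry. With DESeq2's size factors the latter was 0.043.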

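The genes of fragments were divided by the overlap recorded in Table S4 between each fragment and the sequences obtained by RIL-seq, a method that ligates and sequences pairs of RNAs bound to the same Hfq. A direct overlap was listed for the fragments of 23 genes, an indirect one, elsewhere in the transcript, for 35 genes, and none for 43 genes. The median log2 fold change of co-IP over input in the Δ*pnp* strain was 1.34 for genes with a direct overlap, which is 2.52-fold, -0.64 for those with an indirect overlap and -0.68 for those with none. The difference of 2.01 between the genes with a direct overlap and all others had p = 3e-05 (two-sided permutation test of the medians, 100000 resamples across genes, which are not independent replicates). Because RIL-seq itself selects RNA bound to Hfq, a difference in this direction can follow from how the classes were made. The classes were not compared in the wild-type, so the difference is not tied to the deletion. Some genes with a direct overlap, such as *cfa* and *ompX*, have a fragment outside the counted interval. The paper's reported value for a direct overlap, 4.3-fold, is of the coverage of the fragments and not of whole genes. The quartiles were -0.53 and 1.55 for a direct overlap, -1.37 and 0.52 for an indirect overlap and -1.68 and 0.23 for none. Of the 23 genes with a direct overlap, 6 were called higher and 2 lower in the co-IP, against 3 higher and 7 lower of the 35 genes with an indirect overlap and 3 higher and 12 lower of the 43 without. With library totals alone, which raised all 3 medians, to 2.40, 0.42 and 0.40, the difference was 2.00.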

**Figure 2.**
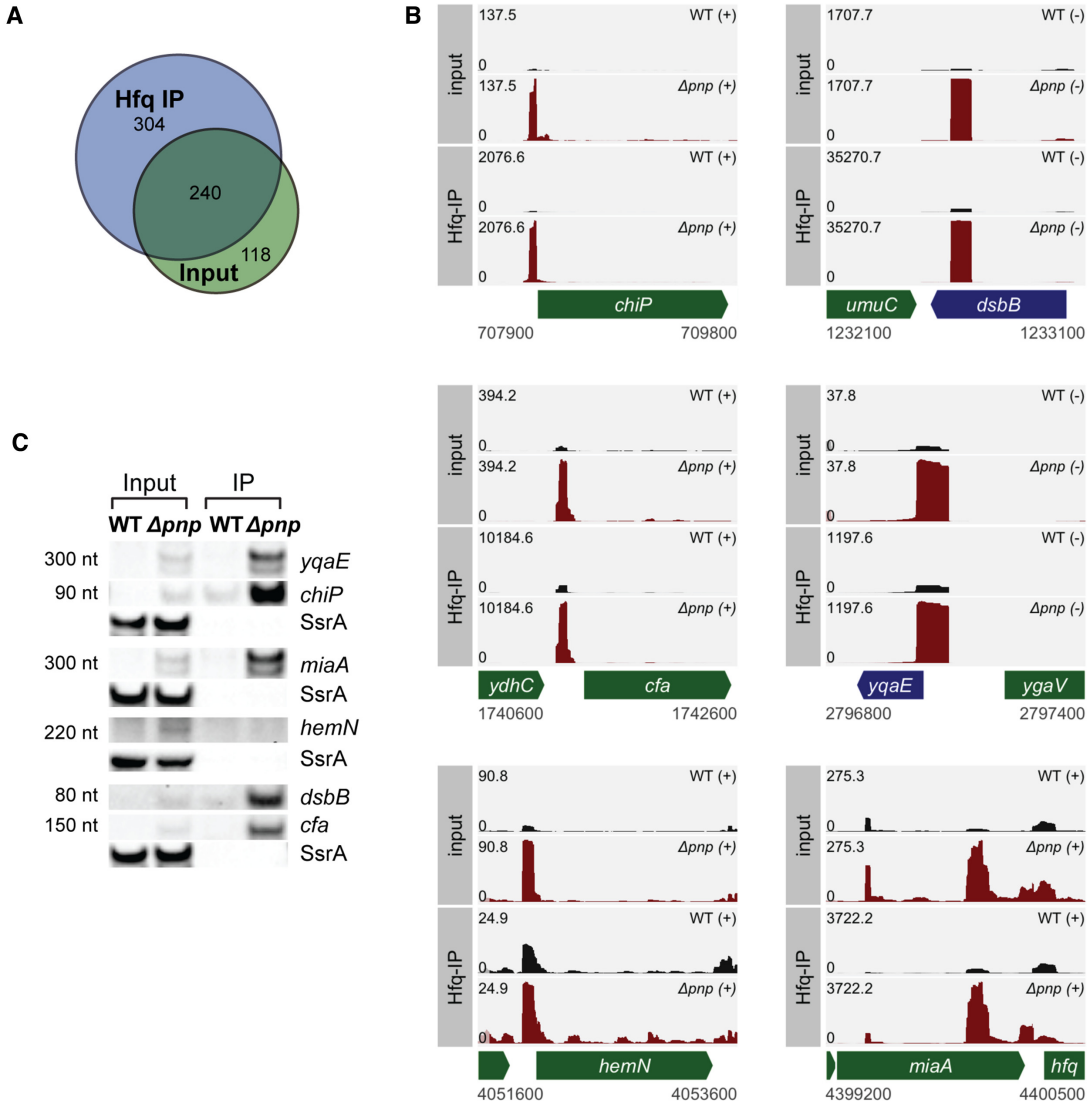
mRNA-derived fragments that accumulate in the absence of PNPase interact with Hfq. (**A**) A Venn diagram indicating the number of common and uniquely identified differentially regulated genes between the Hfq input and co-IP data sets. Numbers represent genes identified by DESeq2 as significantly differentially expressed with a log_2_ fold-change in expression of at least 1.5 when comparing the WT (KR10000) and Δ*pnp* (NRD999) strains. (**B**) RNA-seq read coverage of short RNA library preparations of input RNA and RNA co-immunoprecipitated with Hfq for the WT (KR10000; black) and Δ*pnp* (NRD999; red) strains for the same regions shown in Figure 1B. Coverage represents depth per million paired-end fragments and was averaged between two normalized replicates. (**C**) Input and Hfq co-immunoprecipitation fractions probed by northern blot for the presence of the RNA fragments shown in B in the wild-type (KR10000) and Δ*pnp* (NRD999) strains. SsrA served as a loading control. An expanded view of the northern blots is shown in Supplementary Figure S2.

Next, we repeated the Hfq co-IPs and tested for the presence of *yqaE* RBS, *chiP* RBS, *miaA* 3′ UTR, *hemN* 5′ UTR, *dsbB* CDS and *cfa* 5′ UTR fragments by northern blot. As shown in Figure 2C, all of the RNA fragments except *hemN* were detected by northern blot in both the total RNA and Hfq co-IP fractions of the Δ*pnp* strain. Altogether, these results indicate that many of the mRNA-derived fragments up-regulated in a Δ*pnp* strain are derived from mRNAs targeted by sRNAs and bind Hfq.

### The enzymatic activity of PNPase is required for the degradation of these Hfq-binding mRNA-derived fragments and stabilization of Hfq-dependent sRNAs

mRNA-derived fragments that showed increased abundance in the Δ*pnp* strain compared to the *pnp^+^* parental strain could be substrates degraded by PNPase or could be indirectly impacted by this protein. We postulated that if these mRNA-derived fragments are substrates of PNPase, then the 3′-to-5′ exoribonuclease activity of PNPase should be required for their decay and PNPase should interact with these mRNA-derived fragments. To specifically assess if the 3′-to-5′ exoribonuclease activity of PNPase plays a role in the degradation of these fragments, a plasmid expressing a 3x-FLAG-tagged form of either wild-type PNPase or a derived S438A catalytic mutant under control of an IPTG-inducible promoter was transformed into the Δ*pnp* background. Expression of wild-type PNPase and the derived catalytic mutant from the plasmid was optimized so that these proteins were expressed at levels comparable to PNPase expressed from its native chromosomal locus (Supplementary Figure S3A,B). As shown in Figure 3A, all five of the mRNA fragments examined (*yqaE* RBS, *miaA* 3′ UTR, *hemN* 5′ UTR, *dsbB* CDS, and *cfa* 5′ UTR) were generated in the presence of the PNPase catalytic mutant but not the wild-type protein indicating that catalytic activity of PNPase is required for the degradation of these RNAs. Next, we tested if these fragments interact with PNPase *in vivo* by assessing their ability to co-IP with the wild-type PNPase and the S438A catalytic mutant. Northern blots confirmed that the PNPase catalytic mutant pulled down each of these fragments (Figure 3B). However, none of the five mRNA fragments examined co-immunoprecipitated with wild-type PNPase. Overall these results suggest that the small mRNA-derived fragments up-regulated in the Δ*pnp* strain are substrates normally degraded by PNPase.

**Figure 3.**
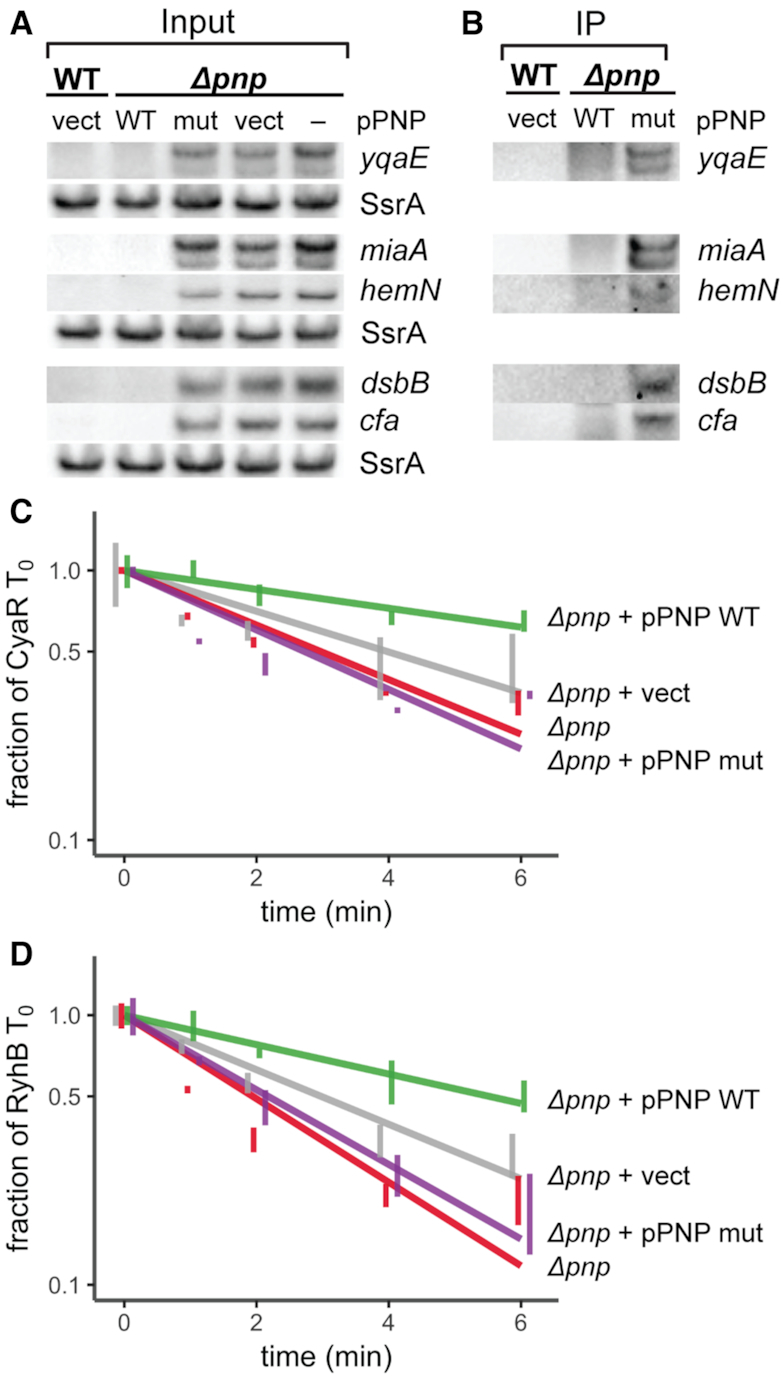
The active site of PNPase is required for decay of mRNA-derived fragments and for stabilization of sRNAs, but not for RNA binding. (**A**) Steady-state expression of RNA fragments in a WT (KR10000) strain containing the vector control (pTC396; WT vect) or in a Δ*pnp* strain (NRD999; Δ*pnp* –) containing pPNP expressing the PNPase-3x FLAG wild-type (pTC352; Δ*pnp* WT), a derived S438A catalytic mutant (pTC354; Δ*pnp* mut), or the vector control (pTC396; Δ*pnp* vect). Cultures were subjected to dipyridyl treatment for 15 min immediately prior to collection of samples at OD_600_ of 1.0. Samples were prepared for PNPase-3xFLAG pulldowns then total RNA was isolated from a small fraction of each sample as input RNA and probed the presence of the indicated RNA fragments. SsrA served as a loading control, with 4 μg total RNA loaded per lane. (**B**) Immunoprecipitations were subsequently performed using anti-FLAG antibody. RNA isolated from PNPase-3xFLAG pulldown fractions was probed for the presence of RNA fragments. Each lane contains RNA collected from an equal number of cells. (C, D) Stability curves of CyaR (**C**) and RyhB (**D**) with a *pnp* deletion strain or derived strains harboring an empty P*_lac_* based expression vector (pTC396; vect), a plasmid expressing PNPase (pTC352; WT), or a plasmid expressing the PNPase S438A mutant (pTC354; mut). Strains were inoculated in culture media containing 100 μM IPTG to induce expression of PNPase. Expression of each sRNA was induced in exponential phase cultures for 15 min by addition of dipyridyl. Total RNA was collected at 0, 1, 2, 4 and 6 min after addition of rifampicin to inhibit further transcription, and sRNA levels were assessed by northern blot. Lines indicate best-fit exponential decay curves of three replicates, and error bars indicate the standard error of each time point. SsrA served as a loading control. For C and D, the Δ*rph* Δ*pnp* strain TC292 carrying *cyaR* under the control of the *ryhB* promoter and the *rph-1* Δ*pnp* strain NRD1139 carrying *ryhB* under its native promoter were used. Expanded views and representative northern blots are shown in Supplementary Figure S3.

Previously, we found that multiple sRNAs are destabilized in a *pnp* deletion strain (8,31,32). Since many of the mRNA fragments identified above as up-regulated in the Δ*pnp* strain have sRNA pairing sites (Figure 1C), bind Hfq (Figure 2, Supplementary Figure S2), and are putative PNPase substrates, we hypothesized that the accumulation of these fragments in the absence of PNPase catalytic activity might result in increased degradation of sRNAs that pair with them. Thus, to determine if PNPase catalytic activity is important for sRNA stability, we assessed the decay of the sRNAs CyaR and RyhB by RNA stability assays in Δ*pnp* strains carrying plasmids expressing either wild-type PNPase-3xFLAG or a derived catalytically-inactive PNPase S438A mutant. As shown in Figure 3C and D, both sRNAs were stabilized by expression of the wild-type PNPase. In contrast, expression of the catalytically inactive mutant in the Δ*pnp* background did not restore sRNA stability. Together, these results indicate that catalytic activity of PNPase is the primary factor stabilizing these sRNAs.

### The role of Hfq in sRNA decay in the absence of PNPase

Protection of sRNAs by PNPase is limited to Hfq-dependent sRNAs (29–32,42,43) suggesting a role for Hfq in the destabilization of sRNAs in the absence of PNPase. Hfq is a canonical RNA chaperone that facilitates sRNA–mRNA target annealing (11,44,45). Two major classes of Hfq-dependent sRNAs have been described (21,23). Class I sRNAs, including RyhB and GcvB, interact with the proximal and rim surfaces of Hfq, and their mRNA targets bind the distal region. Conversely, Class II sRNAs, such as CyaR and MgrR, bind the proximal and distal regions of Hfq, and their cognate mRNAs interact with positively charged patches along the rim (21,23). We hypothesized that transcripts accumulating in the Δ*pnp* strain bind Hfq, which facilitates annealing to their cognate sRNAs resulting in sRNA decay. To test this hypothesis, we examined the effects of substituting a key residue of Hfq on the distal face or rim critical for the binding of Class I and Class II mRNA targets, respectively, on the stability of Class I and Class II sRNAs. Specifically, we predicted that introduction of a mutation in *hfq* resulting in the Y25D (*hfqY25D*) or R17A (*hfqR17A*) substitution into a Δ*pnp* strain would suppress the stability defect of Class I or Class II sRNAs, respectively. We first examined steady-state levels of seven sRNAs at early and late exponential phase (Figure 4, Supplementary Figure S4). In the *pnp*^+^ background, we observed that levels were highest for the Class I sRNAs RyhB, GcvB and ArcZ in the *hfqY25D* strain, whereas levels of the Class II sRNAs MgrR, CyaR, McaS and ChiX were highest in the *hfqR17A* strain. As expected, steady state levels were lower in Δ*pnp* relative to WT for the majority of sRNAs tested, except for GcvB at an OD_600_ of 1.0. Introduction of the *hfqY25D* allele into the Δ*pnp* strain completely suppressed the defect in expression of the Class I sRNA RyhB in the Δ*pnp* strain background during late exponential growth, but not during early exponential phase; however, for the other Class I sRNAs (GcvB and ArcZ), the *hfqY25D* allele was not able to eliminate the negative impact of the *pnp* deletion on steady state levels (Figure 4A-D, Supplementary Figure S4A and B). Conversely for Class II sRNAs, which interact with the distal face of Hfq, steady state levels in the Δ*pnp hfqY25D* strain were similar to or lower than those in Δ*pnp* alone (Figure 4E–H, Supplementary Figure S4C–F). However, introduction of the *hfqR17A* allele into the Δ*pnp* strain suppressed the defect in MgrR, McaS and ChiX levels in the Δ*pnp* background strain during late exponential phase, but not early exponential phase. For the remaining Class II sRNA, CyaR, the *hfqR17A* allele was not able to completely suppress the negative impact of the *pnp* deletion. As expected, steady state levels for all four sRNAs tested at an OD_600_ of 1.0 (Figure 4B, D, F, H) were decreased in a proximal face mutant (*hfqQ8A*) compared to WT and were not rescued in the *pnp* deletion strain (Δ*pnp hfqQ8A*); the Q8A substitution disrupts binding of both Class I and Class II sRNAs to Hfq.

**Figure 4.**
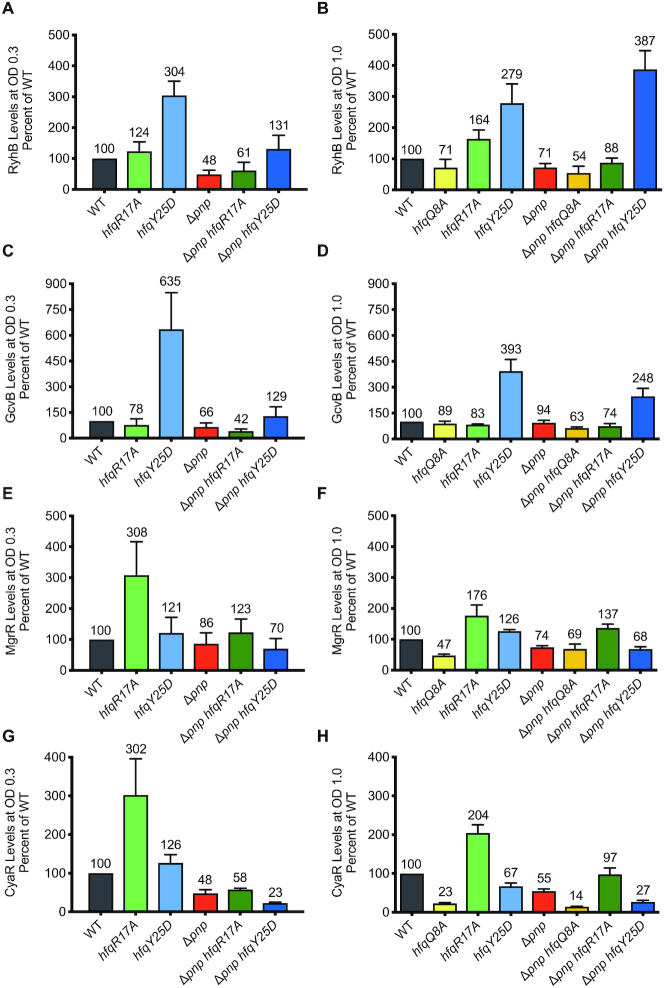
Substitutions in Hfq that block pairing of sRNAs with target mRNAs suppress the defect in sRNA levels that occurs in a Δ*pnp* strain. Overnight cultures of strain NRD1138 (WT *rph-1*) and derived strains carrying the *pnp* deletion (Δ*pnp*, DS070) and harboring mutations resulting in a substitution in a residue in the rim (R17A), distal face (Y25D), or proximal face (Q8A) of Hfq (*hfqR17A*, DS060; *hfqY25D*, NRD1410; *hfqQ8A*, DS058; Δ*pnp hfqR17A*, NRD1474; Δ*pnp hfqY25D*, NRD1478; Δ*pnp hfqQ8A*, NRD1473) were diluted into fresh LB medium and grown to early exponential phase (OD_600_ of 0.3) or late exponential phase (OD_600_ of 1.0). For early exponential phase cultures, RyhB and CyaR sRNAs were induced by the addition of 2,2′-dipyridyl or cAMP, respectively. Total RNA was extracted from cultures 15 min after induction and sRNA levels were examined by northern blot probing for RyhB (**A**), GcvB (**C**), MgrR (**E**), or CyaR (**G**) as described in Materials and Methods. For cultures grown to late exponential phase, total RNA was immediately extracted as described above from cultures for each strain after it reached an OD_600_ of 1.0. RyhB (**B**), GcvB (**D**), MgrR (**F**) and CyaR (**H**) were measured by northern blot analysis. sRNA levels were normalized to the control RNA SsrA, the level of each sRNA in WT was set to 100%, and sRNA levels were scaled relative to WT. The results presented in the bar graph represent the mean of three independent experiments and the error bars represent the standard error of the mean.

While the steady state levels of sRNAs are informative, these results can be difficult to interpret as expression reflects both rates of synthesis and decay, and in many cases, mRNAs encoding the transcription factors governing the synthesis of sRNAs are themselves targets of sRNA-mediated gene regulation. Thus, we next employed half-life experiments to specifically measure the impact of the *hfqY25D* and *hfqR17A* alleles and the *pnp* deletion on the turnover rates of Class I and Class II sRNAs. At an OD_600_ of 0.3, the half-lives of RyhB and GcvB increased from 3.1 and 4.1 min in the Δ*pnp* strain to 13.5 and 8.7 min in *hfqY25D* Δ*pnp* strain, respectively (Figure 5A–D, Table 1), which is comparable to their half-lives in the *hfqY25D* strain (14.2 and 7.0 min) indicating that the Y25D substitution in Hfq can overcome the negative impact on stability caused by absence of PNPase. For Class II sRNAs such as MgrR and CyaR, instability in Δ*pnp* could not be completely suppressed by introduction of *hfqR17A* (Figure 5E–H, Table 1). Due to the lack of complete suppression for these two Class II sRNAs, we also measured MgrR and CyaR half-lives at an OD_600_ of 1.0, and found similar results (Supplementary Figure S5G–J, Table 1). Finally, MgrR and CyaR stabilities were lower in strains harboring the *hfqY25D* allele, presumably due to the importance of the distal face for Class II sRNA binding (Figure 5E–H, Supplementary Figure S5G-J, Table 1). The remaining sRNAs examined (McaS, ChiX and ArcZ) were not unstable in the Δ*pnp* background strain at early or late exponential phase (Supplementary Figure S5 and data not shown), and therefore Hfq-mediated suppression could not be assessed. Thus, for some sRNAs such as RyhB and GcvB, preventing target binding to Hfq may block rapid degradation that would otherwise occur in the absence of PNPase. For other sRNAs such as CyaR, other RNA chaperones such as ProQ, which has been previously shown to bind this and other Hfq-binding sRNAs (46), may be partially redundant with Hfq; thus, preventing target binding to Hfq is not sufficient to impede the increased rate of turnover of these sRNAs in the absence of PNPase.

**Figure 5.**
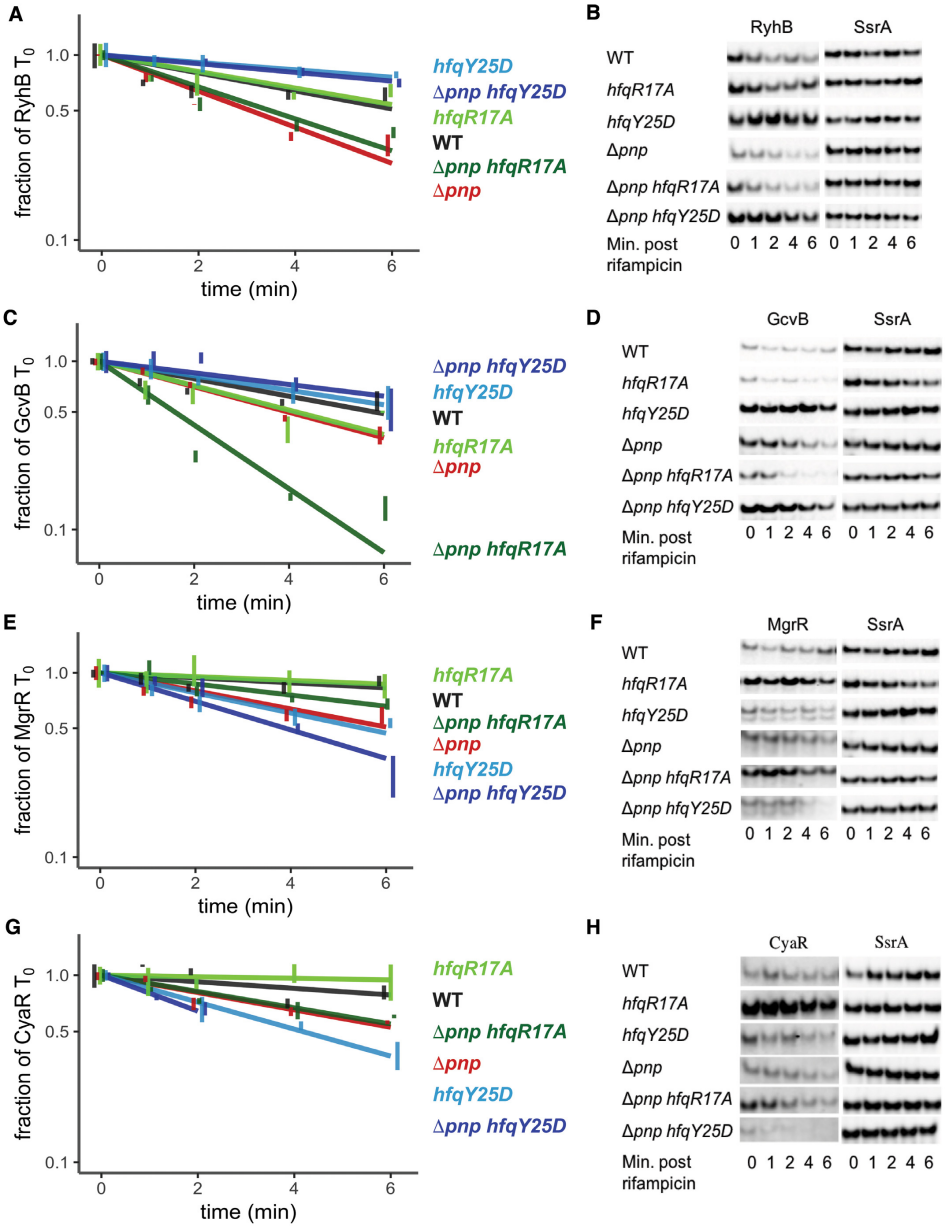
Substitutions in Hfq residues critical for binding mRNA targets suppress the stability defect of sRNAs in a Δ*pnp* strain. Overnight cultures of strain NRD1138 (WT *rph-1*) and derived strains carrying the *pnp* deletion (Δ*pnp*, DS070) and harboring mutations resulting in a substitution in a residue in the rim (R17A) or distal face (Y25D) of Hfq (*hfqR17A*, DS060; *hfqY25D*, NRD1410; Δ*pnp hfqR17A*, NRD1474; Δ*pnp hfqY25D*, NRD1478) were diluted into fresh LB medium and grown to early exponential phase (OD_600_ of 0.3). RyhB and CyaR sRNAs were induced for 15 min by the addition of 2,2′-dipyridyl or cAMP, respectively. Subsequently, rifampicin RNA stability time courses were performed as described for Figure 3. sRNA levels were examined by northern blot probing for RyhB (**A, B**), GcvB (**C, D**), MgrR (**E, F**), or CyaR (**G, H**), with representative blots shown. GcvB and MgrR levels were measured by northern blot analysis using RNA samples from the RyhB induction experiment described above. CyaR levels for the Δ*pnp hfqY25D* strain were too low at the 4 and 6 min time points to accurately measure. sRNA levels were normalized to the control RNA SsrA. The results presented in the graphs represent the mean of three independent experiments, and the error bars represent the standard error of the mean.

**Table 1.** Half-life measurements^a^

sRNA	Strain name	Avg. half-life^a^ (min) ± SE^Low^	Figure reference
CyaR OD_600_ of 0.3	Δ*pnp* + pPNPase WT	8.2 ± 1.6	Figure 3
	Δ*pnp* + pVector	5.1 ± 1.4	
	Δ*pnp*	3.4 ± 0.3	
	Δ*pnp* + pPNPase mut	3.5 ± 0.5	
RyhB OD_600_ of 0.3	Δ*pnp* + pPNPase WT	5.6 ± 0.9	Figure 3
	Δ*pnp* + pVector	3.2 ± 0.3	
	Δ*pnp*	2.3 ± 0.3	
	Δ*pnp* + pPNPase mut	2.3 ± 0.3	
RyhB OD_600_ of 0.3	WT	6.2 ± 0.9	Figure 5
	*hfqR17A*	6.5 ± 0.9	
	*hfqY25D*	14.2 ± 2.8	
	Δ*pnp*	3.1 ± 0.2	
	*hfqR17A* Δ*pnp*	3.5 ± 0.3	
	*hfqY25D* Δ*pnp*	13.5 ± 1.1	
GcvB OD_600_ of 0.3	WT	5.8 ± 0.7	Figure 5
	*hfqR17A*	4.2 ± 0.5	
	*hfqY25D*	7.0 ± 1.1	
	Δ*pnp*	4.1 ± 0.2	
	*hfqR17A* Δ*pnp*	1.6 ± 0.1	
	*hfqY25D* Δ*pnp*	8.7 ± 1.9	
MgrR OD_600_ of 0.3	WT	>20	Figure 5
	*hfqR17A*	>20	
	*hfqY25D*	5.5 ± 0.6	
	Δ*pnp*	6.1 ± 0.7	
	*hfqR17A* Δ*pnp*	9.9 ± 1.4	
	*hfqY25D* Δ*pnp*	3.9 ± 0.4	
CyaR OD_600_ of 0.3	WT	17.1 ± 4.4	Figure 5
	*hfqR17A*	>20	
	*hfqY25D*	4.2 ± 0.3	
	Δ*pnp*	6.7 ± 0.5	
	*hfqR17A* Δ*pnp*	6.9 ± 0.6	
	*hfqY25D* Δ*pnp*	3.1 ± 0.3	
ArcZ OD_600_ of 0.3	WT	>20	Supplementary Figure S5
	*hfqR17A*	>20	
	*hfqY25D*	>20	
	Δ*pnp*	17.6 ± 3.5	
	*hfqR17A* Δ*pnp*	10.7 ± 2.3	
	*hfqY25D* Δ*pnp*	>20	
McaS OD_600_ of 0.3	WT	>20	Supplementary Figure S5
	*hfqR17A*	>20	
	*hfqY25D*	10.8 ± 2.3	
	Δ*pnp*	>20	
	*hfqR17A* Δ*pnp*	>20	
	*hfqY25D* Δ*pnp*	>20	
ChiX OD_600_ of 0.3	WT	>20	Supplementary Figure S5
	*hfqR17A*	9.6 ± 2.0	
	*hfqY25D*	7.8 ± 1.2	
	Δ*pnp*	>20	
	*hfqR17A* Δ*pnp*	>20	
	*hfqY25D* Δ*pnp*	>20	
MgrR OD_600_ of 1.0	WT	17.9 ± 5.8	Supplementary Figure S5
	*hfqR17A*	>20	
	*hfqY25D*	8.9 ± 2.0	
	Δ*pnp*	14.4 ± 4.0	
	*hfqR17A* Δ*pnp*	>20	
	*hfqY25D* Δ*pnp*	7.5 ± 1.2	
CyaR OD_600_ of 1.0	WT	13.6 ± 4.0	Supplementary Figure S5
	*hfqR17A*	>20	
	*hfqY25D*	4.1 ± 0.4	
	Δ*pnp*	8.6 ± 1.9	
	*hfqR17A* Δ*pnp*	9.2 ± 1.6	
	*hfqY25D* Δ*pnp*	3.4 ± 0.4	
MgrR OD_600_ of 0.3	WT	>45	Figure 6^b^
	*mgrRmut*	>45	
	Δ*pnp*	23 ± 4.6	
	Δ*pnp mgrRmut*	27.6 ± 7.0	
RyhB OD_600_ of 0.3	WT	14.7 ± 2.5	Supplementary Figure S6
	*ryhBmut*	>20	
	*ryhBmut2*	16.4 ± 2.6	
	*ryhBdblmut*	>20	
	Δ*pnp*	3.7 ± 0.3	
	Δ*pnp ryhBmut*	2.9 ± 0.4	
	Δ*pnp ryhBmut2*	4.9 ± 1.0	
	Δ*pnp ryhBdblmut*	3.3 ± 0.4	
CyaR OD_600_ of 0.3	WT	>20	Figure 7
	*cyaRmut*	12.4 ± 3.0	
	Δ*pnp*	2.2 ± 0.3	
	Δ*pnp cyaRmut*	10.2 ± 2.1	

^a^Half-lives were determined as described in Materials and Methods. Each half-life measurement represents the average of at least three independent experiments, and ± standard error (SE) was calculated using the lower SE value.

^b^15 min time course. All other time course experiments last 6 min.

### sRNA–mRNA pairing drives sRNA decay in the absence of PNPase

To further test our hypothesis that accelerated decay of Hfq-binding sRNAs in the absence of PNPase is driven by pairing with mRNA-derived fragments, we tested how sRNA stability was affected in *pnp*^+^ and Δ*pnp* strains upon introduction of mutations within sRNAs that disrupt pairing with target mRNAs. First, we mutated two nucleotides in *ryhB* in the *pnp^+^* and Δ*pnp* strains that we previously demonstrated disrupt pairing with at least some targets of RyhB (47). We found that a RyhB mutant containing this single GC inversion (RyhBmut, Supplementary Figure S6A) within a known seed region for several targets was just as unstable as the wild-type RyhB in the Δ*pnp* strain (Supplementary Figure S6B, C). However, it is possible that the targets driving RyhB decay in the absence of PNPase do not pair with RyhB at this site, so we tested whether an additional GC inversion or the two combined GC inversions impacted RyhB stability in the Δ*pnp* strain (RyhBmut2 and RyhBdblmut, Supplementary Figure S6A). This second GC inversion is located within a motif enriched among RyhB targets (48). Both RyhB mutants were stable in the *pnp*^+^ background, but only RyhBmut2 yielded a slightly higher half-life (4.9 min) compared to RyhB (3.7 min) in the Δ*pnp* strain background (Supplementary Figure S6B–E). The inability of RyhBmut2 and RyhBdblmut to fully suppress RyhB stability in Δ*pnp* may indicate that the transcripts contributing to the accelerated decay of RyhB in Δ*pnp* bind outside these sites.

Since RyhB has greater than one hundred known targets, we therefore sought to mutate other sRNAs with fewer validated targets such as MgrR and CyaR. Four nucleotides in *mgrR* residing in the seed region of known targets (49) were replaced with the corresponding complementary bases to generate MgrRmut (Figure 6A, Table 1). The half-life was then measured over the course of 15 min following inhibition of transcription initiation. MgrR and MgrRmut levels were stable over the time course in a *pnp*^+^ strain (>45 min). MgrR showed a decrease in stability in the *pnp* deletion strain (half-life of 23 min); however, the four nucleotide substitution in the seed region of MgrR led to a modest increase in the MgrR half-life (27.6 min) in the *pnp* deletion background (Δ*pnp mgrRmut*), which may indicate a partial suppression of the *pnp* deletion phenotype.

**Figure 6.**
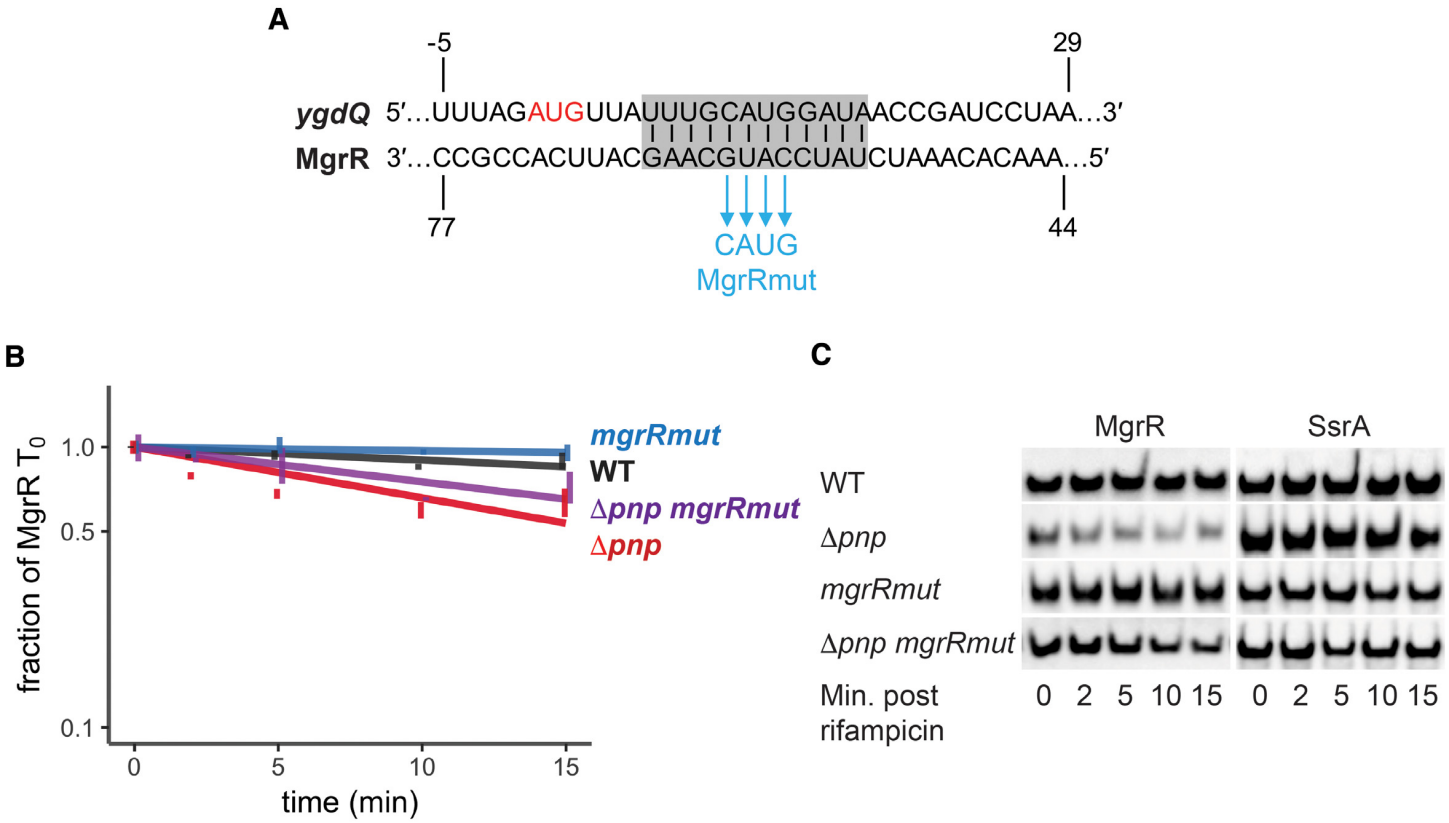
MgrR target-pairing mutations partially reduce its decay that occurs in the absence of PNPase. (**A**) Illustration showing complementarity between MgrR and *ygdQ* (highlighted in grey) and four nucleotide changes (blue) that were introduced into *mgrR* (*MgrRmut*). The start codon of *ygdQ* is depicted in red. (**B**) Stability curves of the MgrR mutant in WT and Δ*pnp* backgrounds. Overnight cultures of strain NRD1138 (WT *rph-1*) and derived strains carrying the *pnp* deletion (Δ*pnp*, NRD1139) and harboring mutations in *mgrR* (*mgrRmut*, NRD1599; Δ*pnp mgrRmut*, NRD1601) were diluted into fresh LB medium and grown to early exponential phase (OD_600_ of 0.3). Rifampicin RNA stability time courses were performed over 15 min and MgrR was examined by northern blot as described in the Materials and Methods using the probe MgrR2. MgrR levels were normalized to the control RNA SsrA and graphed as a fraction of initial MgrR level (*T*_0_). Results represent the mean of three independent experiments and the error bars represent the standard error of the mean. (**C**) Representative blots for MgrR and SsrA.

Next we examined whether sRNA–mRNA target pairing accelerates CyaR turnover in the absence of PNPase. Target-pairing mutations were introduced into the native *cyaR* genomic locus by replacing four nucleotides within the first hairpin loop of CyaR previously identified as a pairing region for several CyaR targets (50) with the corresponding complementary bases (Figure 7A). We compared the expression of CyaRmut to wild-type CyaR in *a pnp^+^* strain in the presence or absence of exogenous addition of its inducer cAMP, which binds to CRP and consequently promotes transcription of this sRNA. CyaRmut expression was 47% and 70% of wild-type CyaR levels under non-inducing and inducing conditions, respectively (Supplementary Figure S7A, Figure 7B). In contrast with the wild-type CyaR, expression of the CyaR mutant did not lead to decreased levels of *ompX* (Figure 7B, Supplementary Figure S7A) indicating that the mutation was successful in disrupting pairing with a known CyaR target mRNA. The stability of the CyaR pairing mutant was next compared to the wild-type CyaR in the presence and absence of PNPase. Remarkably, disruption of target pairing nearly completely suppressed CyaR instability in the absence of PNPase (Figure 7C). This result is consistent with a model in which PNPase stabilizes sRNAs and promotes sRNA-mediated gene regulation by helping to degrade RNAs that would otherwise lead to non-productive base-pairing with sRNAs.

**Figure 7.**
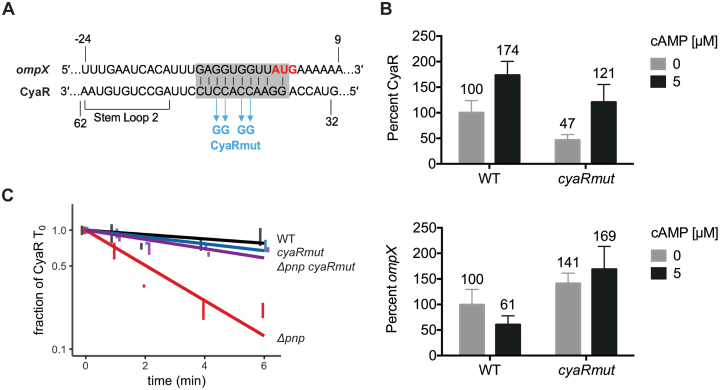
CyaR target-pairing drives its decay in the absence of PNPase. (**A**) The indicated point mutations were introduced into CyaR to generate CyaR mut. The CyaR-*ompX* pairing region is highlighted by the grey box. (**B**) Comparison of the levels of CyaR (top) and *ompX* (bottom) after induction of CyaR in a strain carrying CyaR wild-type (WT *rph-1*, NRD1138) or a derived strain carrying the CyaR pairing mutation (*cyaRmut*, TC468). Total RNA was collected from cultures 15 min after addition of 0 or 5 mM cyclic AMP (cAMP) and assessed by northern blot. Error bars indicate mean and standard error of three replicates. (**C**) Stability curves of the CyaR wild-type with native *pnp* (WT *rph-1*, NRD1138) and derived strains carrying Δ*pnp* (NRD1139) or the CyaR pairing mutant with native *pnp* (TC468) or Δ*pnp* (TC476). Expression of CyaR was induced by addition of cAMP for 15 min, followed by addition of rifampicin and collection of total RNA at the indicated time points as described for Figure 3. Lines indicate best-fit exponential decay curves of three replicates, and error bars indicate the mean and standard error of each time point. Representative northern blots for B and C are shown in Supplementary Figure S7.

## DISCUSSION

We previously reported that the highly conserved 3′-to-5′ exoribonuclease PNPase can paradoxically act to stabilize and promote the function of many Hfq-binding sRNAs (29,31,32). Moreover, we (31,32) and others (30) have shown that PNPase does not degrade Hfq-bound sRNAs but can degrade the unbound sRNAs. Additionally, PNPase forms a ternary construct with Hfq *in vitro* that can be mediated by sRNAs (51). However, the precise mechanism by which PNPase promotes sRNA stability has remained unresolved. Here, we used a combination of high throughput RNA-sequencing, co-immunoprecipitation experiments with Hfq and PNPase, and RNA half-life experiments with Hfq and sRNA mutants to further refine our understanding of the substrate specificity of this exoribonuclease and the mechanism by which it stabilizes some Hfq-bound sRNAs.

### PNPase is required for the degradation of specific mRNA-derived fragments

Although PNPase was discovered more than six decades ago, there has been a paucity of work published on the substrate specificity of this enzyme. In vitro studies primarily using artificial RNAs or fragments of natural substrates demonstrated that PNPase is a processive 3′-to-5′ exoribonuclease, which can rapidly degrade through single-stranded RNA sequences or double-stranded RNA sequences as long as a single-stranded sequence of 7–9 nt is present at the 3′ end to facilitate initial loading of this RNase onto its substrate (52,53). Once bound to an RNA substrate, PNPase can degrade through double-stranded sequences at a rate of 121 nt/s (54). Additional *in vitro* studies using artificial RNA substrates revealed that PNPase is inhibited by very stable GC-rich stem-loop structures. *In vivo* studies have focused on the activity of PNPase on particular substrates such as rRNAs (55,56) or tRNAs (57–59), but the knowledge gained from these studies is more informative about the steps in the processing of these transcripts rather than the specificity of this enzyme.

We sought to garner more details about the specificity of this enzyme by comparing the transcript profiles of a wild-type and Δ*pnp* strain via short RNA-seq and mRNA-seq. Using a short RNA-seq based approach, we found 106 distinct RNA fragments that significantly accumulated in the absence of PNPase (Figure 1C) suggesting that PNPase is the only one of the seven exoribonucleases (RNase T, RNase R, RNase II, RNase D, RNase PH, oligoribonuclease and PNPase) in *E. coli* that can efficiently degrade these RNA snippets. Examination of six transcripts (*yqaE, dsbB, chiP, miaA, hemN* and *cfa*) that were identified by short RNA-seq as up-regulated in the Δ*pnp* strain compared to the wild-type strain revealed a significant increase in the corresponding RNA fragments in the Δ*pnp* strain by northern blot analysis (Figure 1) but very little difference in the levels of the full-length mRNA (Supplementary Figure S1). Consistent with the idea that PNPase uniquely contributes to the decay of particular mRNA-derived fragments without impacting the levels of full-length mRNAs, just one of the 106 fragments was associated with any gene detected in the mRNA-seq analysis as significantly differentially expressed in the Δ*pnp* strain as compared to its *pnp^+^* parent strain.

The mRNA-derived fragments significantly up-regulated in the Δ*pnp* strain relative to the wild-type strain could be substrates that are only efficiently degraded by PNPase; alternatively, the levels of these RNAs may be indirectly affected by loss of PNPase. To differentiate between these possibilities, we assessed whether the active site residues of PNPase were required for decay of these mRNA-derived fragments and tested the ability of PNPase to bind these RNAs. Interestingly, all five RNA fragments that we tested (*yqaE* 5′ UTR, *miaA* CDS, *hemN* 5′ UTR, *dsbB* CDS and *cfa* 5′ UTR) accumulated in an *E. coli* strain expressing the active site mutant form of PNPase (Figure 3A) and co-immunoprecipitated with this enzymatically inactive mutant protein (Figure 3B) consistent with these RNA fragments being substrates degraded by PNPase. An interesting feature found in many of these RNA fragments is that they are highly structured (Supplementary Figure S8).

### Molecular mechanism of PNPase-mediated sRNA stabilization

Another common feature of many but not all of these fragments that are dependent on PNPase for decay is that that these RNAs are able to bind to Hfq (Figure 2) and are derived from mRNAs that are targets of Hfq-dependent sRNAs (Figure 1C). These results along with our findings reported previously (29,31,32) and here (Figure 5) that PNPase inhibits the decay of Hfq-dependent sRNAs indicated to us that PNPase may be stabilizing some sRNAs by degrading mRNA fragments that could pair with and drive the decay of their cognate sRNAs in an Hfq-dependent manner. In this model, the mRNA fragments would remain intact to act on additional sRNA molecules (Figure 8). This mechanism would be analogous to how the 3′ external transcribed spacer of the *glyW*-*cysT-leuZ* tRNA precursor has been reported to act on the Hfq-dependent sRNA RyhB (47,60).

**Figure 8.**
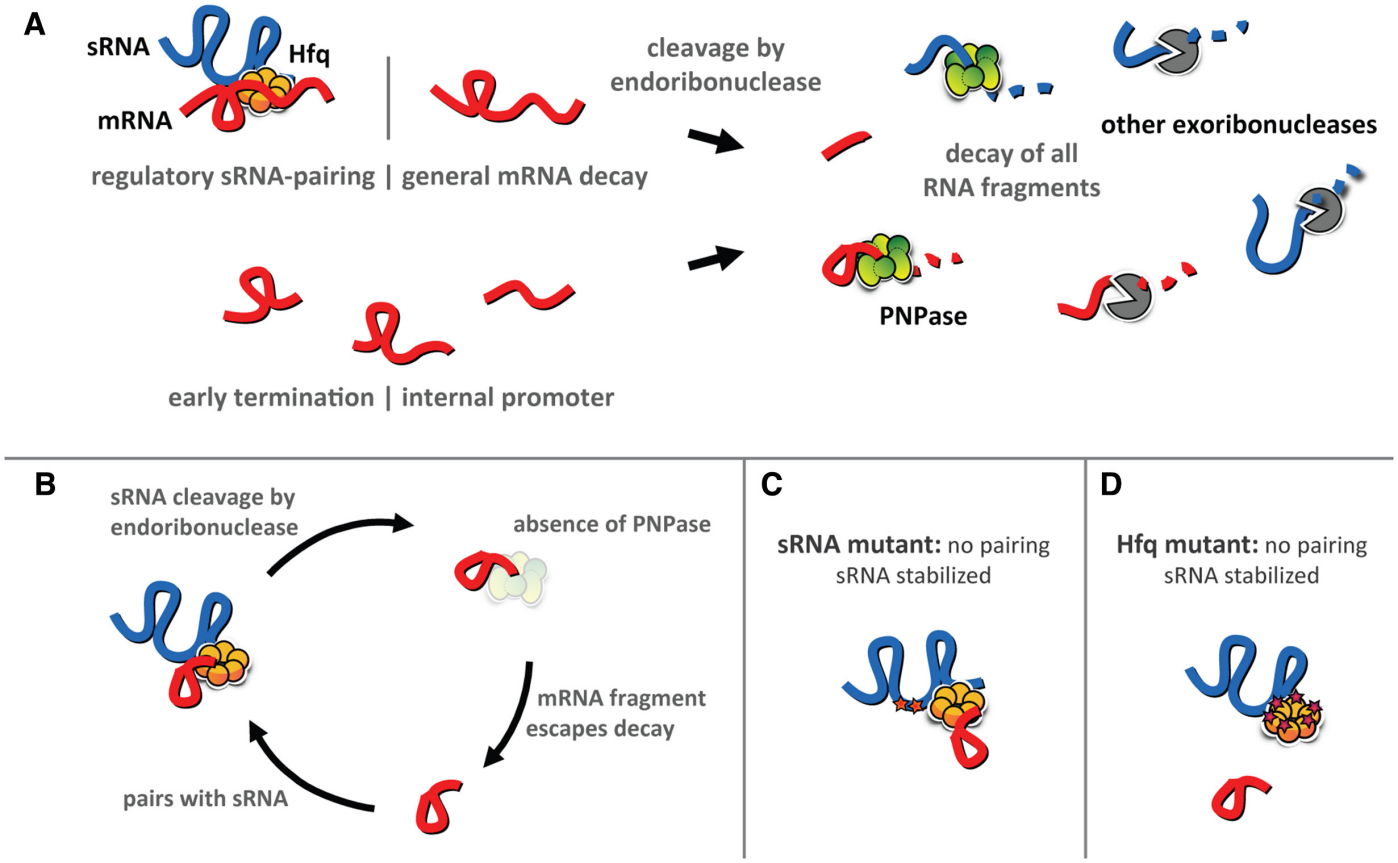
A model for the role of PNPase in sRNA-mediated gene regulation. (**A**) mRNA fragments are first produced by endoribonuclease cleavage due to regulatory sRNA pairing or general mRNA decay, or directly via early transcription termination or by internal promoters. In the presence of PNPase, mRNA fragments are completely digested. (**B**) In the absence of PNPase, some mRNA fragments escape decay by other exoribonucleases. Those that retain Hfq binding and sRNA pairing sequences may interact with sRNAs and promote their cleavage by endoribonucleases. (C, D) In the absence of PNPase, sRNA stability may be restored by disrupting sRNA–mRNA pairing, either by mutating the pairing region of the sRNA (**C**) or by mutating the corresponding mRNA-binding site of Hfq (**D**).

We predicted that if this was the mechanism by which PNPase mediated sRNA stabilization, then substitutions in Hfq of key residues in the distal face and rim would suppress the stability defect in the Δ*pnp* strain of Class I sRNAs such as RyhB and GcvB and Class II sRNAs such as MgrR and CyaR, respectively, by preventing pairing to mRNA-derived fragments. As mentioned above, Hfq has three main binding surfaces: the proximal face, distal face, and rim. Class I sRNAs bind the proximal face and rim, and Class II sRNAs bind the distal face; the cognate mRNA targets of Class I and Class II sRNAs bind the distal face and the rim, respectively (21,23). Consistent with this prediction, we found that introduction of the *hfqY25D* allele that produces an Hfq distal face mutant (Y25D) into the Δ*pnp* strain completely suppressed the stability defect of RyhB and GcvB (Figure 5A–D). Moreover, introduction of the *hfqR17A* allele encoding the Hfq rim mutant (R17A) into the Δ*pnp* strain reduced MgrR turnover, albeit not to wild-type levels (Figure 5E, F). Interestingly, CyaR stability could not be rescued in Δ*pnp hfqR17A* (Figure 5G, H) even though introduction of mutations in *cyaR* that disrupted pairing with its targets (Figure 7A, B) into the Δ*pnp* strain did restore CyaR stability to levels observed in a *pnp*^+^ strain (Figure 7C). This inability of the *hfqR17A* allele to rescue the CyaR stability defect caused by the *pnp* deletion could possibly be due to a redundant role for the RNA chaperone ProQ in facilitating CyaR annealing to mRNA-derived fragments; consistent with this speculative model, ProQ was previously shown to bind CyaR and some of its target mRNAs in *Salmonella enterica* serovar Typhimurium (46).

The mutations that we introduced into *ryhB* to disrupt pairing of RyhB with its target mRNAs did not restore its stability in the Δ*pnp* strain to WT levels (Supplementary Figure S6). One possible explanation for this result is that RyhB has additional regions that can pair with other target mRNAs (48), and more extensive mutagenesis of RyhB would be necessary to disrupt its interactions with all of its >100 distinct targets (1,41,60,61). Another possibility is that PNPase has different mechanisms of stabilizing distinct sRNAs. For example, PNPase may stabilize CyaR by degrading mRNA-derived fragments that drive its decay, but could block RyhB decay through another mechanism possibly by forming a protective ribonucleoprotein complex with this RNA and Hfq as we proposed previously (31).

What are the particular mRNA-derived fragments that could be driving the decay of CyaR and other Hfq-binding sRNAs in the absence of PNPase? 

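The RIL-seq partners that Table S4 lists for each fragment were used to count, for each sRNA, how the gene counts of its target fragments changed in the short RNA-seq input. CyaR was listed for 20 fragments, whose 20 genes had a median log2 fold change of 0.84 in the Δ*pnp* strain, 18 of them positive and 4 called higher. ArcZ had 15 fragments (14 of 15 genes positive, median 0.95, 4 called higher). RyhB had 12 fragments (11 of 11 genes tested positive, median 0.86, 1 called higher) and GcvB 10 (8 of 9 genes positive, median 0.95, 2 called higher). MgrR and MicA had 8 fragments each, with 7 of 8 genes positive, medians of 0.86 and 0.63, and 2 and 0 called higher; no single MicA target passed the thresholds, and their highest log2 fold change was 1.38. ChiX had 2 fragments, of *chiP* and *minD*, and McaS 1, of *sbmA*, at a log2 fold change of 0.64. No target gene of these sRNAs was called lower. Some genes count for several sRNAs, such as *chiP* for RyhB and ChiX, and the fragments had been chosen for their rise in these libraries.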

In our short RNA-seq data set (Supplementary Table S4), we find in the Δ*pnp* strain up-regulation of several different targets for each Hfq-binding sRNA that we have examined. Thus, we predict that there may be several distinct mRNA fragments driving the decay of Hfq and PNPase-dependent sRNAs in the absence of PNPase. Additionally, different target mRNAs may be expressed under different conditions, which would in turn affect which specific fragments are present and could impact sRNA stability. For instance, in our experiments testing steady state levels of sRNAs in the Δ*pnp* strain, introduction of the *hfqY25D* or *hfqR17A* allele yielded larger increases in steady state levels in late exponential phase cultures compared to early exponential phase (Figure 4, Supplementary Figure S4). Likewise, Dressaire *et al.* (62) found for late stationary phase cultures that the absence of PNPase resulted in global mRNA destabilization, and indeed, in stationary phase cultures (OD_600_ of 2.0) some sRNAs such as CyaR or MicA are not destabilized by the loss of PNPase (30,32); MicA is actually degraded by PNPase during stationary phase (30,32,43,63). Thus, it is possible that the majority of transcripts driving the decay of particular sRNAs in the absence of PNPase are more abundant during late exponential phase compared to early exponential phase or late stationary phase. Future studies examining the generation of these mRNA fragments under different growth conditions would help to clarify if they have a role in these differences.

Finally, it has been proposed that upon sRNA–mRNA annealing the C-terminal domain of Hfq acts to displace the sRNA–mRNAs from this chaperone (64). This postulate is based on in vitro data demonstrating that a C-terminally truncated form of Hfq has reduced displacement of model substrates upon RNA–RNA annealing as compared to full-length Hfq (64). While the C-terminal domain may participate in sRNA–mRNA displacement from Hfq, we speculate that PNPase may be responsible for removing and degrading Hfq-bound mRNA fragments following endonucleolytic cleavage by RNase E. This would be akin to the function that PNPase plays with regards to the Y-RNA, Ro auto-antigen and rRNAs in *Deinococcus radiodurans*, where the Y-RNA acts as the tether between PNPase and Ro antigen, and PNPase degrades rRNAs fed to it by Ro (65,66). Indeed, we previously demonstrated that Hfq-binding sRNAs act as a tether between Hfq and PNPase in vitro, and that PNPase is unable to degrade Hfq-bound sRNAs (31). In this model, upon sRNA–mRNA pairing, RNase E would cleave the mRNA and the sRNA and mRNA-derived fragment would be displaced from Hfq as PNPase degrades this piece of RNA. In future work, we plan on testing this model.

## DATA AVAILABILITY

Gene expression data have been deposited with NCBI Gene Expression Omnibus (GEO) under accession number GSE125368 and will be released upon publication of this manuscript.

## Supplementary Material

gkz616_Supplemental_Files Click here for additional data file.

## References

[1] MasseE., VanderpoolC.K., GottesmanS. Effect of RyhB small RNA on global iron use in *Escherichia coli*. J. Bacteriol.2005; 187:6962–6971.1619956610.1128/JB.187.20.6962-6971.2005PMC1251601

[2] GottesmanS., StorzG. Bacterial small RNA regulators: versatile roles and rapidly evolving variations. Cold Spring Harb. Perspect. Biol.2011; 3:a003798.2098044010.1101/cshperspect.a003798PMC3225950

[3] JorgensenM.G., ThomasonM.K., HavelundJ., Valentin-HansenP., StorzG. Dual function of the McaS small RNA in controlling biofilm formation. Genes Dev.2013; 27:1132–1145.2366692110.1101/gad.214734.113PMC3672647

[4] ParkerA., CureogluS., De LayN., MajdalaniN., GottesmanS. Alternative pathways for *Escherichia coli* biofilm formation revealed by sRNA overproduction. Mol. Microbiol.2017; 105:309–325.2847079810.1111/mmi.13702PMC5510166

[5] VanderpoolC.K., GottesmanS. Involvement of a novel transcriptional activator and small RNA in post-transcriptional regulation of the glucose phosphoenolpyruvate phosphotransferase system. Mol. Microbiol.2004; 54:1076–1089.1552208810.1111/j.1365-2958.2004.04348.x

[6] MasseE., SalvailH., DesnoyersG., ArguinM. Small RNAs controlling iron metabolism. Curr. Opin. Microbiol.2007; 10:140–145.1738322610.1016/j.mib.2007.03.013

[7] ThomasonM.K., FontaineF., De LayN., StorzG. A small RNA that regulates motility and biofilm formation in response to changes in nutrient availability in *Escherichia coli*. Mol. Microbiol.2012; 84:17–35.2228911810.1111/j.1365-2958.2012.07965.xPMC3312966

[8] De LayN., GottesmanS. A complex network of small non-coding RNAs regulate motility in *Escherichia coli*. Mol. Microbiol.2012; 86:524–538.2292504910.1111/j.1365-2958.2012.08209.xPMC7458410

[9] HebrardM., KrogerC., SrikumarS., ColganA., HandlerK., HintonJ.C. sRNAs and the virulence of *Salmonella enterica* serovar Typhimurium. RNA Biol.2012; 9:437–445.2254693510.4161/rna.20480PMC3384567

[10] ZhangS., LiuS., WuN., YuanY., ZhangW., ZhangY. Small Non-coding RNA RyhB mediates persistence to multiple antibiotics and stresses in uropathogenic *Escherichia coli* by reducing cellular metabolism. Front. Microbiol.2018; 9:136.2946774510.3389/fmicb.2018.00136PMC5808207

[11] MollerT., FranchT., HojrupP., KeeneD.R., BachingerH.P., BrennanR.G., Valentin-HansenP. Hfq: a bacterial Sm-like protein that mediates RNA-RNA interaction. Mol. Cell. 2002; 9:23–30.1180458310.1016/s1097-2765(01)00436-1

[12] ZhangA., WassarmanK.M., RosenowC., TjadenB.C., StorzG., GottesmanS. Global analysis of small RNA and mRNA targets of Hfq. Mol. Microbiol.2003; 50:1111–1124.1462240310.1046/j.1365-2958.2003.03734.x

[13] VogelJ., LuisiB.F. Hfq and its constellation of RNA. Nat. Rev. Microbiol.2011; 9:578–589.2176062210.1038/nrmicro2615PMC4615618

[14] ChaoY., PapenfortK., ReinhardtR., SharmaC.M., VogelJ. An atlas of Hfq-bound transcripts reveals 3′ UTRs as a genomic reservoir of regulatory small RNAs. EMBO J.2012; 31:4005–4019.2292246510.1038/emboj.2012.229PMC3474919

[15] PanjaS., WoodsonS.A. Hfq proximity and orientation controls RNA annealing. Nucleic Acids Res.2012; 40:8690–8697.2276140510.1093/nar/gks618PMC3458560

[16] SchumacherM.A., PearsonR.F., MollerT., Valentin-HansenP., BrennanR.G. Structures of the pleiotropic translational regulator Hfq and an Hfq-RNA complex: a bacterial Sm-like protein. EMBO J.2002; 21:3546–3556.1209375510.1093/emboj/cdf322PMC126077

[17] MikuleckyP.J., KawM.K., BresciaC.C., TakachJ.C., SledjeskiD.D., FeigA.L. *Escherichia coli* Hfq has distinct interaction surfaces for DsrA, rpoS and poly(A) RNAs. Nat. Struct. Mol. Biol.2004; 11:1206–1214.1553189210.1038/nsmb858PMC3071270

[18] LinkT.M., Valentin-HansenP., BrennanR.G. Structure of *Escherichia coli* Hfq bound to polyriboadenylate RNA. Proc. Natl. Acad. Sci. U.S.A.2009; 106:19292–19297.1988998110.1073/pnas.0908744106PMC2773200

[19] RobinsonK.E., OransJ., KovachA.R., LinkT.M., BrennanR.G. Mapping Hfq-RNA interaction surfaces using tryptophan fluorescence quenching. Nucleic Acids Res.2014; 42:2736–2749.2428836910.1093/nar/gkt1171PMC3936774

[20] SauerE., SchmidtS., WeichenriederO. Small RNA binding to the lateral surface of Hfq hexamers and structural rearrangements upon mRNA target recognition. Proc. Natl. Acad. Sci. U.S.A.2012; 109:9396–9401.2264534410.1073/pnas.1202521109PMC3386104

[21] ZhangA., SchuD.J., TjadenB.C., StorzG., GottesmanS. Mutations in interaction surfaces differentially impact *E. coli* Hfq association with small RNAs and their mRNA targets. J. Mol. Biol.2013; 425:3678–3697.2331895610.1016/j.jmb.2013.01.006PMC3640674

[22] DimastrogiovanniD., FrohlichK.S., BandyraK.J., BruceH.A., HohenseeS., VogelJ., LuisiB.F. Recognition of the small regulatory RNA RydC by the bacterial Hfq protein. Elife. 2014; 3:doi:10.7554/eLife.05375.10.7554/eLife.05375PMC433761025551292

[23] SchuD.J., ZhangA., GottesmanS., StorzG. Alternative Hfq-sRNA interaction modes dictate alternative mRNA recognition. EMBO J.2015; 34:2557–2573.2637331410.15252/embj.201591569PMC4609186

[24] LeaseR.A., CusickM.E., BelfortM. Riboregulation in *Escherichia coli*: DsrA RNA acts by RNA:RNA interactions at multiple loci. Proc. Natl. Acad. Sci. U.S.A.1998; 95:12456–12461.977050710.1073/pnas.95.21.12456PMC22852

[25] BouvierM., SharmaC.M., MikaF., NierhausK.H., VogelJ. Small RNA binding to 5′ mRNA coding region inhibits translational initiation. Mol. Cell. 2008; 32:827–837.1911166210.1016/j.molcel.2008.10.027

[26] MasseE., EscorciaF.E., GottesmanS. Coupled degradation of a small regulatory RNA and its mRNA targets in *Escherichia coli*. Genes Dev.2003; 17:2374–2383.1297532410.1101/gad.1127103PMC218075

[27] PfeifferV., PapenfortK., LucchiniS., HintonJ.C., VogelJ. Coding sequence targeting by MicC RNA reveals bacterial mRNA silencing downstream of translational initiation. Nat. Struct. Mol. Biol.2009; 16:840–846.1962096610.1038/nsmb.1631

[28] BandyraK.J., SaidN., PfeifferV., GornaM.W., VogelJ., LuisiB.F. The seed region of a small RNA drives the controlled destruction of the target mRNA by the endoribonuclease RNase E. Mol. Cell. 2012; 47:943–953.2290256110.1016/j.molcel.2012.07.015PMC3469820

[29] De LayN., GottesmanS. Role of polynucleotide phosphorylase in sRNA function in *Escherichia coli*. RNA. 2011; 17:1172–1189.2152767110.1261/rna.2531211PMC3096048

[30] AndradeJ.M., PobreV., MatosA.M., ArraianoC.M. The crucial role of PNPase in the degradation of small RNAs that are not associated with Hfq. RNA. 2012; 18:844–855.2235516410.1261/rna.029413.111PMC3312570

[31] BandyraK.J., SinhaD., SyrjanenJ., LuisiB.F., De LayN.R. The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes. RNA. 2016; 22:360–372.2675945210.1261/rna.052886.115PMC4748814

[32] CameronT.A., De LayN.R. The phosphorolytic exoribonucleases polynucleotide phosphorylase and RNase PH stabilize sRNAs and facilitate regulation of their mRNA Targets. J. Bacteriol.2016; 198:3309–3317.2769808210.1128/JB.00624-16PMC5116934

[33] CameronT.A., MatzL.M., De LayN.R. Polynucleotide phosphorylase: not merely an RNase but a pivotal post-transcriptional regulator. PLos Genet.2018; 14:e1007654.3030799010.1371/journal.pgen.1007654PMC6181284

[34] MartinM. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J.2011; 17:3.

[35] LiH. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. 2013; arXiv doi: https://arxiv.org/abs/1303.3997, 16 March 2013, preprint: not peer reviewed.

[36] LiH., HandsakerB., WysokerA., FennellT., RuanJ., HomerN., MarthG., AbecasisG., DurbinR.Genome Project Data Processing, S The sequence Alignment/Map format and SAMtools. Bioinformatics. 2009; 25:2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[37] LiaoY., SmythG.K., ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014; 30:923–930.2422767710.1093/bioinformatics/btt656

[38] LoveM.I., HuberW., AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.2014; 15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[39] ThomasonM.K., BischlerT., EisenbartS.K., ForstnerK.U., ZhangA., HerbigA., NieseltK., SharmaC.M., StorzG. Global transcriptional start site mapping using differential RNA sequencing reveals novel antisense RNAs in *Escherichia coli*. J. Bacteriol.2015; 197:18–28.2526638810.1128/JB.02096-14PMC4288677

[40] KeselerI.M., MackieA., Santos-ZavaletaA., BillingtonR., Bonavides-MartinezC., CaspiR., FulcherC., Gama-CastroS., KothariA., KrummenackerM.et al. The EcoCyc database: reflecting new knowledge about *Escherichia coli* K-12. Nucleic Acids Res.2017; 45:D543–D550.2789957310.1093/nar/gkw1003PMC5210515

[41] MelamedS., PeerA., Faigenbaum-RommR., GattY.E., ReissN., BarA., AltuviaY., ArgamanL., MargalitH. Global mapping of small RNA-Target interactions in bacteria. Mol. Cell. 2016; 63:884–897.2758860410.1016/j.molcel.2016.07.026PMC5145812

[42] PobreV., ArraianoC.M. Next generation sequencing analysis reveals that the ribonucleases RNase II, RNase R and PNPase affect bacterial motility and biofilm formation in *E. coli*. BMC Genomics. 2015; 16:72.2575788810.1186/s12864-015-1237-6PMC4335698

[43] ViegasS.C., PfeifferV., SittkaA., SilvaI.J., VogelJ., ArraianoC.M. Characterization of the role of ribonucleases in *Salmonella* small RNA decay. Nucleic Acids Res.2007; 35:7651–7664.1798217410.1093/nar/gkm916PMC2190706

[44] SoperT.J., WoodsonS.A. The rpoS mRNA leader recruits Hfq to facilitate annealing with DsrA sRNA. RNA. 2008; 14:1907–1917.1865812310.1261/rna.1110608PMC2525945

[45] LeaseR.A., WoodsonS.A. Cycling of the Sm-like protein Hfq on the DsrA small regulatory RNA. J. Mol. Biol.2004; 344:1211–1223.1556114010.1016/j.jmb.2004.10.006

[46] HolmqvistE., LiL., BischlerT., BarquistL., VogelJ. Global maps of ProQ binding in vivo reveal target recognition via RNA structure and stability control at mRNA 3′ ends. Mol. Cell. 2018; 70:971–982.2980482810.1016/j.molcel.2018.04.017

[47] SinhaD., MatzL.M., CameronT.A., De LayN.R. Poly(A) polymerase is required for RyhB sRNA stability and function in *Escherichia coli*. RNA. 2018; 24:1496–1511.3006111710.1261/rna.067181.118PMC6191717

[48] WatersS.A., McAteerS.P., KudlaG., PangI., DeshpandeN.P., AmosT.G., LeongK.W., WilkinsM.R., StrugnellR., GallyD.L.et al. Small RNA interactome of pathogenic *E. coli* revealed through crosslinking of RNase E. EMBO J.2017; 36:374–387.2783699510.15252/embj.201694639PMC5286369

[49] MoonK., GottesmanS. A PhoQ/P-regulated small RNA regulates sensitivity of *Escherichia coli* to antimicrobial peptides. Mol. Microbiol.2009; 74:1314–1330.1988908710.1111/j.1365-2958.2009.06944.xPMC2841474

[50] De LayN., GottesmanS. The Crp-activated small noncoding regulatory RNA CyaR (RyeE) links nutritional status to group behavior. J. Bacteriol.2009; 191:461–476.1897804410.1128/JB.01157-08PMC2620814

[51] BandyraK.J., SinhaD., SyrjanenJ., LuisiB.F., De LayN.R. The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes. RNA. 2016; 22:360–372.2675945210.1261/rna.052886.115PMC4748814

[52] StickneyL.M., HankinsJ.S., MiaoX., MackieG.A. Function of the conserved S1 and KH domains in polynucleotide phosphorylase. J. Bacteriol.2005; 187:7214–7221.1623700510.1128/JB.187.21.7214-7221.2005PMC1272994

[53] Fernandez-RamirezF., Bermudez-CruzR.M., MontanezC. Nucleic acid and protein factors involved in Escherichia coli polynucleotide phosphorylase function on RNA. Biochimie.2010; 92:445–454.2011406910.1016/j.biochi.2010.01.004

[54] FazalF.M., KosloverD.J., LuisiB.F., BlockS.M. Direct observation of processive exoribonuclease motion using optical tweezers. Proc. Natl. Acad. Sci. U.S.A.2015; 112:15101–15106.2659871010.1073/pnas.1514028112PMC4679025

[55] ChengZ.F., DeutscherM.P. Quality control of ribosomal RNA mediated by polynucleotide phosphorylase and RNase R. Proc. Natl. Acad. Sci. U.S.A.2003; 100:6388–6393.1274336010.1073/pnas.1231041100PMC164456

[56] SulthanaS., BastureaG.N., DeutscherM.P. Elucidation of pathways of ribosomal RNA degradation: an essential role for RNase E. RNA. 2016; 22:1163–1171.2729839510.1261/rna.056275.116PMC4931109

[57] LiZ., DeutscherM.P. The role of individual exoribonucleases in processing at the 3′ end of *Escherichia coli* tRNA precursors. J. Biol. Chem.1994; 269:6064–6071.7509797

[58] MohantyB.K., KushnerS.R. Processing of the *Escherichia coli leuX* tRNA transcript, encoding tRNA(Leu5), requires either the 3′→5′ exoribonuclease polynucleotide phosphorylase or RNase P to remove the Rho-independent transcription terminator. Nucleic Acids Res.2010; 38:597–607.1990669510.1093/nar/gkp997PMC2811032

[59] MohantyB.K., PetreeJ.R., KushnerS.R. Endonucleolytic cleavages by RNase E generate the mature 3′ termini of the three proline tRNAs in *Escherichia coli*. Nucleic Acids Res.2016; 44:6350–6362.2728844310.1093/nar/gkw517PMC5291269

[60] LalaounaD., CarrierM.C., SemseyS., BrouardJ.S., WangJ., WadeJ.T., MasseE. A 3′ external transcribed spacer in a tRNA transcript acts as a sponge for small RNAs to prevent transcriptional noise. Mol. Cell. 2015; 58:393–405.2589107610.1016/j.molcel.2015.03.013

[61] WangJ., RennieW., LiuC., CarmackC.S., PrevostK., CaronM.P., MasseE., DingY., WadeJ.T. Identification of bacterial sRNA regulatory targets using ribosome profiling. Nucleic Acids Res.2015; 43:10308–10320.2654651310.1093/nar/gkv1158PMC4666370

[62] DressaireC., PobreV., LaguerreS., GirbalL., ArraianoC.M., Cocaign-BousquetM. PNPase is involved in the coordination of mRNA degradation and expression in stationary phase cells of *Escherichia coli*. BMC Genomics. 2018; 19:848.3048679110.1186/s12864-018-5259-8PMC6264599

[63] AndradeJ.M., ArraianoC.M. PNPase is a key player in the regulation of small RNAs that control the expression of outer membrane proteins. RNA. 2008; 14:543–551.1820392410.1261/rna.683308PMC2248267

[64] Santiago-FrangosA., KavitaK., SchuD.J., GottesmanS., WoodsonS.A. C-terminal domain of the RNA chaperone Hfq drives sRNA competition and release of target RNA. Proc. Natl. Acad. Sci. U.S.A.2016; 113:E6089–E6096.2768163110.1073/pnas.1613053113PMC5068269

[65] ChenX., TaylorD.W., FowlerC.C., GalanJ.E., WangH.W., WolinS.L. An RNA degradation machine sculpted by Ro autoantigen and noncoding RNA. Cell. 2013; 153:166–177.2354069710.1016/j.cell.2013.02.037PMC3646564

[66] WurtmannE.J., WolinS.L. A role for a bacterial ortholog of the Ro autoantigen in starvation-induced rRNA degradation. Proc. Natl. Acad. Sci. U.S.A.2010; 107:4022–4027.2016011910.1073/pnas.1000307107PMC2840137

# Supplementary material for: Polynucleotide phosphorylase promotes the stability and function of Hfq-binding sRNAs by degrading target mRNA-derived fragments
**Source:** Nucleic Acids Res. 2019 Jul 22;47(16):8821–37. doi: 10.1093/nar/gkz616
**Supplement:** gkz616_Supplemental_Files

## SUPPLEMENTAL INFORMATION

### **Polynucleotide phosphorylase promotes the stability and function of Hfq-binding sRNAs by degrading target mRNA-derived fragments.**

Todd A. Cameron<sup>1†</sup>, Lisa M. Matz<sup>1†</sup>, Dhriti Sinha<sup>1</sup>, and Nicholas R. De Lay<sup>1,2,\*</sup>

## TABLE OF CONTENTS

**Table S1. Strains and plasmids used in this study.**

**Table S2. Primers, probes, and gBlocks used in this study.**

**Figure S1. PNPase is critical for the decay of mRNA-derived fragments.**

**Figure S2. mRNA-derived fragments that accumulate in the absence of PNPase interact with Hfq.**

**Figure S3. The active site of PNPase is required for decay of mRNA-derived fragments and for stabilization of sRNAs, but not for RNA binding.**

**Figure S4. Substitutions in Hfq that block pairing of sRNAs with target mRNAs suppress the defect in sRNA levels that occurs in a  $\Delta pnp$  strain.**

**Figure S5. Substitutions in Hfq residues critical for binding mRNA targets suppress the stability defect of sRNAs in a  $\Delta pnp$  strain.**

**Figure S6. Mutations in stemloop 2 do not reduce the accelerated decay of RyhB that occurs in the absence of PNPase.**

**Figure S7. CyaR target-pairing drives its decay in the absence of PNPase.**

**Figure S8. Predicted structures of RNA fragments that accumulate in the  $\Delta pnp$  strain.**

**Supplemental Materials and Methods**

**Supplemental References**

**Table S1. Strains and plasmids used in this study.**

| Strain                          | Relevant Features                                                          | Reference                       |
|---------------------------------|----------------------------------------------------------------------------|---------------------------------|
| MG1655                          | <i>rph-1</i>                                                               | (1)                             |
| KR10000                         | MG1655 <i>rph</i> <sup>+</sup>                                             | D. Court, NCI                   |
| CR201                           | <i>cyaR::kan ccdB</i>                                                      | C. Ranquet                      |
| DJS2820                         | <i>rph-1 ΔlacX74 mal::lacI<sup>q</sup> ΔaraBAD hfqR17A</i>                 | (2)                             |
| DJS2864                         | <i>rph-1 ΔlacX74 mal::lacI<sup>q</sup> ΔaraBAD hfqY25D</i>                 | (2)                             |
| EM1377                          | <i>rph-1 ΔlacX74 rne-131 zce-726::Tn10</i>                                 | (3)                             |
| NRD463                          | <i>rph-1 Δpnp::cat</i>                                                     | (4)                             |
| NRD576                          | <i>rph-1 ΔlacX74 mal::lacI<sup>q</sup> rne-131 zce-726::Tn10 Δpnp::kan</i> | (5)                             |
| NRD999                          | <i>rph</i> <sup>+</sup> <i>Δpnp::cat</i>                                   | (5)                             |
| NRD1038λ                        | <i>rph-1 ΔryhB::kan-pBAD-ccdB mini-λ<sub>tet</sub></i>                     | (6)                             |
| NRD1138 (WT)                    | <i>rph-1</i>                                                               | (6)                             |
| NRD1139                         | <i>rph-1 Δpnp</i>                                                          | (6)                             |
| NRD1142                         | <i>rph-1 rne-131 zce-726::Tn10</i>                                         | NRD1138 x P1(EM1377)            |
| NRD1143                         | <i>rph-1 rne-131 zce-726::Tn10 Δpnp::cat</i>                               | NRD1139 x P1(EM1377)            |
| NRD1243                         | <i>rph</i> <sup>+</sup> <i>pnp::pnp-3xFLAG</i>                             | (6)                             |
| NRD1410                         | <i>rph-1 hfqY25D</i>                                                       | DS057 x P1(DJS2864)             |
| NRD1474                         | <i>hfqR17A Δpnp::kan</i>                                                   | DS060 x P1(NRD576)              |
| NRD1478                         | <i>rph-1 hfqY25D Δpnp::kan</i>                                             | NRD1410 x P1(NRD576)            |
| NRD1597λ                        | <i>rph-1 ΔmgrR::ccdB kan</i>                                               | DS091λ                          |
| NRD1599                         | <i>rph-1 ΔmgrR::mgrRmut</i>                                                | NRD1597λ                        |
| NRD1601                         | <i>rph-1 ΔmgrR::mgrRmut Δpnp::cat</i>                                      | NRD1599 x P1(NRD999)            |
| DS021                           | <i>rph-1 Δhfq::kan</i>                                                     | (7)                             |
| DS057                           | <i>rph-1 Δhfq::cat sacB ΔpurA::kan</i>                                     | (7)                             |
| DS060                           | <i>rph-1 hfqR17A</i>                                                       | (7)                             |
| DS070                           | <i>rph-1 Δpnp::kan</i>                                                     | NRD1138 x P1(NRD576)            |
| DS091λ                          | <i>rph-1</i>                                                               | NRD1138 + mini-λ <sub>tet</sub> |
| LM06                            | <i>rph-1 ryhB G44C C45G</i>                                                | (7)                             |
| LM10                            | <i>rph-1 ΔmalQ ΔlacX74 ΔryhB::cat</i>                                      | (7)                             |
| LM11 ( <i>ryhBmut</i> )         | <i>rph-1 ryhB G44C C45G</i>                                                | (7)                             |
| LM12 ( <i>Δpnp ryhBmut</i> )    | <i>rph-1 ryhB G44C C45G Δpnp::cat</i>                                      | LM11 x P1(NRD999)               |
| LM23                            | <i>rph-1 ryhB G53C C54G</i>                                                | NRD1038λ                        |
| LM24 ( <i>ryhBmut2</i> )        | <i>rph-1 ryhB G53C C54G</i>                                                | LM10 x P1(LM23)                 |
| LM25 ( <i>Δpnp ryhBmut2</i> )   | <i>rph-1 ryhB G53C C54G Δpnp::cat</i>                                      | LM24 x P1(NRD999)               |
| LM26                            | <i>rph-1 ryhB G44C C45G G53C C54G</i>                                      | NRD1038λ                        |
| LM27 ( <i>ryhBdblmut</i> )      | <i>rph-1 ryhB G44C C45G G53C C54G</i>                                      | LM10 x P1(LM26)                 |
| LM28 ( <i>Δpnp ryhBdblmut</i> ) | <i>rph-1 ryhB G44C C45G G53C C54G Δpnp::cat</i>                            | LM27 x P1(NRD999)               |
| TC222                           | <i>rph</i> <sup>+</sup> <i>rph</i> <sup>+</sup> <i>-3xFLAG</i>             | (6)                             |
| TC274                           | <i>Δrph::kan ΔcyaR ΔmicA::zeo(frt) Δpnp::cat</i>                           | (6)                             |
| TC292                           | <i>Δrph::kan ΔcyaR ΔmicA::zeo(frt)</i>                                     | (6)                             |

|                               |                                                                                          |                     |
|-------------------------------|------------------------------------------------------------------------------------------|---------------------|
|                               | <i>ΔryhB::cyaR Δpnp::cat</i>                                                             |                     |
| TC299                         | <i>Δrph::kan Δpnp::cat</i>                                                               | (6)                 |
| TC464                         | <i>rph-1 Δhfq::kan Δpnp::cat</i>                                                         | NRD1139 x P1(DS021) |
| TC465λ                        | <i>rph-1 cyaR::ccdB kan</i>                                                              | DS091λ              |
| TC468 ( <i>cyaRmut</i> )      | <i>rph-1 cyaR CC42GG CC45GG</i>                                                          | TC465λ              |
| TC476 ( <i>Δpnp cyaRmut</i> ) | <i>rph-1 cyaR CC42GG CC45GG Δpnp::cat</i>                                                | TC468 x P1(NRD1137) |
| <b>Plasmid</b>                | <b>Relevant Features</b>                                                                 | <b>Reference</b>    |
| pCA24N                        | <i>lacI<sup>q</sup></i>                                                                  | (8)                 |
| pBRplac                       | Amp <sup>R</sup> ; <i>P<sub>lac</sub></i>                                                | (9)                 |
| pTC329                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR pnp3xFLAG</i>                           | pBRplac             |
| pTC331                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR rph3xFLAG</i>                           | pBRplac             |
| pTC352                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR pnp3xFLAG lacI<sup>q</sup></i>          | pTC329              |
| pTC353                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR rph3xFLAG lacI<sup>q</sup></i>          | pTC331              |
| pTC354                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR pnp(S438A) 3xFLAG lacI<sup>q</sup></i>  | pTC352              |
| pTC356                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR pnp(D492G) 3xFLAG lacI<sup>q</sup></i>  | pTC352              |
| pTC396                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> lacI<sup>q</sup></i>                               | pTC353              |
| pTC402                        | Amp <sup>R</sup> ; <i>P<sub>lac</sub> araB-5'UTR pnp(S437-9A)3xFLAG lacI<sup>q</sup></i> | pTC352              |

**Table S2. Primers, probes, and gBlocks used in this study.**

| <b>Primers</b>              | <b>Sequence (5' – 3')</b>                                                                            |
|-----------------------------|------------------------------------------------------------------------------------------------------|
| PNP Forward                 | GGGACGTCGGTTAGGGTTGTCATTAGTCG                                                                        |
| PNP Reverse                 | GGGACGTCGAATGAACGTCCTGTTCCC                                                                          |
| RyhBmut2                    | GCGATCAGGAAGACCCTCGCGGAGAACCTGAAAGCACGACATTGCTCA<br>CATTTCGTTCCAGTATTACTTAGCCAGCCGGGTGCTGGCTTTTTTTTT |
| RyhBdblmut                  | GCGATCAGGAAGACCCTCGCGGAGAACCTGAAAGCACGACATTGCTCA<br>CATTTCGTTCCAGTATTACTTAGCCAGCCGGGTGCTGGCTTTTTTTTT |
| RyhB Overlap PCR<br>Forward | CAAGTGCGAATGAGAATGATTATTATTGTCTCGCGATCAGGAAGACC                                                      |
| RyhB Overlap PCR<br>Reverse | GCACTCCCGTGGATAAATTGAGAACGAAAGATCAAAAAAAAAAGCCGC                                                     |
| RyhBKOchk Forward           | CAAATGCGAGTCAAATGC                                                                                   |
| RyhBKOchk Reverse           | GTGGTTCCTACTGGAGTGC                                                                                  |
| MgrRccdBkan For             | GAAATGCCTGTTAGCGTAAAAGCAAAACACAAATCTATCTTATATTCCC<br>CAGAACATCAGG                                    |
| MgrRccdBkan Rev             | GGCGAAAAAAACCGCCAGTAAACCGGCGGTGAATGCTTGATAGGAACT<br>TCAAGATCC                                        |
| MgrRmut2                    | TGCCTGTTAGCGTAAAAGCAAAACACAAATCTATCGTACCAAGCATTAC<br>CGCCGGTTTACTGGCGGTTTTTTTTTCG                    |
| MgrRKOchk For               | GCTACTGTGTCAACGATTCCG                                                                                |
| MgrRKOchk Rev               | GAACGGAGATAATCCCTCACC                                                                                |
| cyaR ccdB up                | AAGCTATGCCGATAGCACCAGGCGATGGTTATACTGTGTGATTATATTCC<br>CCAGAACATCAGG                                  |
| cyaR ccdB down              | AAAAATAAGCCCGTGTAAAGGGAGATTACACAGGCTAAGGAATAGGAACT<br>TCAAGATCCCC                                    |
| cyaR fwd                    | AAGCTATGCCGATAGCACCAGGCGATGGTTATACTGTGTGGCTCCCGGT<br>CCCGCAGGATC                                     |

|                   |                                                                                                                                                                                              |
|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| cyaR 4G rvs       | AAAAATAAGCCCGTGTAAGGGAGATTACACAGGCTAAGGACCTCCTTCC<br>TGGTACAGCTAGCATT                                                                                                                        |
| cyaR check fwd    | GCACCAGGCGATGGTTATAC                                                                                                                                                                         |
| cyaR check rvs    | ATGTGTGGACGTGACCAGAA                                                                                                                                                                         |
| pnp_BAD-5f-AatII  | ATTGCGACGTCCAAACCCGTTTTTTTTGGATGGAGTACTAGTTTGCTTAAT<br>CCGATCGTTTCGTAAATTCC                                                                                                                  |
| rph_BAD-5f-AatII  | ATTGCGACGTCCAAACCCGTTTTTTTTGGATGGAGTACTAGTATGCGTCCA<br>GCAGGCCGTAGCAATA                                                                                                                      |
| 3xf_term-3r-EcoRI | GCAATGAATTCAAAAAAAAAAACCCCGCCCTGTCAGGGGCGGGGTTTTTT<br>TTTTATTTATCGTCGTCATCTTTGTAG                                                                                                            |
| lacIq HindIII fwd | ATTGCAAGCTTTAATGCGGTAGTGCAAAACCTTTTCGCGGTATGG                                                                                                                                                |
| lacIq Styl rvs    | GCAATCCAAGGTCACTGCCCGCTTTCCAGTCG                                                                                                                                                             |
| pnp S438A fwd     | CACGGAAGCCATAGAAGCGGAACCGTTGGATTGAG                                                                                                                                                          |
| pnp S438A rvs     | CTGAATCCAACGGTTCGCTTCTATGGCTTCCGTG                                                                                                                                                           |
| pnp D492G fwd     | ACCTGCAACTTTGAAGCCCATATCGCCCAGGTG                                                                                                                                                            |
| pnp D492G rvs     | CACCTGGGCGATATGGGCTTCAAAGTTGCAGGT                                                                                                                                                            |
| pnp S437-9A fwd   | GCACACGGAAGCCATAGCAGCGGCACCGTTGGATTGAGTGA                                                                                                                                                    |
| pnp S437-9A rvs   | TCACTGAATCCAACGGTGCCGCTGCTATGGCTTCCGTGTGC                                                                                                                                                    |
| <b>Probes</b>     |                                                                                                                                                                                              |
| RyhB-LM           | [Btn]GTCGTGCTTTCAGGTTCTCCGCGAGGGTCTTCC                                                                                                                                                       |
| RyhB              | [Btn]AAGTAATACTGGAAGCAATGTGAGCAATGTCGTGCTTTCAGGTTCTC                                                                                                                                         |
| CyaR              | [Btn]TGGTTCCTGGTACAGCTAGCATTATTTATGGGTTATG                                                                                                                                                   |
| GcvB              | [Btn]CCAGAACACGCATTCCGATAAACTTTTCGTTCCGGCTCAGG                                                                                                                                               |
| McaS              | [Btn]AGCAGTGCATCCGCGTCTTAAATCC                                                                                                                                                               |
| MgrR              | [Btn]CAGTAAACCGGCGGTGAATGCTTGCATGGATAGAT                                                                                                                                                     |
| MgrR2             | [Btn]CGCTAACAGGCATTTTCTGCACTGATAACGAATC                                                                                                                                                      |
| ArcZ              | [Btn]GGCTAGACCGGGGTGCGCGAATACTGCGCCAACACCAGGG                                                                                                                                                |
| ChiX              | [Btn]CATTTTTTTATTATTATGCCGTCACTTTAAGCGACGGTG                                                                                                                                                 |
| SsrA              | [Btn]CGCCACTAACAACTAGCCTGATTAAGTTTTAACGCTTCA                                                                                                                                                 |
| cfa.5UTR          | [Btn]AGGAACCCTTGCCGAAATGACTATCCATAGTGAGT                                                                                                                                                     |
| cfaprobe1         | [Btn]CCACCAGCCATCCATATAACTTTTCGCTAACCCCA                                                                                                                                                     |
| chiP              | [Btn]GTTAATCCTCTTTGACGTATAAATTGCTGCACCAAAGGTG                                                                                                                                                |
| dsbB              | [Btn]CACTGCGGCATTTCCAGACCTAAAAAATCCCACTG                                                                                                                                                     |
| hemN.5UTR         | [Btn]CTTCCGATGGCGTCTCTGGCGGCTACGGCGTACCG                                                                                                                                                     |
| miaA.3UTR         | [Btn]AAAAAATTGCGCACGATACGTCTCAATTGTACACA                                                                                                                                                     |
| ompX_probe1       | [Btn]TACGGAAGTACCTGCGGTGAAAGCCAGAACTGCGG                                                                                                                                                     |
| yqaE.RBS          | [Btn]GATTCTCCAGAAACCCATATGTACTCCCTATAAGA                                                                                                                                                     |
| <b>gBlock</b>     |                                                                                                                                                                                              |
| RyhBmut           | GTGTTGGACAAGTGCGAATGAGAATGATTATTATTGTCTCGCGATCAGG<br>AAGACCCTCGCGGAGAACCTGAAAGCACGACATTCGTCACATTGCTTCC<br>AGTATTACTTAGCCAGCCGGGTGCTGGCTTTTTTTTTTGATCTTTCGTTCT<br>CAATTTATCCACGGGAGTGCTTGTGTT |

## SUPPLEMENTAL FIGURES

Figure S1

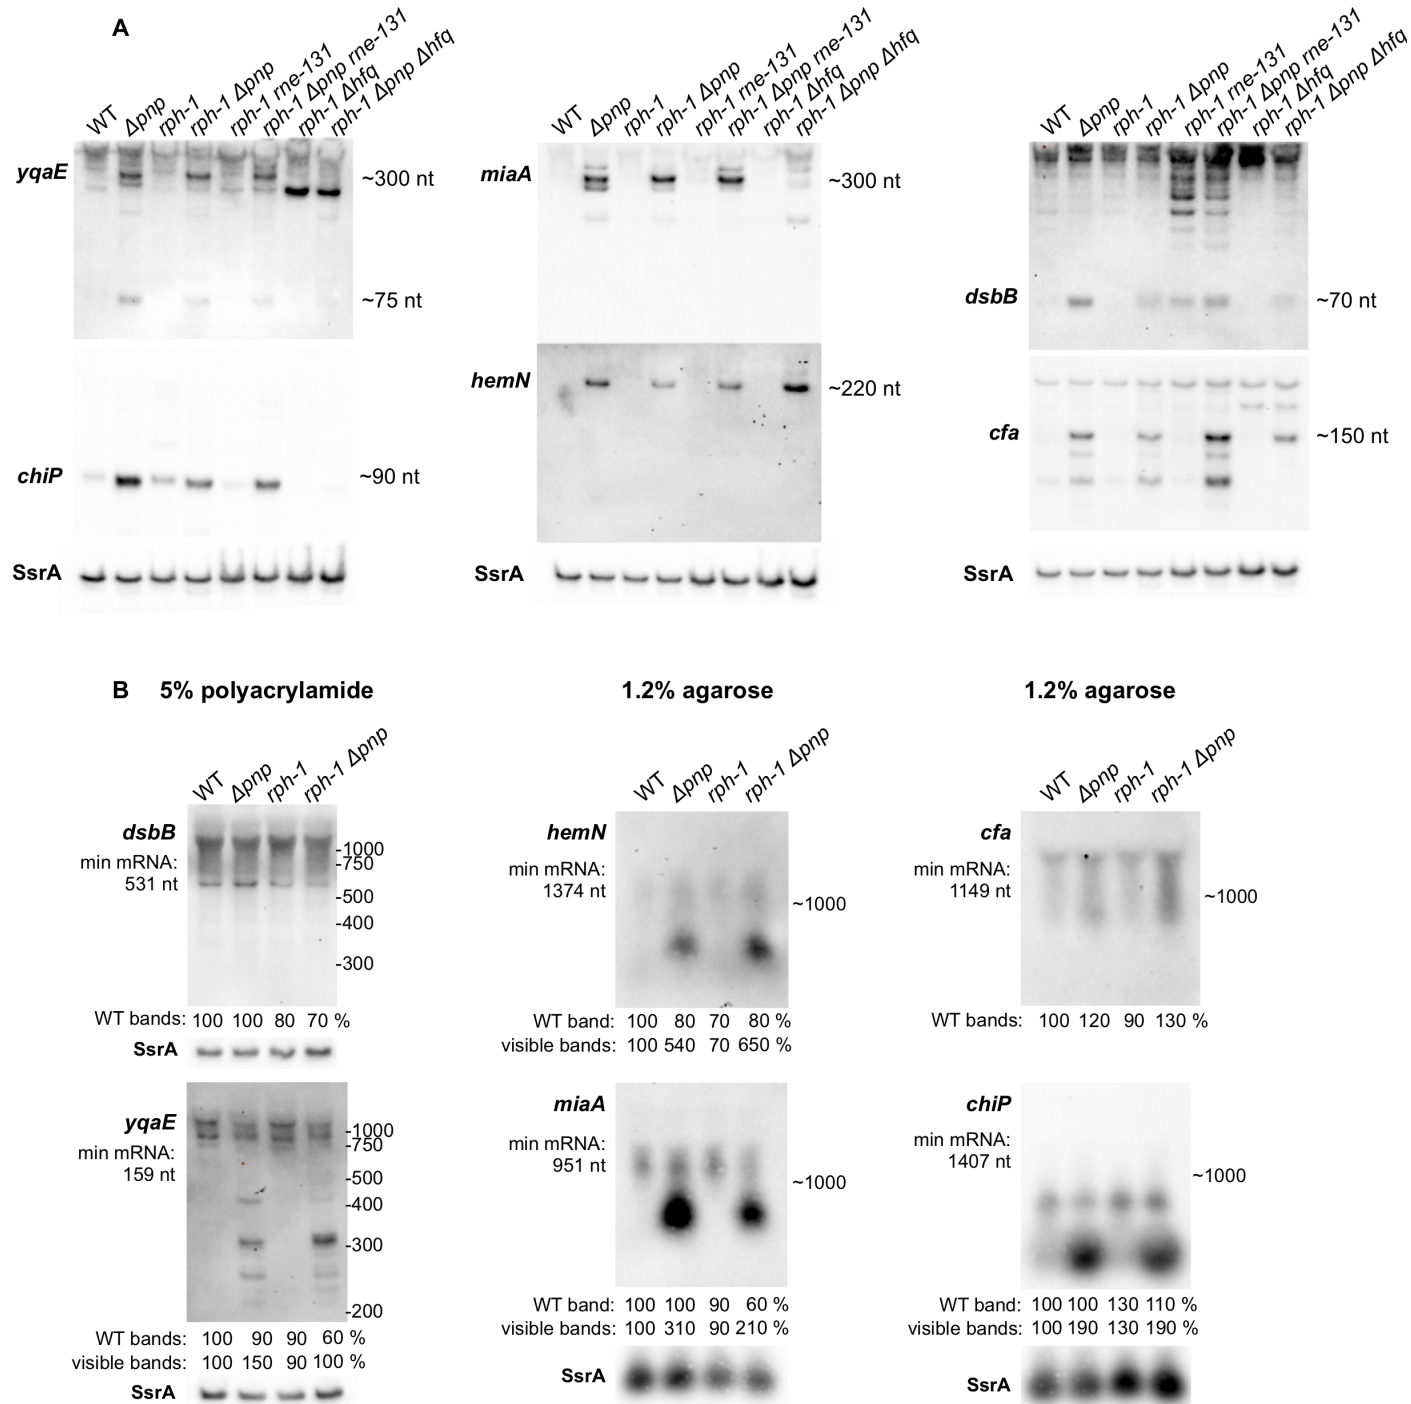

**Figure S1. PNPase is critical for the decay of mRNA-derived fragments.** (A) Expanded view of the northern blots shown in Fig 1D for wild-type (KR10000),  $\Delta pnp$  (NRD999),  $rph-1$  (NRD1138), and  $rph-1 \Delta pnp$  (NRD1139), plus additional lanes for  $rph-1 me-131$  (NRD1142),  $rph-1 me-131 \Delta pnp$  (NRD1143),  $rph-1 \Delta hfq$  (DS021), and  $rph-1 \Delta hfq \Delta pnp$  (TC464) strains grown to OD<sub>600</sub> 1.0. Blots were cropped to

show all relevant bands observed with each probe. Gene names and approximate band sizes are shown adjacent to bands displayed in the main figure. **(B)** Northern blots of larger RNA transcripts associated with the mRNA fragments. Numbers under each lane indicate the average relative intensity of three replicates for the bands present in the wild type lane or for all the bands visible in each lane, as indicated. SsrA served as a loading control. All blots except for *cfa* were probed with the same probes used to detect the small mRNA fragment; *cfa* utilized a different mRNA-specific probe (cfaprobe1). RNA ladder sizes are marked on the right of each blot.

**Figure S2**

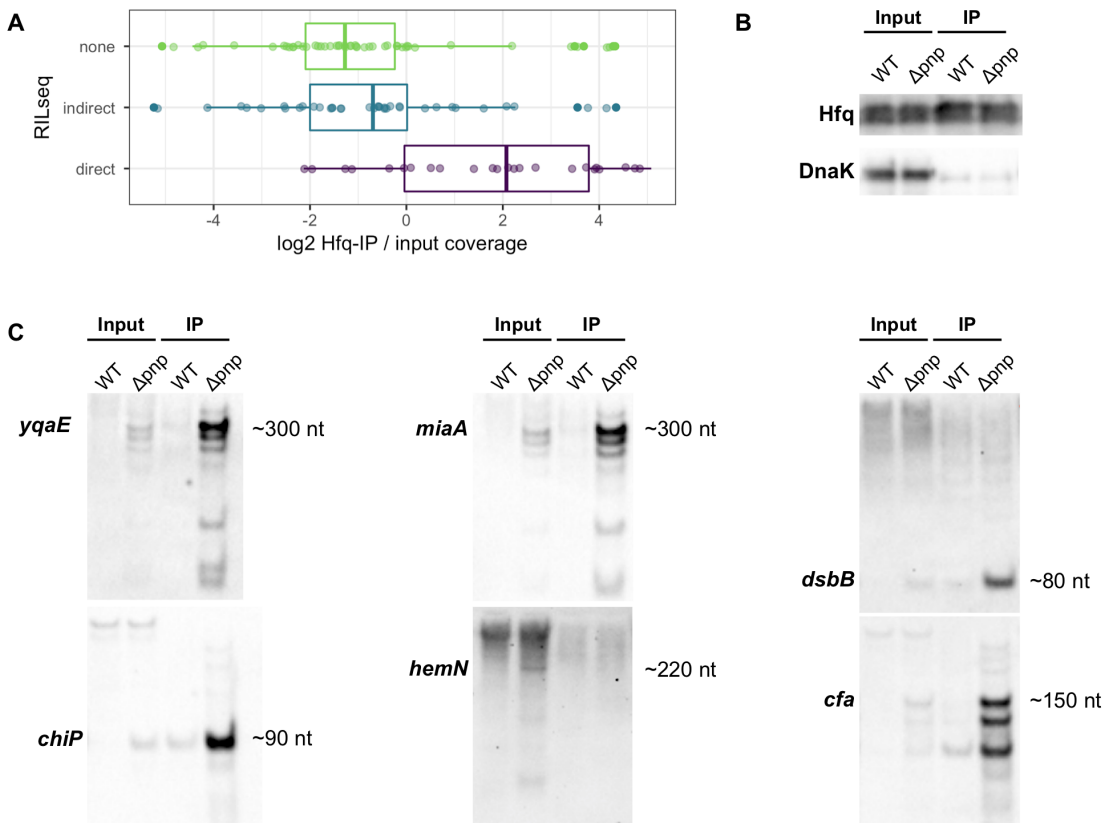

**Figure S2. mRNA-derived fragments that accumulate in the absence of PNPase interact with Hfq.**

**(A)** Boxplots showing the log<sub>2</sub> fold change in normalized coverage for fragments in the Hfq co-IP fraction versus the input fraction of the  $\Delta pnp$  strain (NRD999). Fragments were categorized depending on the presence of a direct coordinate overlap with a RIL-seq sRNA-pairing region hit, an indirect overlap with a RIL-seq sRNA-pairing region hit to the same gene, or no RIL-seq sRNA-pairing region hits. **(B)** Hfq protein levels in input and IP fractions detected by western blot. DnaK levels are shown as a control. Blots are representative of three replicates. **(C)** Expanded view of the northern blots shown in Fig 2C. Blots were cropped to show all relevant bands observed with each probe. Gene names and approximate band sizes are shown adjacent to bands displayed in the main figure.

Figure S3

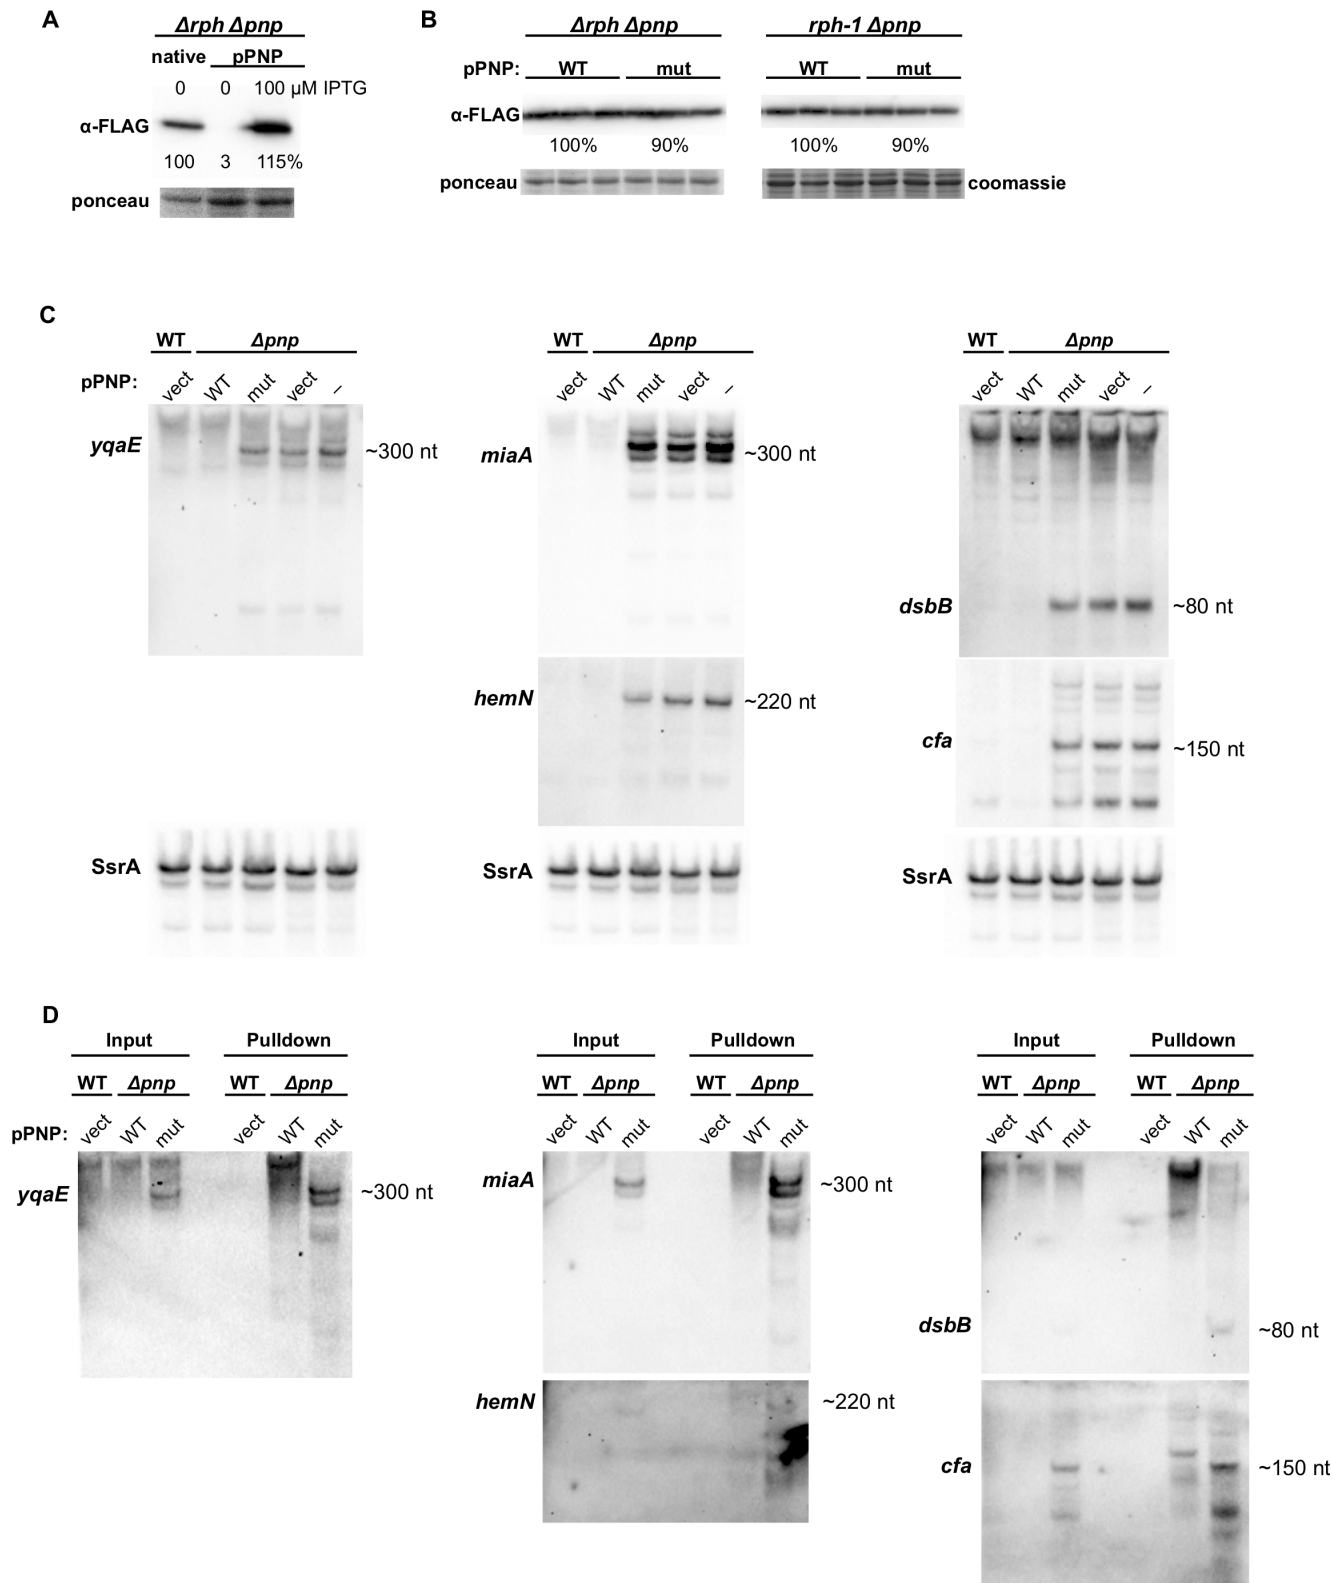

**Figure S3, cont.**  
**Supplemental Figure S3., cont.**

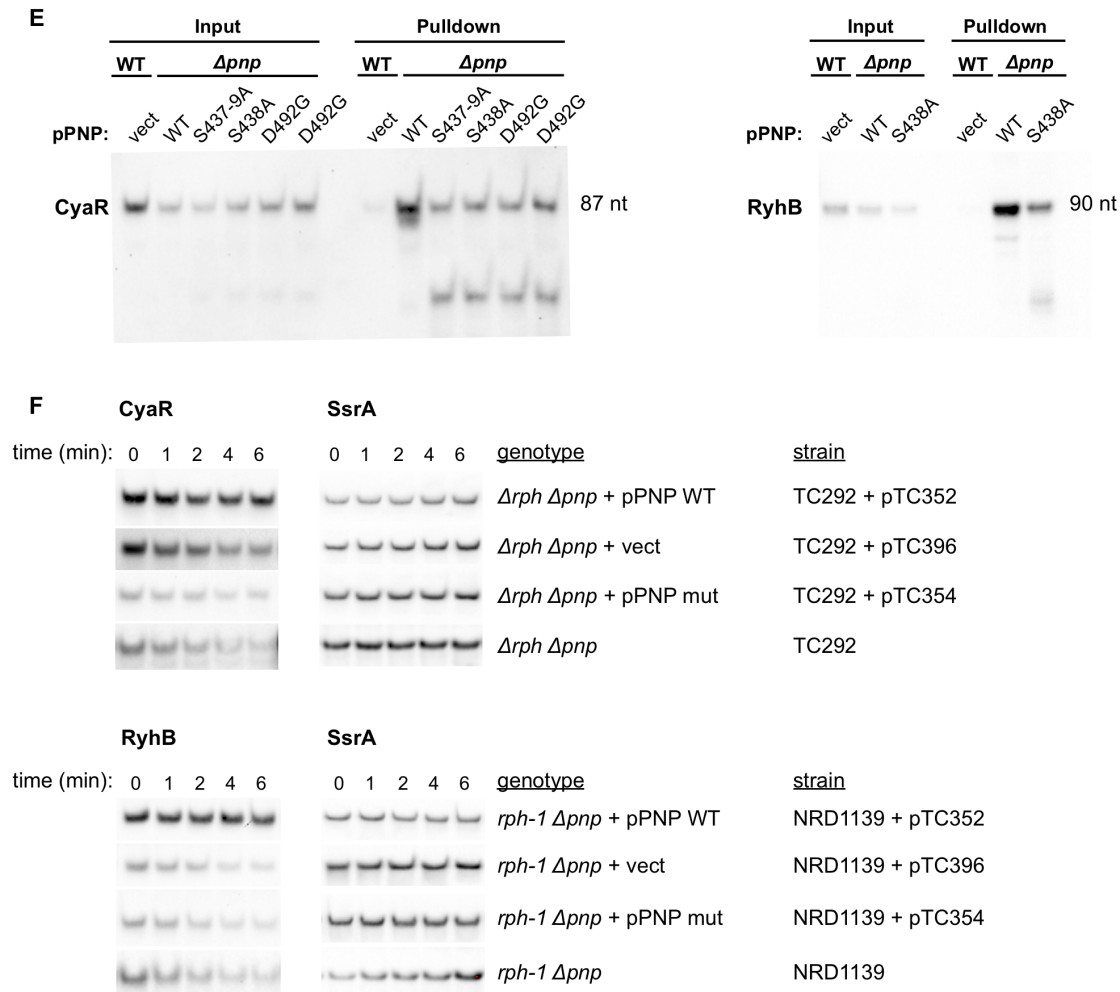

**Figure S3. The active site of PNPase is required for decay of mRNA-derived fragments and for stabilization of sRNAs, but not for RNA binding. (A)** Protein expression levels of PNPase-3xFLAG wild-type (WT) expressed from the native locus (NRD1243) or from a plasmid vector in a  $\Delta rph \Delta pnp$  (TC274) strain grown without induction or grown in the presence of 100  $\mu$ M IPTG. Numbers indicate the average expression of three replicates relative to the natively-expressed protein. Total protein visualized by Ponceau served as a loading control. **(B)** Protein expression levels of the PNPase-3xFLAG wild-type (WT) and S438A catalytic mutant (mut) expressed from a plasmid vector in both the  $\Delta rph \Delta pnp$  (TC299) and  $rph-1 \Delta pnp$  (NRD1138) strain backgrounds. Numbers indicate the average relative expression of three replicates. Blots were probed with  $\alpha$ -FLAG antibody. Total protein visualized by Ponceau or by a Coomassie-stained replicate gel served as a loading control. **(C)** and **(D)** Expanded view of the northern blots shown in Fig 3A and B. Blots were cropped to show all relevant bands observed with each probe. Gene names and approximated band size are shown next to the bands displayed in the main figure. **(C)** Expression of fragments in the input fractions of PNPase-3xFLAG pulldowns. **(D)** PNPase-3xFLAG

pulldown of RNA fragments. Input fractions were loaded at ~1:190 dilutions relative to IP fractions. (E) Input and PNPase-3xFLAG pulldown fractions probed for the presence of the sRNAs CyaR and RyhB in a WT (KR10000) strain containing the vector control (vect) or in a  $\Delta pnp$  (NRD999) strain containing pPNP expressing either the PNPase-3x FLAG wild-type (WT) or the indicated PNPase catalytic mutant. Samples were collected at OD<sub>600</sub> of 1.0. RyhB samples were collected after treating cultures with dipyrldyl for 15 min. Input fractions were loaded at ~1:190 dilutions relative to IP fractions. (F) Representative blots of CyaR and RyhB stability time courses corresponding to Fig 3C and D.

**Figure S4**

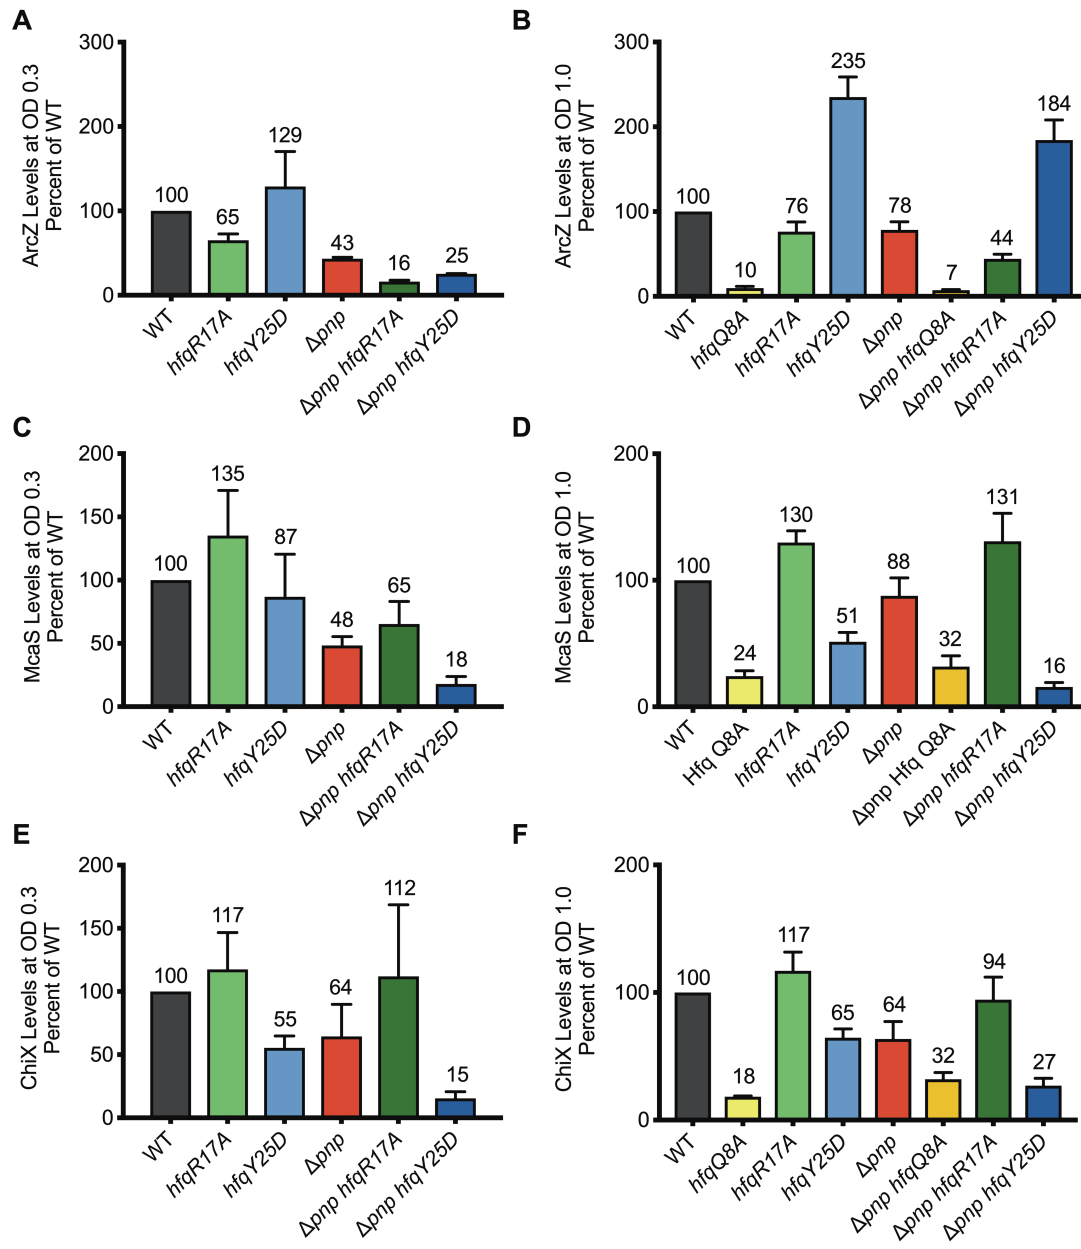

**Figure S4. Substitutions in Hfq that block pairing of sRNAs to target mRNAs suppress the defect in sRNA levels that occurs in a  $\Delta pnp$  strain.** ArcZ (**A, B**), McaS (**C, D**), and ChiX levels (**E, F**) were determined for strains NRD1138 (WT), DS070 ( $\Delta pnp$ ), DS058 (*hfqQ8A*), DS060 (*hfqR17A*), NRD1410 (*hfqY25D*), NRD1473 ( $\Delta pnp$  *hfqQ8A*), NRD1474 ( $\Delta pnp$  *hfqR17A*), and NRD1478 ( $\Delta pnp$  *hfqY25D*) as detailed in Figure 4. Bars indicate the mean expression from three independent experiments for each sRNA. sRNA levels were normalized to the control RNA SsrA and scaled to WT. Error bars represent the standard error of the mean. ArcZ is a Class I sRNA, while McaS and ChiX are Class II sRNAs.

**Figure S5**

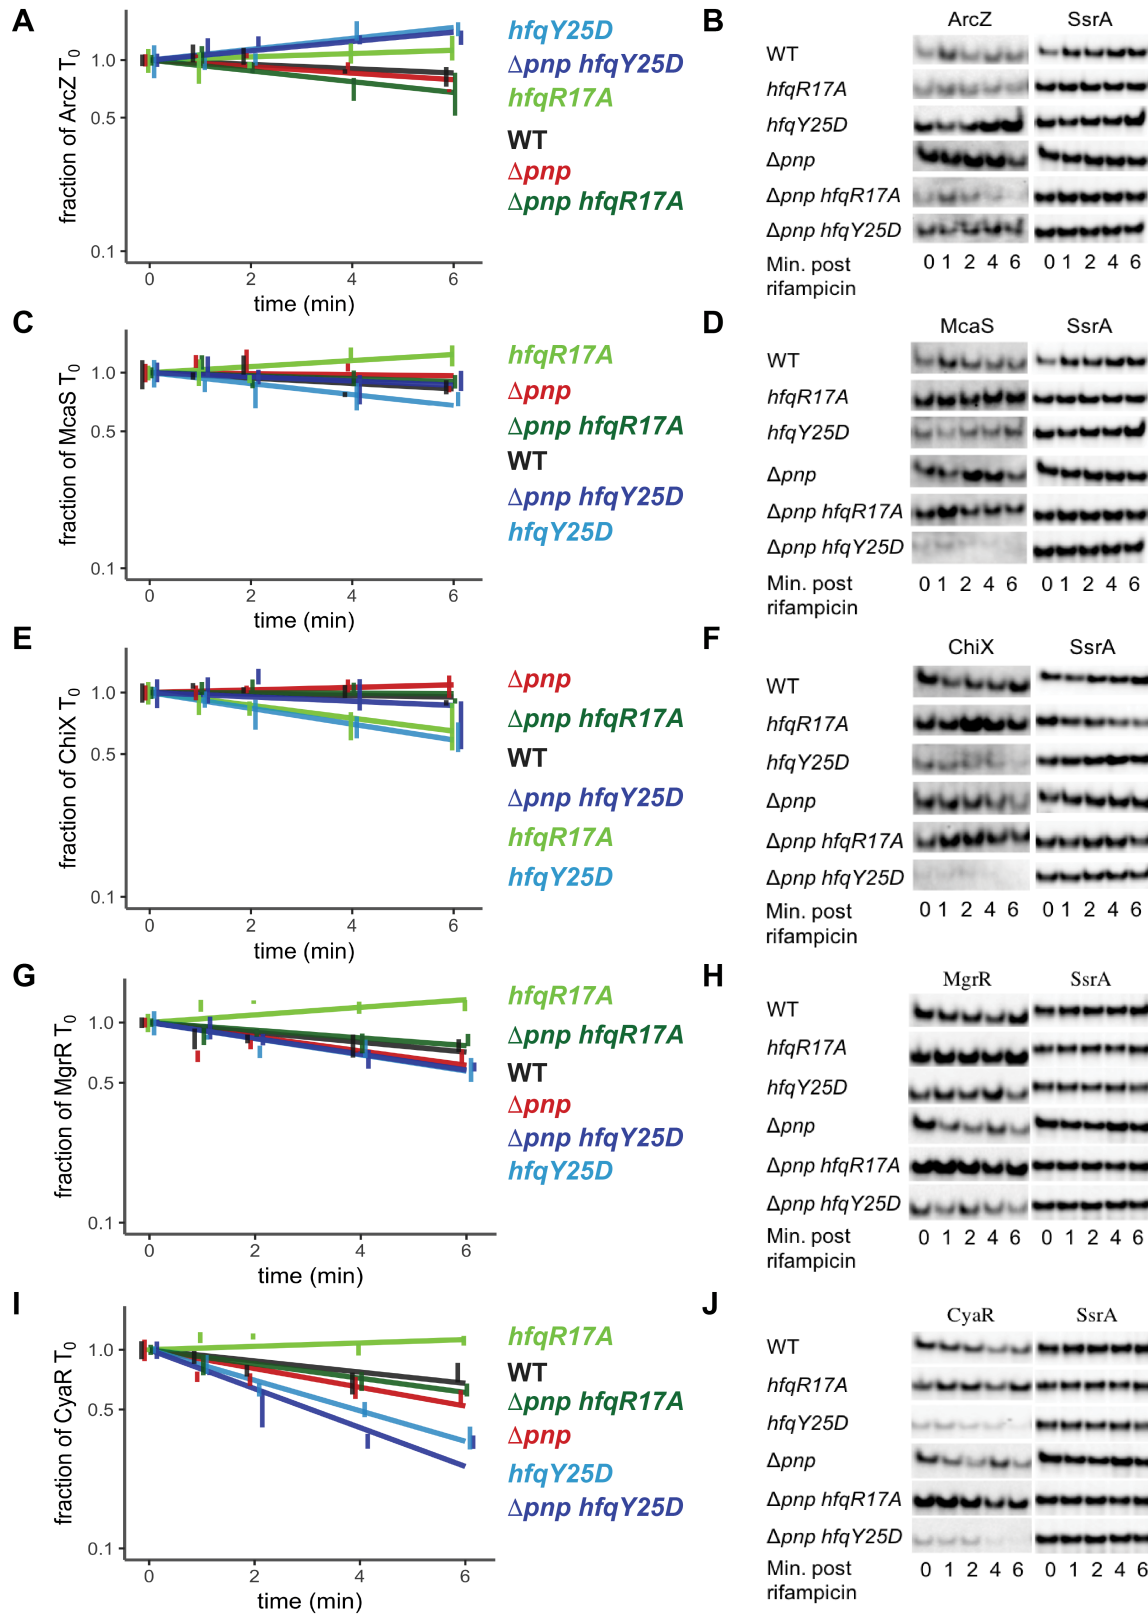

**Figure S5. Substitutions in Hfq residues critical for binding mRNA targets suppress the stability defect of sRNAs in a  $\Delta pnp$  strain.** ArcZ (**A, B**), McaS (**C, D**), ChiX (**E, F**), MgrR (**G, H**), and CyaR (**I, J**) stability was measured in early exponential phase ( $OD_{600}$  of 0.3 for ArcZ, McaS, and ChiX) or late exponential phase ( $OD_{600}$  of 1.0 for MgrR and CyaR) cultures of strains NRD1138 (WT), DS070 ( $\Delta pnp$ ), DS060 (*hfqR17A*), NRD1410 (*hfqY25D*), NRD1474 ( $\Delta pnp$  *hfqR17A*), and NRD1478 ( $\Delta pnp$  *hfqY25D*) as detailed in Figure 5. ArcZ and McaS levels were measured by northern blot analysis using RNA samples from the CyaR induction experiment, and ChiX and MgrR levels were measured by northern blot analysis using RNA samples from the RyhB induction experiment described in Figure 5. sRNA levels were normalized to the control RNA SsrA. Graphs represent the mean from three independent experiments for each sRNA, and error bars represent the standard error of the mean.

**Figure S6**

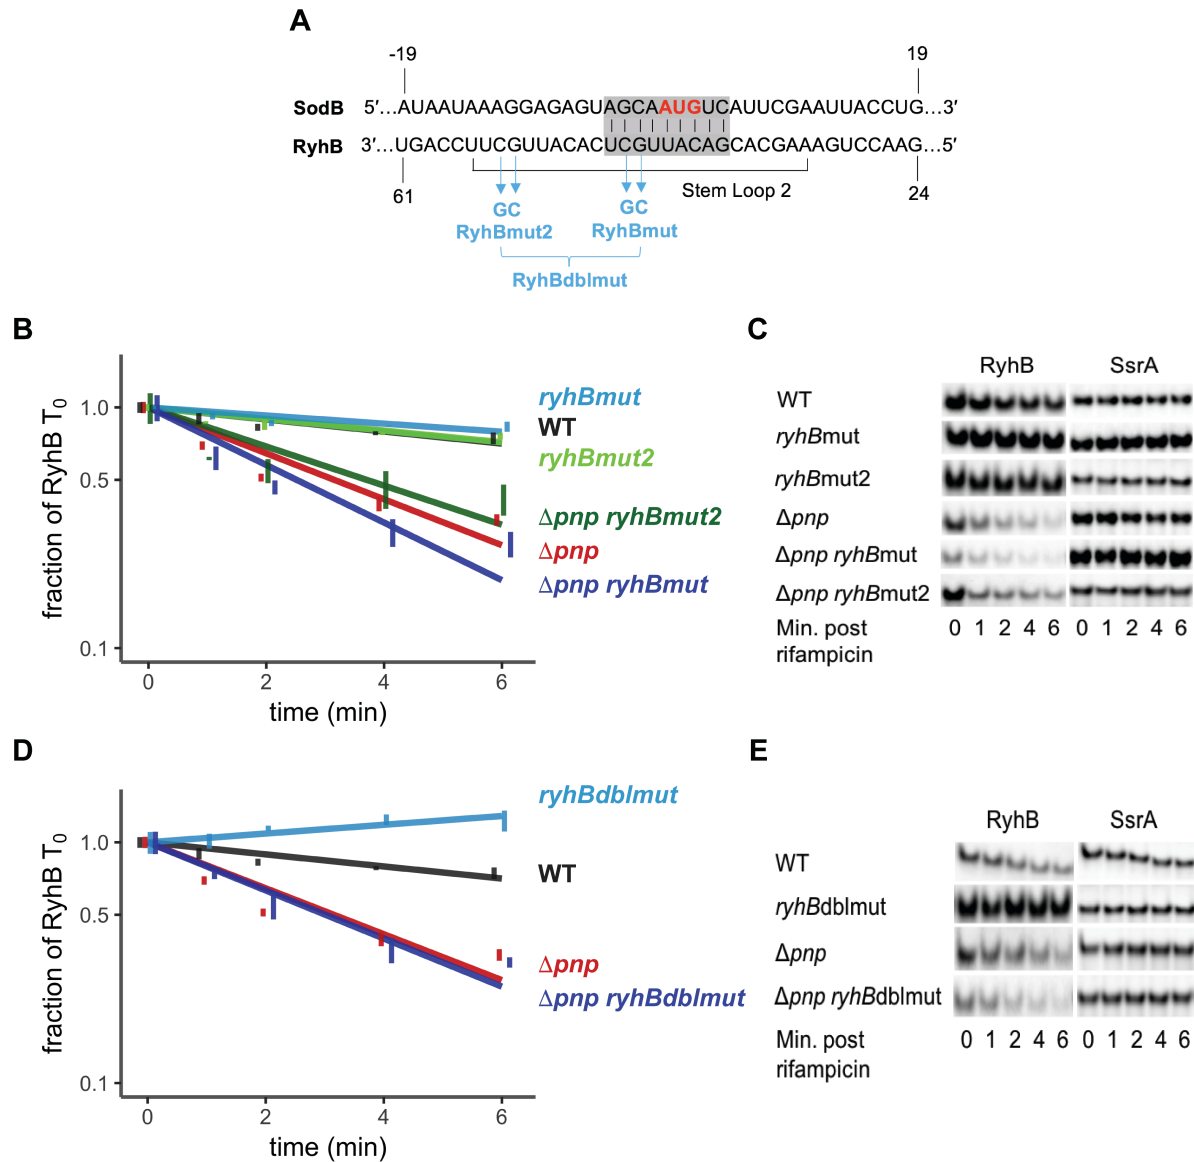

**Figure S6. Mutations in stemloop 2 do not reduce the accelerated decay of RyhB that occurs in the absence of PNPase.** (A) Illustration showing complementarity between RyhB and *sodB* (highlighted in grey) and three mutations (blue) that were introduced into *ryhB* (*ryhBmut*, *ryhBmut2*, and *ryhBdblmut*). The start codon of *sodB* is depicted in red. (B, D) Stability curves of the single (B) or double (D) RyhB mutants in WT and  $\Delta pnp$  backgrounds. Overnight cultures of strain NRD1138 (WT), a *pnp* deletion strain ( $\Delta pnp$ , DS070), or derived strains harboring mutations in *ryhB* (*ryhBmut*, LM11;  $\Delta pnp$  *ryhBmut*, LM12; *ryhBmut2*, LM24;  $\Delta pnp$  *ryhBmut2*, LM25; *ryhBdblmut*, LM27;  $\Delta pnp$  *ryhBdblmut*, LM28) were diluted into fresh LB medium and grown to early exponential phase ( $OD_{600}$  of 0.3). RyhB was induced for 15 min by the addition of 2, 2' dipyridyl. Rifampicin RNA stability time courses were performed as described for Figure 3. RyhB levels were normalized to the control RNA SsrA and graphed as a fraction of initial RyhB

level ( $T_0$ ). Results represent the mean of at least three independent experiments and the error bars represent the standard error of the mean. (C, E) Representative blots for each sRNA.

**Figure S7**

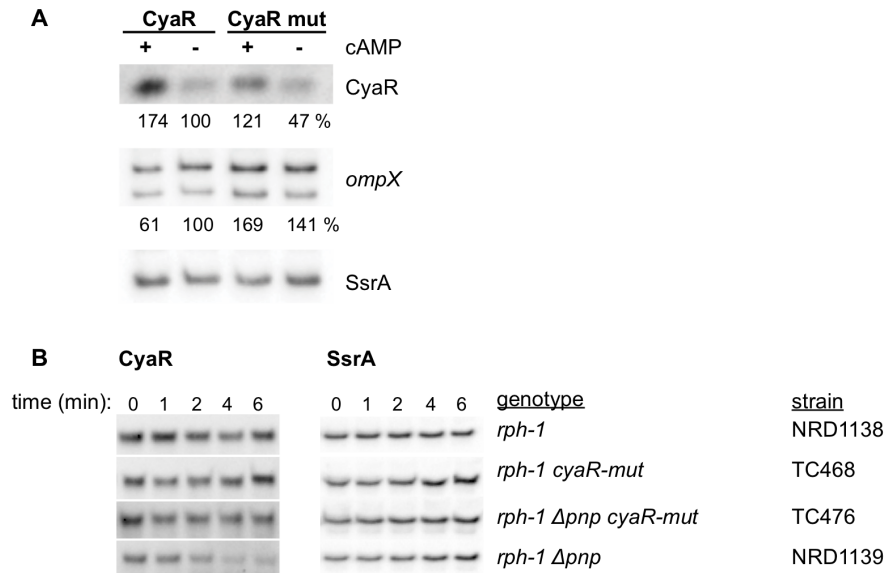

**Figure S7. CyaR target-pairing drives its decay in the absence of PNPase.** (A) Representative blots of CyaR and *ompX* levels corresponding to Fig 7B. Numbers under each band indicate the average of three replicates and are relative to the averages in the CyaR wild type or pairing mutant strains grown without cAMP induction. (B) Representative blots of CyaR stability time courses corresponding to Fig 7C. SsrA served as a loading control.

Figure S8

A

*dsbB*  
dG = -35.70

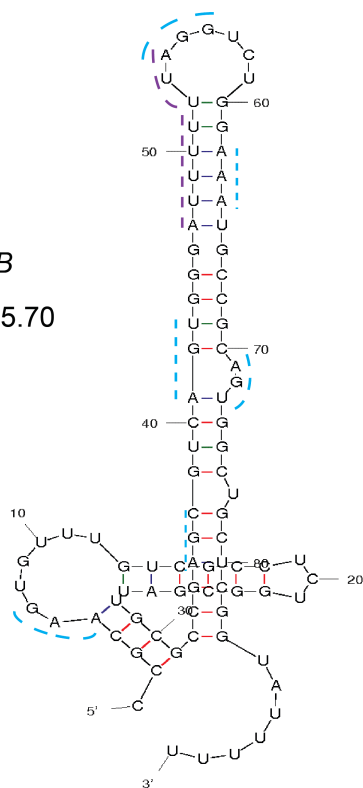

B

*chiP* RBS

dG = -50.51

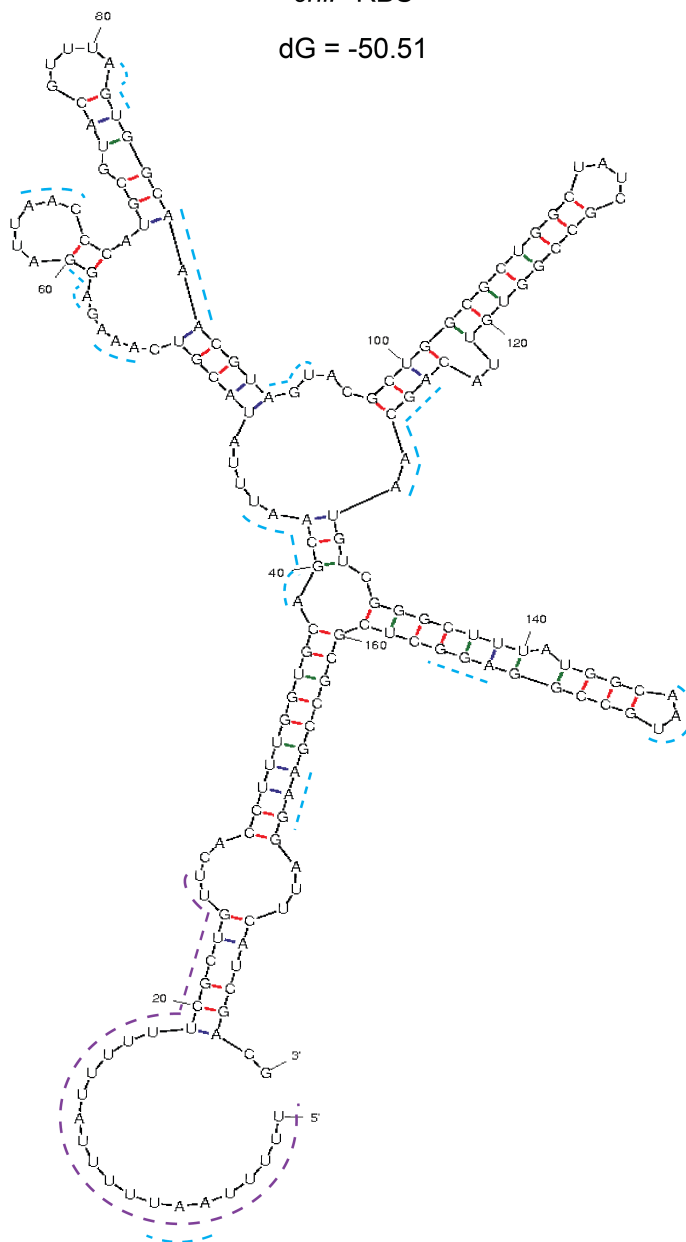

C

*yqaE* RBS  
dG = -9.45

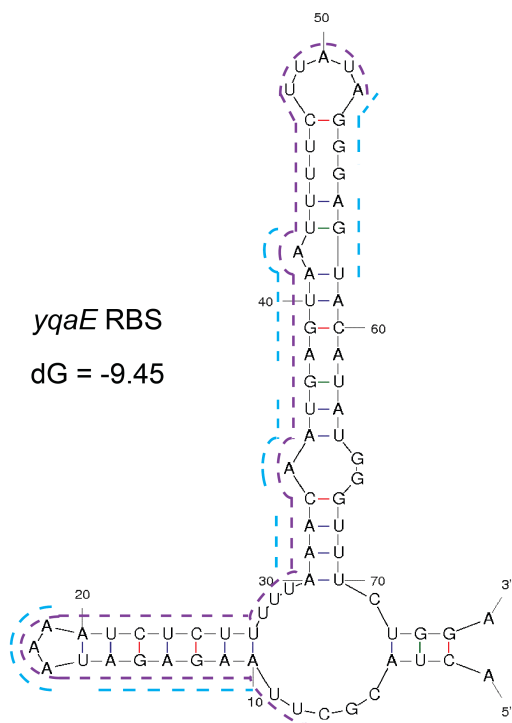

----- AU-rich region  
----- ARN motif

Figure S8, cont.

D

*cfa* 5' UTR

dG = -33.11

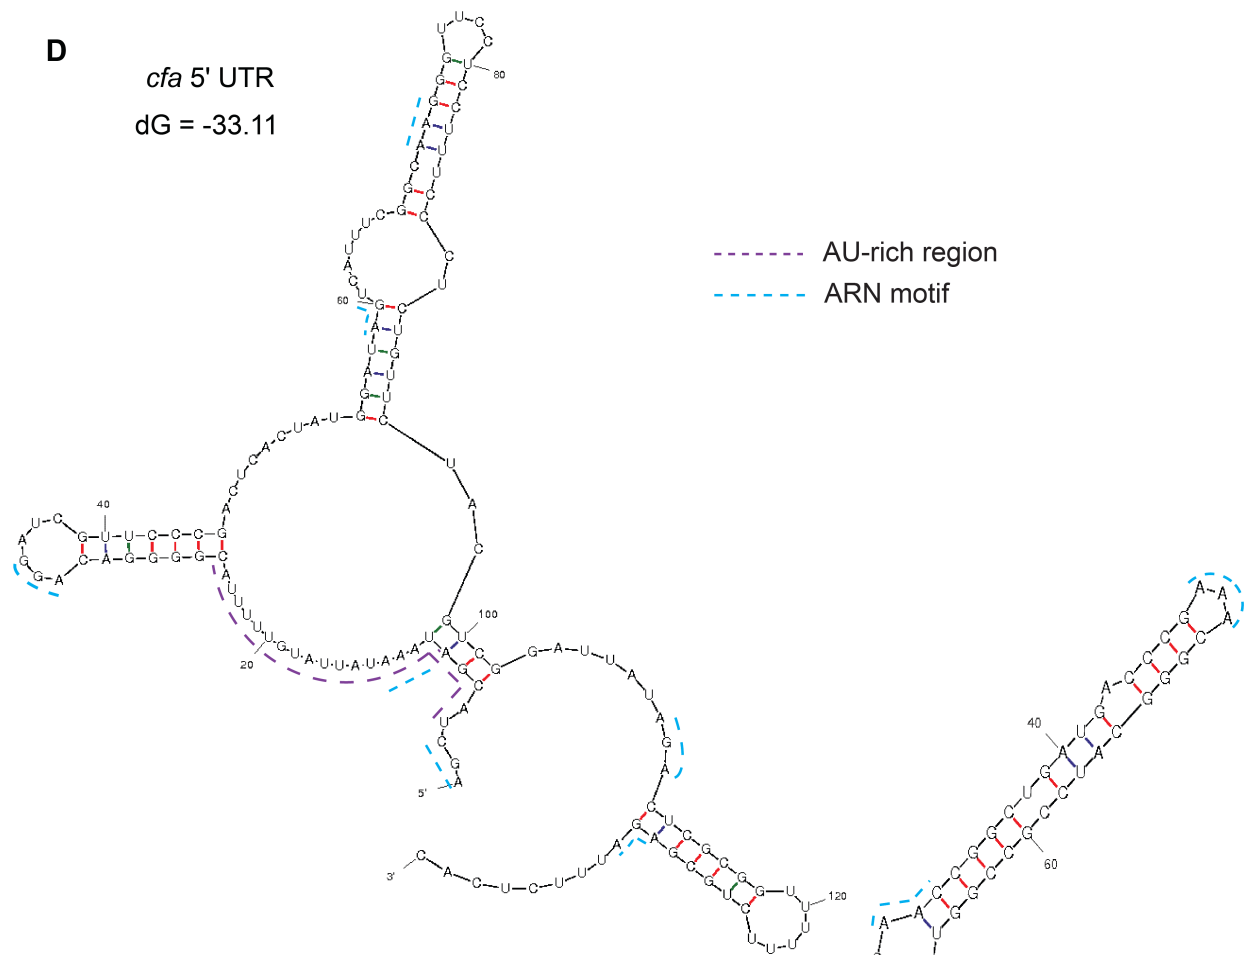

E

*hemN* RBS

dG = -51.30

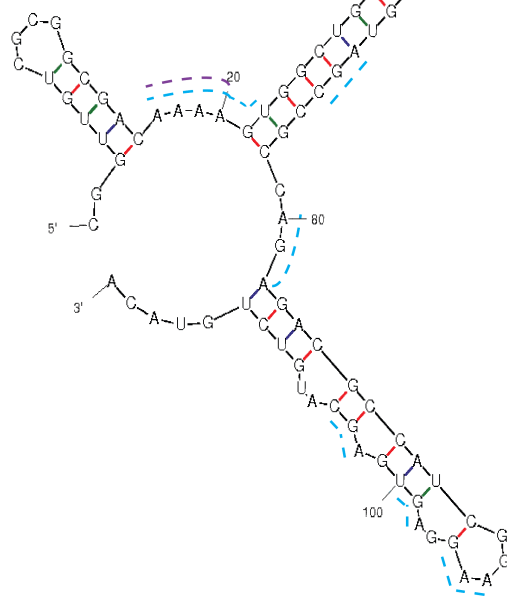

Figure S8, cont.

F

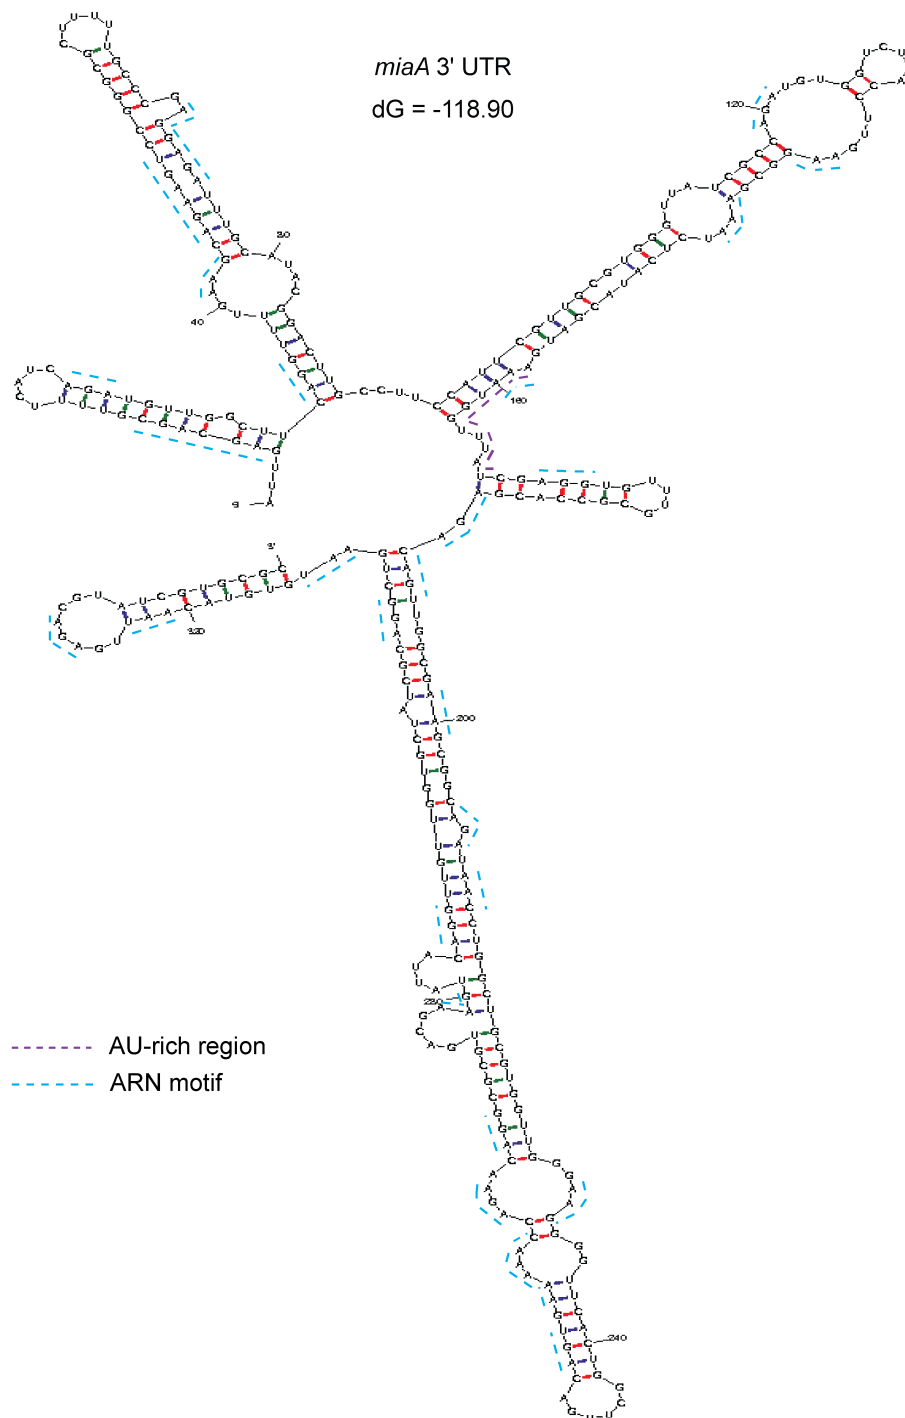

**Figure S8. Predicted structures of RNA fragments that accumulate in the  $\Delta pnp$  strain.** Minimum-free energy structures are shown for mRNA fragments detected by short RNA-seq and associated with *dsbB* (A), *chiP* (B), *yqaE* (C), *cfa* (D), *hemN* (E), and *miaA* (F) using Mfold (<http://unafold.rna.albany.edu>).  $\Delta G$  (kcal/mol) values displayed beneath structure names. Predicted ARN motifs and AU-rich regions are indicated by blue and purple dashed lines, respectively.

## SUPPLEMENTAL MATERIALS AND METHODS

### Hfq immunoprecipitation.

Input protein for western blot analysis was taken from initial whole-cell lysates. Protein from IP samples was precipitated from the initial phenol fraction of the RNA extraction using 2 volumes of cold acetone and pelleted at 18,000 x g for 30 min. The pellet was washed twice with 1 volume of cold acetone, pelleted at 18,000 x g for 10 min after each wash, and was allowed to air dry. The protein was then suspended in Laemmli sample buffer.

### Western blots

Western blots were performed as described previously (7). Hfq was detected using 1:5000 dilution of pre-absorbed anti-Hfq antiserum and goat anti-rabbit IgG secondary antibody (Thermo Fisher). For detection of DnaK (loading control) 1:10,000 dilution of mouse anti-DnaK monoclonal antibody (Abcam) and anti-mouse goat secondary antibody (Santa Cruz Biotechnologies, Inc) were used following manufacturer's guidelines. 3xFLAG-tagged proteins were detected using 1:10,000 rat anti-FLAG antibody (Millipore Sigma) and 1:2500 goat anti-rat antibody (Stratagene). All secondary antibodies were conjugated to alkaline phosphatase and were visualized using Immun-Star<sup>TM</sup> AP substrate (Bio-Rad).

### Strain and plasmid construction

Strains generated by P1<sup>vir</sup> transduction using the protocol described by Miller (10) are indicated in Supplementary Table S1 with the donor strain indicated in parentheses. Strains bearing the "λ" suffix were previously transformed with purified mini-λ<sub>tet</sub> for use with lambda Red-mediated recombination (11). Final lambda Red recombinants and plasmid constructs were verified by sequencing. Primers and synthesized DNA fragments (gBlocks) were purchased from Integrated DNA Technologies (Coralville, IA) and from MilliporeSigma (St. Louis, MO). Restriction enzymes and T4 DNA ligase were purchased from New England Biolabs (Ipswich, MA).

**NRD1597λ:** A PCR product was first generated using the primers *MgrRccdBKan For* and *MgrRccdBKan Rev* to amplify a Kan-pBAD-*ccdB* cassette from strain CR201 with flanking homology to replace *mgrR*. Strain NRD1138λ was transformed with this PCR product, and tet<sup>R</sup> kan<sup>R</sup> arabinose<sup>S</sup> recombinants were subsequently isolated and verified by colony PCR using the primers *MgrRKOchk For* and *MgrRKOchk Rev*.

**NRD1599:** Strain NRD1597λ was transformed with the *MgrRmut2* oligo (Table S2) in order to replace the Kan-pBAD-*ccdB* cassette with a mutated version of *mgrR*. Recombinants that were kan<sup>S</sup> and arabinose<sup>R</sup> were isolated and verified by sequencing using the primers *cyaR check fwd* and *cyaR check rvs*.

**LM06:** NRD1038λ harboring mini-lambda phage and the Kan-pBAD-*ccdB* cassette was transformed with the *RyhBmut* gBlock (IDT, Table S2) containing the mutated *ryhB* sequence with 40 bp of homology on either side of *ryhB*. Successful recombinants (growth on 0.2% arabinose, kan<sup>S</sup>) were sequence-verified after colony PCR amplification using *RyhBKOchk* forward and reverse primers.

**LM23 and LM26:** ssOligos (Sigma, Table S2) containing a single GC→CG inversion at positions 53 and 54 (*RyhBmut2*), or a double inversion at positions 44 and 45, and 53 and 54 (*RyhBdblm*) were amplified by overlap extension PCR using the *RyhB Overlap* PCR forward and reverse primers. The PCR products were then transformed into strain NRD1038λ harboring mini-lambda phage and the Kan-pBAD-*ccdB* cassette. Successful recombinants were sequence-verified using *RyhBKOchk* forward and reverse primers.

**TC465λ:** A PCR product was first generated using the primers *cyaR ccdB up* and *cyaR ccdB down* to amplify a Kan-pBAD-*ccdB* cassette from strain CR201 with flanking homology to replace *cyaR*. Strain DS091λ was transformed with this PCR product, and tet<sup>R</sup> kan<sup>R</sup> arabinose<sup>S</sup> recombinants were subsequently isolated and verified by sequencing using the primers *cyaR check fwd* and *cyaR check rvs*.

**TC468:** Strain TC465λ was transformed with the PCR product generated from the primers *cyaR fwd* and *cyaR 4G rvs* in order to replace the Kan-pBAD-*ccdB* cassette with a mutated version of *cyaR*.

Recombinants that were kan<sup>S</sup> and arabinose<sup>R</sup> were isolated and verified by sequencing using the primers *cyaR check fwd* and *cyaR check rvs*.

**pTC329 and pTC331:** Insert DNA for pTC329 was amplified using primers *pnp\_BAD-5f-AatI* and *3xf\_term-3r-EcoRI* with genomic DNA from strain NRD1243 carrying *pnp-3xFLAG*. pBRplac vector DNA and PCR insert DNA were digested with AatI and EcoRI then ligated together. pTC331 was constructed identically, except that the primers *rph\_BAD-5f-AatI* and *3xf\_term-3r-EcoRI* were used with genomic DNA from strain TC222 carrying *rph-3xFLAG*.

**pTC352 and pTC353:** LacI<sup>q</sup> was amplified from pCA24N using primers *lacIq HindIII fwd* and *lacIq Styl rvs*. pTC329 or pTC331 vector DNA and PCR insert DNA were digested with HindIII and Styl then ligated together.

**pTC354, pTC356, pTC402:** Mutations were introduced into *pnp* on the pTC352 plasmid using site-directed mutagenesis with the primers *pnp S438A fwd* and *pnp S438A rvs* (pTC354), *pnp D492G fwd* and *pnp D492G rvs* (pTC356), and *pnp S437-9A fwd* and *pnp S437-9A rvs* (pTC402).

**pTC396:** pTC353 DNA was digested with EcoRI and AatII to excise *rph-3xFLAG*, blunted with Mung Bean Nuclease, then re-ligated to obtain the empty vector.

## SUPPLEMENTAL REFERENCES

1. Blattner, F.R., Plunkett, G., 3rd, Bloch, C.A., Perna, N.T., Burland, V., Riley, M., Collado-Vides, J., Glasner, J.D., Rode, C.K., Mayhew, G.F. *et al.* (1997) The complete genome sequence of *Escherichia coli* K-12. *Science*, **277**, 1453-1462.
2. Schu, D.J., Zhang, A., Gottesman, S. and Storz, G. (2015) Alternative Hfq-sRNA interaction modes dictate alternative mRNA recognition. *EMBO J*, **34**, 2557-2573.
3. Masse, E., Escorcia, F.E. and Gottesman, S. (2003) Coupled degradation of a small regulatory RNA and its mRNA targets in *Escherichia coli*. *Genes Dev*, **17**, 2374-2383.
4. De Lay, N. and Gottesman, S. (2011) Role of polynucleotide phosphorylase in sRNA function in *Escherichia coli*. *RNA*, **17**, 1172-1189.
5. Bandyra, K.J., Sinha, D., Syrjanen, J., Luisi, B.F. and De Lay, N.R. (2016) The ribonuclease polynucleotide phosphorylase can interact with small regulatory RNAs in both protective and degradative modes. *RNA*, **22**, 360-372.
6. Cameron, T.A. and De Lay, N.R. (2016) The Phosphorolytic Exoribonucleases Polynucleotide Phosphorylase and RNase PH Stabilize sRNAs and Facilitate Regulation of Their mRNA Targets. *J Bacteriol*, **198**, 3309-3317.
7. Sinha, D., Matz, L.M., Cameron, T.A. and De Lay, N.R. (2018) Poly(A) polymerase is required for RyhB sRNA stability and function in *Escherichia coli*. *RNA*, **24**, 1496-1511.
8. Kitagawa, M., Ara, T., Arifuzzaman, M., Ioka-Nakamichi, T., Inamoto, E., Toyonaga, H. and Mori, H. (2005) Complete set of ORF clones of *Escherichia coli* ASKA library (a complete set of *E. coli* K-12 ORF archive): unique resources for biological research. *DNA Res*, **12**, 291-299.
9. Guillier, M. and Gottesman, S. (2006) Remodelling of the *Escherichia coli* outer membrane by two small regulatory RNAs. *Mol Microbiol*, **59**, 231-247.
10. Miller, J.H. (1992) *A short course in bacterial genetics : a laboratory manual and handbook for Escherichia coli and related bacteria*. Cold Spring Harbor Laboratory Press, Plainview, N.Y.
11. Yu, D., Ellis, H.M., Lee, E.C., Jenkins, N.A., Copeland, N.G. and Court, D.L. (2000) An efficient recombination system for chromosome engineering in *Escherichia coli*. *Proc Natl Acad Sci U S A*, **97**, 5978-5983.

How the deposited data were processed for this re-analysis (not part of the article)

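The re-analysis used 12 sequencing libraries of *E. coli* K-12 MG1655 derivatives in 6 groups of 2, wild-type and Δ*pnp* for each of mRNA-seq, short RNA-seq of total RNA (the input) and short RNA-seq of RNA co-immunoprecipitated with Hfq. Libraries were grouped by *pnp* genotype and fraction, on which the sample labels and the paper say the same. For the input and co-IP libraries the labels and the paper differ in the *rph* allele.

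The authors trimmed the reads with Cutadapt, aligned them to the MG1655 genome with BWA-MEM, converted them with SAMtools and counted read pairs per gene with featureCounts 1.6.2, by strand, with both ends mapped and chimeric pairs left out. They deposited the resulting counts without normalization, 1 table for mRNA-seq and 1 for the input and co-IP libraries, each with 4498 genes. For 4488 of these a symbol was found by locus tag in the RefSeq annotation, and 10 kept their locus tag. Read coverage within genes, from which the authors defined the fragments, was not analysed here. The fragments, their types and their RIL-seq overlaps were taken from Table S4, and 4 of the 106 fragments could not be matched to a counted gene.

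Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over all genes tested, separately for each comparison on its own 4 libraries. The interaction of *pnp* genotype and fraction was fitted on all 8 input and co-IP libraries. A gene was called at an absolute log2 fold change of at least 1.5 and an adjusted p under 0.05. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Where every library of a group had at most 3 counts, a lower bound of the fold change, computed against 3 counts, is given in place of the fitted value. Sets of genes were tested with camera (correlation 0.01) and fry of limma 3.58.1, and medians were compared with permutation tests of 100000 resamples.

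The genes to be named were *pnp*, the 6 genes of Figures 1B and 2B, genes and sRNAs that the paper names, and for each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups do not overlap in CPM. Values of *hfq*, *rph*, *rne*, *lacI*, *glyW*, *cysT* and *leuZ*, which fall under this rule, are not given. This rule, the tests of single genes, the counts, the overlaps, camera and fry in the input and co-IP, and the alternatives were set before the data were examined. Camera and fry in mRNA-seq and for co-IP over input, and the tests of technical explanations in the closing section, were added after it. Other genes, among them those of the interaction and those called in both mRNA-seq and short RNA-seq, were chosen after their values were seen. The lists used are the genes of the fragments, 8 sRNAs that the paper measures, all annotated noncoding RNA genes, and 23 genes of nitrate, nitrite and formate respiration, the last written after a pattern in these genes had been seen.

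The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or library totals in place of TMM, no filter or a mean of at least 50 counts, edgeR's legacy dispersion (which the version's default turned out to be), the replicate number as a block, rRNA genes left out, all 8 libraries in 1 fit (edgeR or DESeq2), a prior count of 2 in place of 0.125, only CDS and RBS fragments, a direct overlap against none, and each library left out in turn. An adjusted p that DESeq2 gives as NA was kept as NA. After the data were seen, the dispersion estimate of edgeR 4 and a fit without rRNA and tRNA genes were added.

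The test was checked on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by 2.5 on the log2 scale. Of these, 192 were recovered in mRNA-seq, 183 in the input, 199 in the co-IP, 198 and 191 for co-IP over input in the Δ*pnp* and the wild-type strain, and 171 by the interaction, with at most 8 unchanged genes called and none of the changed genes called in the wrong direction. In simulations without changed genes, edgeR called 0 genes in each of the 6 comparisons. Apart from the changed genes, every simulated library had the same expected gene shares, and as many genes were raised as lowered. Libraries were drawn independently of each other. The simulations therefore test neither a shift in composition between strains nor variation shared by input and co-IP.

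The depth per library was 4616470 to 4961108 counts in mRNA-seq and 16996278 to 24211489 in the other libraries. With 2 libraries per group, a fit without 1 library leaves a single library in that group, so only its fold change is given and no test. Lower bounds at the floor cover counting error only, since PCR copies of a molecule are counted as separate read pairs.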

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

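The tests of *metZ*, *metW* and *metV* and of the respiration genes were chosen after the results were seen. The test of a single library was chosen before.

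The effect of the *pnp* deletion differed between the Hfq co-IP and the input in 5 genes, each with an adjusted p of 0.035 from edgeR's interaction test. *mdlA* (interaction log2 fold change -2.44, standard error 0.34) and *speG* (-2.58, standard error 0.35), both genes of fragments, rose in the input of the Δ*pnp* strain by 1.99 and 2.42 and changed by -0.50 and -0.21 in the co-IP. *menE* (-2.36, standard error 0.33) and *rffM* (-2.63, standard error 0.31) fell by 3.06 and 2.59 in the co-IP and changed by -0.65 and 0.09 in the input. *yjfY* (-4.67, standard error 0.62) rose by 2.36 in the input and fell by 2.36 in the co-IP. With each of the 8 libraries left out in turn, all 5 interaction values stayed past 1.5 in the same direction. The number called depended on the test, with 60 genes under DESeq2, 8 with library totals alone and 0 with the replicate number as a block. With the block, the 5 genes had an adjusted p of 0.069 from edgeR's interaction test. Input and co-IP were collected in parallel, and the deviations of same-numbered libraries correlated by 0.45 in the Δ*pnp* and 0.16 in the wild-type strain. In simulated counts without changed genes, drawn independently for each library, edgeR called 0 genes by the interaction and DESeq2 5. A technical explanation of single genes, such as a different part of the transcript being counted in the 2 fractions, could not be tested on gene counts, and a biological one, a fragment that accumulates without binding Hfq, may be considered for *mdlA* and *speG* but was not tested either.

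*napG* changed in opposite directions, with a log2 fold change of -3.56 in short RNA-seq (standard error 0.37) and 1.76 in mRNA-seq, with every Δ*pnp* library on one side of every wild-type library within each assay. The difference between the assays was not tested. In the co-IP its log2 fold change was -3.29. *napG* was one of 4 genes called in opposite directions. A single library does not account for this, since at least 3 of the 4 genes stayed past 1.5 in opposite directions in both assays whichever library was left out, and all 4 kept opposite signs. Scaling does not turn *napG* either, which stayed lower in short RNA-seq with library totals alone. *napG* belongs to a family of respiration genes that went the same way, and the tests of that family, under Other observations, left a difference between the cultures of the 2 assays open.

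In mRNA-seq, the tRNA genes *metW*, *metZ* and *metV* were higher in the Δ*pnp* strain, with log2 fold changes of 3.61, 3.37 and 3.14. They lie next to each other, from 2947387 to 2947683. Reads split between near-identical copies do not account for the rise, because the summed normalized counts of *metZ*, *metW*, *metV* and the fourth copy *metY* also rose 9.57-fold, from 478.7 ± 11.6 to 4583 ± 706.3 CPM (SD, n = 2). In short RNA-seq, *metW* and *metZ* changed by 0.42 (adjusted p = 0.44) and 0.45 (adjusted p = 0.38), *metV* rose by 2.55 (adjusted p = 0.018), and the sum of the 4 genes fell, to 0.441 of the wild-type. Since the mRNA-seq kit loses most short RNAs, the counts there may come from longer precursors, an explanation that the gene counts cannot test. In mRNA-seq the median log2 fold change of the 78 tRNA genes tested was 0.30, and *metY* changed by 0.13 (standard error 0.10). A gain of the size of that median would not account for the rise of *metW*, *metZ* and *metV*. The share of all tRNA genes in the counts, these 3 included, was 1.42% and 1.41% in the wild-type libraries. In the Δ*pnp* libraries it was 2.71% and 3.17%, so some general gain of short RNAs stays open. Effects of PNPase on tRNA processing stay open. For the contrast between the assays, a difference in how their kits kept short RNAs also stays open.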

How the results depend on the processing

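The alternatives below were set before the data were examined, except the edgeR 4 dispersion and the fit without rRNA and tRNA genes. The plan named the version's default as the test and took this to be the edgeR 4 dispersion, with the legacy dispersion as the alternative. The default of the version used is the legacy dispersion, so the results given are legacy results, and this alternative changed nothing and says nothing about stability. The edgeR 4 dispersion, run after the data were seen, called 95 genes in mRNA-seq, 238 in the input, 577 in the co-IP, 770 and 786 for co-IP over input in the Δ*pnp* and wild-type strains and 5 by the interaction. Where values changed, the cause was not tested unless stated.

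Library totals alone moved the median log2 fold change of all genes to 0.36 in mRNA-seq, 1.05 in the input, 1.03 in the co-IP and 1.06 and 1.07 for co-IP over input in the Δ*pnp* and wild-type strains. With them, 190 genes were called in mRNA-seq (96.8% higher, against 86.5% with TMM), 1100 in the input (97% against 48.9%), 1346 in the co-IP (94.1% against 50.5%), 1574 for co-IP over input in the Δ*pnp* strain (91.0% against 57.4%), 1586 in the wild-type (91.4% against 57.7%) and 8 by the interaction (12.5% against 0%), 86 genes in both mRNA-seq and the input, and 726 in both input and co-IP. Among the genes of fragments, 2 were called in mRNA-seq (median 0.27), 68 in the input (median 1.90), 42 in the co-IP (median 1.37) and 36 for co-IP over input in the Δ*pnp* strain (34 higher and 2 lower, against 12 and 21 with TMM, median 0.52). Relative to the shift of all genes, these medians were -0.09, 0.86, 0.33 and -0.55. Under fry, the set was then shifted upwards in mRNA-seq (adjusted p = 0.012) and for co-IP over input (adjusted p = 0.0046), while camera, which compares it with the other genes, gave a downward direction in both (adjusted p = 0.95 and 0.0078). The sign turned for *yqaE* (0.20) and *gcvB* (0.13) in mRNA-seq, *mcaS* (0.78) and *chiX* (0.32) in the input, *cfa* (0.81), *ryhB* (0.84), *gcvB* (0.65), *mgrR* (0.17) and *mcaS* (0.13) in the co-IP, *hemN* for co-IP over input in the Δ*pnp* (0.36) and the wild-type strain (0.97), and *pnp* for co-IP over input in the wild-type (0.0665).

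A prior count of 2 called 65 genes in mRNA-seq. The overlap of mRNA-seq and short RNA-seq calls, 9 genes at p = 0.040 from Fisher's exact test, was 8 genes with DESeq2 (p = 0.055), 10 without a filter (p = 0.067) and 5 with a prior count of 2 (p = 0.22), and had a p under 0.05 with DESeq2's size factors (0.037), a mean of at least 50 counts (0.00022), no rRNA genes (0.0076), no rRNA and tRNA genes (0.0087) and the edgeR 4 dispersion (0.023). With library totals alone, 86 genes were shared (Fisher's exact test, p = 8.9e-11), and 85 of them changed in the same direction. The deleted gene *pnp* was not left out of these overlaps under any setting. Genes with a mean of at least 50 counts left 36 calls in mRNA-seq, over 2731 tested genes in place of 3779, and a median of 0.025 for the genes of fragments. DESeq2 called 60 genes by the interaction, and the median of the fragment genes in mRNA-seq was -0.088 with DESeq2 and -0.084 with its size factors. Under DESeq2, 76.6% of the mRNA-seq calls were higher. DESeq2 on all 8 libraries called 358 genes in the input and 240 in both input and co-IP, with a median of 0.81 for the fragment genes in the input, and edgeR on all 8 libraries also gave 0.81. Without a filter, and without rRNA and tRNA genes, the interaction called 9 genes each. With only CDS and RBS fragments, 0 genes were called in mRNA-seq (44 of 76 had an unadjusted p under 0.05), since the *pnp* fragment is then left out, and the median in the input was 0.96. The difference between the RIL-seq classes stayed between 1.98 and 2.02 under the alternatives that kept all libraries.

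The replicate block is kept as an alternative, because the replicate numbers are not said to mark shared cultures or batches across strains. The deviations of same-numbered libraries correlated by -0.19 in mRNA-seq, -0.10 in the input and 0.06 in the co-IP, and by 0.45 and 0.16 between the input and co-IP of the Δ*pnp* and the wild-type strain. With the block, 92, 272 and 552 genes were called in mRNA-seq, the input and the co-IP, 778 and 800 for co-IP over input in the Δ*pnp* and wild-type strains, and 0 by the interaction, where 547 genes had an unadjusted p under 0.05 and the 5 genes called without the block had an adjusted p of 0.069. *mcaS* changed by 0.58 in the input with the block, *miaA* was called higher there (1.58) and *arcZ* lower (-1.54), and *cyaR* was not called (adjusted p = 0.051). The adjusted p of fry for the genes of fragments was 0.11 in mRNA-seq and 0.056 in the input with the block. With the block, 13 genes were called in both mRNA-seq and short RNA-seq, against 4.92 by chance (Fisher's exact test, p = 0.0010). Of these, 8 changed in the same direction and 5 in opposite directions.

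With each library left out in turn, the median of the fragment genes ran from -0.0784 to -0.0197 in mRNA-seq, from 0.758 to 0.942 in the input and from 0.240 to 0.406 in the co-IP, and the difference between RIL-seq classes from 1.78 to 1.97. Of the genes called, 72 to 86 in mRNA-seq, 197 to 224 in the input, 504 to 544 in the co-IP and 5 by the interaction stayed past 1.5 in the same direction. Of the 770 and 787 genes called, higher or lower, for co-IP over input in the Δ*pnp* and wild-type strains, 685 to 717 and 690 to 733 did. Signs turned for *cfa* (-0.0753 to 0.473), *mcaS* (-1.17 to 2.36) and *chiX* (-1.25 to 0.0533) in the input, *ryhB* (-0.41 to 0.12) in the co-IP, *hemN* (-0.352 to 0.0393) for co-IP over input in the wild-type, and for the interaction values of *yqaE* (-1.01 to 0.16), *chiP* (-1.17 to 0.46), *dsbB* (-1.60 to 1.25), *arcZ* (-0.13 to 1.23) and *mcaS* (-3.18 to 0.36). For *mcaS* 1 library decides the value in the input, since the wild-type libraries had 5358 and 52569 counts.

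Depth limits the mRNA-seq values of *ryhB*, *arcZ*, *mgrR* and *micA*, which had at most 11 counts in any library and were not tested there.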

Differences from the paper's values

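In short RNA-seq, 227 genes were called here against the paper's 358, given in its text and in Table S3. Of the alternatives set before the data were examined, DESeq2 on the 4 input libraries (310), no filter (246), the replicate block (272), edgeR on all 8 libraries (317) and DESeq2 on all 8 libraries (358) came within 1.5 times of the paper's count, and DESeq2's size factors (215), library totals (1100), a mean of at least 50 counts (220), the legacy dispersion (227) and leaving out rRNA genes (214) did not. DESeq2 on all 8 libraries called the same 358 genes that Table S3 lists for short RNA-seq, and the same 544 genes that it lists for the Hfq co-IP.

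The number of genes higher in the Δ*pnp* strain in short RNA-seq was 111 here against the 194 in the paper's text. The replicate block (133), edgeR on all 8 libraries (141) and DESeq2 on all 8 libraries (164) came within 1.5 times, and DESeq2 on 4 libraries (125), its size factors (101), library totals (1067), no filter (116), a mean of at least 50 counts (112), the legacy dispersion (111) and leaving out rRNA genes (112) did not. Genes lower in the Δ*pnp* strain numbered 116 here, against 194 by the log2 fold changes of the paper's Table S3. There, DESeq2 (185), no filter (130), the replicate block (139), edgeR on all 8 libraries (176) and DESeq2 on all 8 libraries (194) came within 1.5 times, and the size factors (114), library totals (33), a mean of at least 50 counts (108), the legacy dispersion (116) and leaving out rRNA genes (102) did not.

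The genes called in both input and Hfq co-IP numbered 159 here, 158 of them in the same direction, against 240 and 239 counted from the paper's Table S3. DESeq2 (224 and 223), no filter (173 and 172), the replicate block (187 and 186), edgeR on all 8 libraries (213 and 212) and DESeq2 on all 8 libraries (240 and 239) came within 1.5 times. The size factors (153 and 152), library totals (726 and 726), a mean of at least 50 counts (151 and 150), the legacy dispersion (159 and 158) and leaving out rRNA genes (148 and 147) did not.

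The paper's text has more genes up-regulated than down-regulated in short RNA-seq. In Table S3 the signs are the other way around, with 164 higher and 194 lower, and DESeq2 on all 8 libraries gave 164 higher and 194 lower here. Against the 164 higher of Table S3 the 111 here came within 1.5 times, as did the 116 lower here against the 164 lower of the paper's text. In mRNA-seq, 73 of the 76 genes in the paper's Table S3 were among the 96 called here, and DESeq2 on the 4 mRNA-seq libraries called 64 genes, all of them in Table S3. None of the settings tried gave the 76 genes themselves.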

Other observations

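The tests of the fragments' position, of the tRNA and rRNA reads and of a single library were chosen before their results were seen. Those of the sRNAs and of the respiration genes were chosen afterwards.

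Of the 100 genes of fragments tested in short RNA-seq, 77 did not rise by 1.5 on the log2 scale. Of these, 23 are all the genes whose fragment shares no base with the counted interval. Their median log2 fold change was lower by 0.87 than that of the other genes (a difference of -0.867, two-sided permutation p = 3e-05, adjusted p = 6e-05 over the 2 tests). Among the 77 genes whose fragment overlaps the interval, the share of the interval it covers, with a median of 7.96%, correlated with the log2 fold change across genes (Spearman's rho 0.37, permutation p = 0.0011, adjusted p = 0.0011), although genes are not independent replicates. Both results are consistent with gene counts that dilute or miss the fragments, and 54 genes below 1.5 have an overlapping fragment, for which weak accumulation stays open as a biological explanation.

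Fewer genes were called in the short RNA-seq input than in the Hfq co-IP (227 against 580). Leaving rRNA and tRNA genes out of the fit did not raise the number called in the input, which was then 195. This cannot show whether these reads lowered the depth left for other genes, whose counts stay the same. Protein-coding genes took 15.6% and 16.5% of the wild-type input and 50.5% and 54.3% of the wild-type co-IP. In the Δ*pnp* strain they took 30.4% and 29.1% of the input and 74.2% and 72.4% of the co-IP. A part of tRNA and rRNA reads in the lower number thus stays open. The biological coefficient of variation was 0.27 in the input and 0.19 in the co-IP, and whether the deletion has a larger effect on RNA bound to Hfq was tested only per gene, by the interaction.

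The paper measures sRNAs by northern blot; their gene counts can be read from the same libraries. In the input, *cyaR* (log2 fold change -1.68, standard error 0.41, adjusted p = 0.049) and *mgrR* (-1.75, standard error 0.31, adjusted p = 0.015) were called lower in the Δ*pnp* strain, and *arcZ* (-1.69, standard error 0.45, adjusted p = 0.060) was not called over all genes in this fit. Adjusted over the list alone, these 3 of the 8 sRNAs were called. Over all genes, *arcZ* was called with DESeq2 on the 4 input libraries and with edgeR (adjusted p = 0.020) and DESeq2 (0.00011) on all 8 libraries, with a range of 0.00011 to 0.21 over the alternatives, and its log2 fold change was -0.84 without the first wild-type library. The call of *cyaR* in the input was lost with DESeq2's size factors (adjusted p = 0.052), with library totals (0.18) and without rRNA genes (0.082), and the log2 fold change of *cyaR* was -1.25 without the second wild-type library. *mgrR* was at -1.41 without the first wild-type library and at -0.70 with library totals, where it was not called. *micA* changed by -1.42 (standard error 0.37), *chiX* by -0.74 (standard error 0.42), *mcaS* by -0.29 (standard error 0.87), *ryhB* by 0.33 (standard error 0.49) and *gcvB* by 0.78 (standard error 0.36), none of them called. In the co-IP, *cyaR* (-2.74, standard error 0.32), *micA* (-2.44, standard error 0.29) and *chiX* (-1.93, standard error 0.26) were called lower, over all genes and over the list alone, although with library totals *micA* (-1.43) and *chiX* (-0.92) were not, and *arcZ* (-1.04), *mcaS* (-0.87), *mgrR* (-0.84), *gcvB* (-0.36) and *ryhB* (-0.17) were not. In mRNA-seq, *mcaS* was called higher (1.89, standard error 0.39) on 3 to 16 counts per library, and *cyaR* (-0.87), *gcvB* (-0.20) and *chiX* (0.31) were not called. The paper draws the pairing of MgrR with *ygdQ*, RyhB with *sodB* and CyaR with *ompX*. In the input, *ygdQ* was called higher (3.32, standard error 0.42, adjusted p = 0.0056 from edgeR's quasi-likelihood test), and *sodB* (-0.71) and *ompX* (-0.24) were not called. The value of *ompX* ranged from -0.85 to 0.81 with 1 library left out. In the co-IP, *ygdQ* was called higher (3.62) and *ompX* lower (-1.74), and *sodB* (-1.17) was not called. In mRNA-seq, *ygdQ* (0.05), *sodB* (-0.53) and *ompX* (0.01) were not called.

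Over all annotated noncoding RNA genes tested, the median log2 fold change was -1.15 in the input (58 genes, 48 negative) and -0.98 in the co-IP (61 genes, 45 negative), and 0 of 10000 lists of protein-coding genes matched on mean expression had a median as low in either. TMM centres on the bulk of the genes, which are protein-coding, so these lists describe the distance between the classes and do not test its origin. In the co-IP 6 of the noncoding RNA genes were called higher and 20 lower. With library totals alone, the median was -0.10 in the input and 0.027 in the co-IP, while that of all genes rose to 1.05 and 1.03. A fall of the sRNAs and a larger share of mRNA-derived RNA in the Δ*pnp* libraries cannot be told apart, because the counts hold no measure of absolute amounts. The tRNA genes had lower medians than the noncoding RNA genes, -1.88 in the input and -1.91 in the co-IP, or -0.84 and -0.90 with library totals.

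Nitrate, nitrite and formate respiration genes (23 of the *nap*, *nar*, *nrf*, *fdn* and *dcuB* genes) were higher in the Δ*pnp* strain in mRNA-seq and lower in short RNA-seq. Of 20 genes tested in both, 19 went in these opposite directions. The median log2 fold change was 1.13 in mRNA-seq, over the 20 genes tested there, and -2.18 in the input and -2.28 in the co-IP, each over all 23. With library totals alone, the medians of the same genes were 1.46 and -1.13 in mRNA-seq and the input, and 16 genes were opposite. A library preparation that ranks these genes higher in short RNA-seq in both strains could contribute, and so could wild-type cultures of the 2 assays that expressed these genes at different levels. The median expression percentile of the genes was higher in short RNA-seq than in mRNA-seq by 59.1 points in the wild-type (20.4 in mRNA-seq and 79.5 in the input, or 58.96 to 60.8 points across pairs of libraries) and by 15.1 in the Δ*pnp* strain (13.5 to 19.9). Since the genes were chosen for this pattern, their ranks test neither explanation. The assay and the culture are confounded, so these explanations and an effect of the deletion on fragments of these mRNAs cannot be told apart. The sample labels also give the 2 assays different *rph* alleles, which adds an untested difference.

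SsrA, which served as the loading control of the northern blots, had a log2 fold change of -3.05 in the Hfq co-IP (standard error 0.37, adjusted p = 0.00031), with 204980 and 95380 counts in the wild-type and 29847 and 28810 in the Δ*pnp* co-IP libraries. It was -2.03 with library totals alone. The medians of rRNA and tRNA genes were also low in this comparison, at -2.15 and -1.91. The paper's blots of co-IP RNA came from repeated co-IPs and not from these libraries. Within the Δ*pnp* strain, SsrA was much lower in the co-IP than in the input, at -5.37 (standard error 0.26). In the input it changed by -0.95 (standard error 0.59, adjusted p = 0.35), or 0.11 with library totals. The difference between the fractions was not past the threshold by the interaction term (-2.05, standard error 0.68, adjusted p = 0.33).

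The co-IP was also compared with the input in the wild-type strain, where 454 genes were higher and 333 lower in the co-IP of 4111 tested. The largest rise among genes with more than 3 counts in at least 1 library of each fraction was that of *gltI* (4.99, standard error 0.75), with 2013977 and 1992587 counts in the co-IP libraries. *ykfN*, *ybfD*, *yhfL* and *yiaW*, at or under 1 count in both input libraries, were at least 2.18-fold, 1.70-fold, 11.8-fold and 7.33-fold higher in the co-IP. The largest falls were those of tRNA genes and of 2 genes without a matched symbol (b4635 and b4629), between -8.01 and -7.42. Of the 8 sRNAs, 6 were higher in the co-IP in the wild-type and 7 in the Δ*pnp* strain, over all genes and over the list alone, with log2 fold changes of 1.96 to 4.66 and of 1.53 to 3.49.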
